# Liver Transcriptome Dynamics During Hibernation Are Shaped by a Shifting Balance Between Transcription and RNA Stability

**DOI:** 10.3389/fphys.2021.662132

**Published:** 2021-05-21

**Authors:** Austin E. Gillen, Rui Fu, Kent A. Riemondy, Jennifer Jager, Bin Fang, Mitchell A. Lazar, Sandra L. Martin

**Keywords:** A-to-I RNA editing, ARE-binding proteins, alternative splicing, hepatocyte, Ictidomys tridecemlineatus

## Abstract

Hibernators dramatically lower metabolism to save energy while fasting for months. Prolonged fasting challenges metabolic homeostasis, yet small-bodied hibernators emerge each spring ready to resume all aspects of active life, including immediate reproduction. The liver is the body’s metabolic hub, processing and detoxifying macromolecules to provide essential fuels to brain, muscle and other organs throughout the body. Here we quantify changes in liver gene expression across several distinct physiological states of hibernation in 13-lined ground squirrels, using RNA-seq to measure the steady-state transcriptome and GRO-seq to measure transcription for the first time in a hibernator. Our data capture key timepoints in both the seasonal and torpor-arousal cycles of hibernation. Strong positive correlation between transcription and the transcriptome indicates that transcriptional control dominates the known seasonal reprogramming of metabolic gene expression in liver for hibernation. During the torpor-arousal cycle, however, discordance develops between transcription and the steady-state transcriptome by at least two mechanisms: 1) although not transcribed during torpor, some transcripts are unusually stable across the torpor bout; and 2) unexpectedly, on some genes, our data suggest continuing, slow elongation with a failure to terminate transcription across the torpor bout. While the steady-state RNAs corresponding to these read through transcripts did not increase during torpor, they did increase shortly after rewarming despite their simultaneously low transcription. Both of these mechanisms would assure the immediate availability of functional transcripts upon rewarming. Integration of transcriptional, post-transcriptional and RNA stability control mechanisms, all demonstrated in these data, likely initiate a serial gene expression program across the short euthermic period that restores the tissue and prepares the animal for the next bout of torpor.

## Introduction

Hibernation is an adaptive strategy that enables survival of prolonged food deprivation. Each fall, 13-lined ground squirrels cease activity and disappear into their hibernacula. The animals do not eat or drink for several months, instead fueling their metabolism with endogenous stores, largely fat, that were acquired during the previous summer. Metabolic and heart rates are profoundly reduced, allowing body temperature (Tb) to fall to just above freezing where it remains for many days. By spending most of the fall and winter in this depressed metabolic state known as torpor, the animals save up to 90% of the energy they would have needed to remain active throughout their half year of hibernation. Paradoxically, however, the majority of the energy budget for the season of hibernation is consumed when torpor is periodically interrupted for an interbout arousal (IBA); after several days to even weeks in torpor, hibernating ground squirrels spontaneously reactivate metabolism to restore euthermic Tb for approximately 12 h. Thus, hibernation is not a static quiescent state, but rather a dynamic pattern of seasonal heterothermy accompanied by prolonged fasting (Figure 1, see also Carey et al., 2003; van Breukelen and Martin, 2015, for review). These rapid and dramatic shifts in temperature as well as oxygen delivery and utilization – and thus metabolism – present multiple challenges to the maintenance of homeostasis at every level of the hibernator’s biological organization.

**FIGURE 1:**
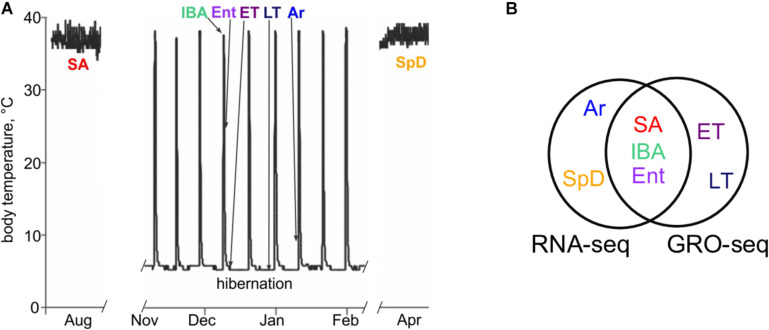
Physiological groups analyzed for differential gene expression in liver using RNA-seq and GRO-seq. **(A)** Schematic shows Tb characteristics of animals in active (SA and SpD) vs. hibernation seasons (IBA, Ent, ET, LT, Ar). RNA-seq data were collected from *n* = 5 individuals in SA, IBA, Ent, Ar and SpD. Groseq data were collected for *n* = 3 individuals in SA, IBA, Ent, ET and LT (see Supplementary Table 1 for metadata). **(B)** Venn diagram shows common and unique sample groups studied by RNA-seq and GRO-seq.

The purpose of the energetically expensive arousals from torpor is not known, although, at least in lemurs, they appear to be compelled only in animals exhibiting torpid Tb < 30°C (Dausmann et al., 2004). Clearly rates of biochemical reactions slow as Tb decreases during torpor, and differences in the thermal sensitivity of various reactions throughout the body leads to widespread changes, both increases and decreases, in the relative abundances of metabolites, transcripts and proteins across the torpor bout; the short, warm arousal periods are also highly dynamic, with changes between initial rewarming through the beginning of cooling when the next bout of torpor begins (Nelson et al., 2009; Epperson et al., 2011; Hindle et al., 2011, 2014; Jani et al., 2012; Grabek et al., 2015a; Bogren et al., 2017; D’Alessandro et al., 2017; Regan et al., 2019; Rice et al., 2020). While rewarming restores the slowed cellular processes and biochemical reaction rates of torpor in every system in the body, the detailed molecular mechanisms orchestrating these dynamics remain to be fully elucidated (see van Breukelen and Martin, 2015, and references therein).

Liver is a key organ for maintaining metabolic homeostasis throughout the body. It is especially important during feeding and fasting, because hepatocytes, the main cell type of the liver, process, metabolize and repackage macronutrients from food and detoxify xenobiotics. Although no comparison to the half-year long fast of hibernating 13-lined ground squirrels, mice fasted for 21 h have a robust transcriptional response to fasting and refeeding that involves approximately 30% of the genes expressed in liver (Chi et al., 2020). But hepatocytes also produce the bulk of plasma proteins and play significant supporting roles in other crucial physiological processes including blood volume control, immune system function, and endocrine growth factor signaling (Trefts et al., 2017). Thus, metabolic depression and low Tb during torpor present additional challenges to liver and whole animal homeostasis during hibernation. In addition to the expected effects of the prolonged seasonal fast on liver gene expression, the enhanced resistance to ischemia-reperfusion injury during hibernation (Lindell et al., 2005) suggests a role for dynamically regulated gene expression in orchestrating a protected phenotype.

Despite the liver’s central role in metabolism, it being the source of the first differentially expressed gene in a hibernator (Srere et al., 1992), and the discovery that transcription all but ceases at the low Tb of torpor but resumes during each rewarming (van Breukelen and Martin, 2002), we still have incomplete knowledge of differential gene regulation in the liver during the seasonal and torpor-arousal cycles of hibernation. While many studies have considered gene expression changes in a small number of specific genes, broad screens with the potential to discover novel or unexpected hibernation genes are lacking. Previous efforts used custom microarrays (Williams et al., 2005) or bead arrays (Yan et al., 2008), as well as early high-throughput sequencing approaches for species lacking robust genomes (Bogren et al., 2017; Nespolo et al., 2018), all of which limited DE analyses to a set of almost exclusively protein coding genes previously described in non-hibernators.

To begin to overcome these limitations and gain further insight into liver gene expression dynamics in hibernation, we collected high-quality, paired-end, strand-specific RNA-seq data from five individuals in each of five physiological states across the hibernator’s year. These samples distinguish seasonal and torpor-arousal cycle variation. In addition, reads were mapped to a greatly enhanced ground squirrel genome and annotation for quantification. The genome approaches chromosome-level integrity and includes 42,881 previously identified, newly annotated and novel genes (Fu et al., 2021). We further assess the role of transcriptional control in determining the observed differential gene expression using GRO-seq data (Core et al., 2008), collected for the first time from a hibernator. Taken together these two datasets demonstrate that transcriptional control dominates the seasonal gene expression changes, while both transcriptional and post-transcriptional mechanisms are clearly involved in gene expression dynamics across the torpor-arousal cycle. The RNA-seq data were further analyzed for A-to-I RNA editing and differential splicing, both previously shown to occur in brain (Riemondy et al., 2018; Fu et al., 2021), demonstrating that both cold-associated ADAR-mediated RNA editing and differential splicing also occur in liver. As in brain (Fu et al., 2021), these liver data demonstrate the necessity and value of carefully timed samples for use in this type of hibernation study and provide both a resource and a roadmap to guide future work.

## Results

Liver tissue was collected from 38 individuals representing seven physiological states across the hibernator’s year (Figure 1 and Supplementary Table 1). RNA was isolated from 25 of these livers and converted to strand-specific RNA-seq libraries to quantify the steady-state transcriptome across five physiological states: two that bracketed the hibernation season (SA and SpD) and three that captured the torpor-arousal cycles of hibernation (IBA, Ent and Ar). Nuclei isolated from 15 livers in five states were chosen to directly examine transcription across the torpor-arousal cycle (IBA, Ent, ET and LT, compared to the non-hibernating SA) using GRO-seq (Core et al., 2008). Two of the livers were used to collect both types of data, SA30 and Ent64.

### RNA-Seq Data Analysis

The RNA-seq data set comprised 33.2 ± 3.3 million high-quality, strand-specific readpairs (Supplementary Table 1) from each of five biological replicates from each state as depicted in Figure 1. The sequences were first aligned to mtDNA, which were elevated in SA (Supplementary Table 1). This finding likely reflects the critical role of liver mitochondria in converting dietary nutrients into fatty acids as the animals fatten in preparation for winter hibernation (Lanaspa et al., 2015). The remaining, non-mitochondrial reads were processed for gene-based analyses of differential expression (see section “Materials and Methods”).

Unsupervised random forest (RF) clustering of the samples using the log transformed pseudocounts from all pass-filter nuclear genes reveals clear separation between the homeothermic active animals (SpD and SA) and the heterothermic hibernators (IBA, Ent and Ar), demonstrating a prominent effect of hibernation physiology on the liver transcriptome (Figure 2A). Among the winter hibernation groups, IBA was the most distinct, although all 5 groups were cleanly separated when variable selection was used to optimize group separation (Figure 2B). Consistent with the RF results, DESeq2 analysis revealed that 3,120 of the 10,370 pass-filter genes evaluated (∼30%), were differentially expressed (i.e., *q* < 0.001, DE, Figure 2C) among the five states. Hundreds of DE genes distinguished the homeotherms from the heterotherms (compare SA or SpD to IBA, Figure 2C), and the IBA hibernators from both the Ent and Ar hibernators (Figure 2C). It is noteworthy that the majority of DE genes (approximately two-thirds) that distinguished the three hibernating states from non-hibernating euthermic states were decreased in the hibernators. This finding suggests a large seasonal shift with a general down-regulation of the genes comprising the liver transcriptome in hibernation compared to active, feeding animals. Far fewer liver genes were DE between animals that had recently emerged (SpD) from hibernation and those preparing to immerge (SA) into hibernation. The smallest number of DE genes differentiated Ent from Ar hibernators (Figure 2C), despite this being the longest time segment in the torpor-arousal cycle (Figure 1A). The largest pairwise fold-changes, on the order of 200-fold (| log2FC| > 7.79) were found among genes increased in both homeotherms compared to IBA and increased during Ar compared to IBA (Supplementary Table 2).

**FIGURE 2:**
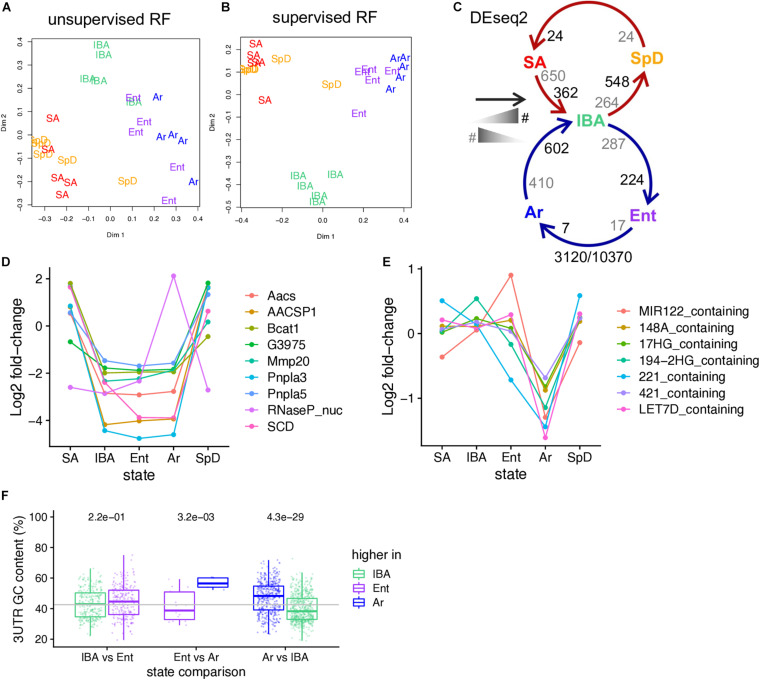
RNA-seq reveals changes in the relative abundance of liver steady-state RNAs as a function of hibernation physiology. Two-dimensional scaling plots obtained by unsupervised **(A)** or supervised **(B)** clustering of RNA-seq pass-filter reads by random forest; each label represents one individual (groups are as defined in Figure 1). **(C)** Schematic of seasonal (SpD - > SA - > IBA) and hibernation (IBA - > Ent - > Ar) cycles showing the number of DE genes across each pairwise transition. As indicated in the schematic legend (left), the number of DE genes increased in the state closest to the head or the tail of the arrow are enumerated in black and gray, respectively. Numbers below report the number of DE genes/the number of pass-filter liver genes evaluated. Line plots of **(D)** 9 liver DE genes exhibiting log2 fold change > 5; **(E)** Differentially expressed microRNA precursor genes. **(F)** Boxplot showing the GC-content of DE genes (dots) across the torpor-arousal cycle. Each of the three possible pairwise comparisons comprising the torpor-arousal cycle depicted in panel C are indicated below, genes elevated in each state of the pair are plotted by color (legend). See also Supplementary Data Sheet 3, Supplementary Table 2.

Exploring the genes with the highest fold changes reveals that nine transcripts with log2 fold-changes greater than five are found in the data. Most of these are protein-coding genes which were seasonally decreased throughout hibernation. Just the RNaseP_RNA had a different pattern, which was a dramatic increase across the torpor bout (Figure 2D). Many of the higher fold changes across the pairwise transitions are also MIR_containing, i.e., the longer primary RNA precursors of functional miRNAs: all of these decrease across the torpor bout (Figure 2E). Similar to brain (Fu et al., 2021), transcripts increased in the cold (i.e., higher in Ar than either Ent or IBA) were also biased for higher GC content, as were transcripts elevated in IBA compared to SpD (Figure 2F).

To better understand liver gene expression dynamics during hibernation, we used WGCNA (Langfelder and Horvath, 2008) to first cluster the DE genes by their relative transcript abundance pattern across the five physiological groups and then correlate those co-expression patterns with phenotypic characteristics (Supplementary Figure 1). Consistent with the findings from RF and pairwise analyses, we observed strong correlations (>0.8) of cluster patterns to heterothermy, Tb and IBA. Because closer inspection of individual genes revealed many exhibited gene expression dynamics inconsistent with their WGCNA assignments (see also, Botía et al., 2017; Fu et al., 2021), we defined 14 most-common DE patterns in the data and re-assigned the 3,120 DE genes to their best-fit cluster. This process placed 95.8% of the DE genes into one of 14 dynamic patterns (Figure 3A and Supplementary Figure 2).

**FIGURE 3:**
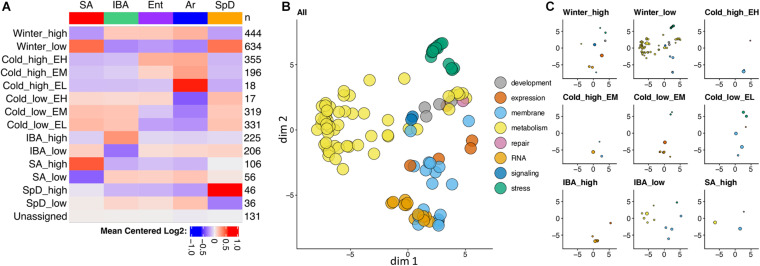
Seasonally decreased metabolic genes dominate differential gene expression in hibernator liver. **(A)** Heatmap summary of RNA-seq co-expression data for 3,120 DE genes in liver. Colors indicate the relative abundance of steady-state RNA for each physiological state. Pattern names (left) and the number of genes (right) in each co-expression cluster are indicated. **(B,C)** Gene enrichment categories in the DE genes. Two-dimensional scaling plots for gene enrichments based on similarity of terms, using REVIGO **(B)** and then replotted in panel **(C)** after segregating by co-expression pattern and adjusting so that circle diameters are proportional to the number of DE genes in each enrichment category. Colors group enrichments to the indicated broad categories: expression = regulation of gene expression, repair = DNA repair; RNA = RNA splicing and processing, and stress = stress response and signaling. In panel **(C)**, co-expression clusters with < 2 significant enrichments are excluded. See also Supplementary Figure 2 and Supplementary Table 3.

Strong effects of hibernation season and Tb on liver transcriptome dynamics dominated the liver co-expression patterns. More than one third of the DE genes were increased (Winter_high) or decreased (Winter_low) throughout the several months of hibernation (IBA, Ent, Ar) compared to active animals (SA, SpD). And, nearly 40% were altered by temperature, either increasing (Cold_high) or decreasing (Cold_low) by the end of the torpor bout (Ar) compared to 2–3 h after rewarming (IBA), with different relative abundances at the end of the euthermic period as the animals reentered torpor (EH, EM, EL, for Ent high, medium or low, respectively). There were relatively few genes in the two clusters with maximal change across the torpor bout, i.e., Cold_low_EH or Cold_high_EL, consistent with the RF clustering in Figure 2A and the pairwise analysis in Figure 2C. Another 14% of DE genes were increased or decreased exclusively early in the euthermic period between torpor bouts (IBA_high, IBA_low). Finally, small sets of DE genes altered uniquely in one of the homeothermic periods, SA or SpD, were also apparent in the data. Further insight comes from analysis of enriched gene ontology terms in these clusters. Not unexpectedly for liver, gene enrichments exhibited an overarching dominance of terms related to metabolism (yellow circles in Figure 3B), with the vast majority of these segregating to the Winter_low co-expression group (Figure 3C, Supplementary Figure 2, and Supplementary Table 3), consistent with the reduced need to process nutrient influx during the long winter fast.

The 214 genes that increased in the cold (Cold_high_EM + Cold_high_EL) in these RNA-seq data were particularly intriguing given that transcription in ground squirrel liver was shown previously to all but cease (van Breukelen and Martin, 2002) at the low Tb of torpor. Because RNA-seq measures the relative abundance of transcripts at steady-state, differences in transcription, stability or even polyadenylation (Grabek et al., 2015a) could account for the observed transcriptome differences between animals just beginning (Ent) vs. those just ending (Ar) a torpor bout. To directly assess the role of transcription in the observed transcriptome dynamics across the torpor-arousal cycle, we prepared GRO-seq libraries from liver in four stages of hibernation: IBA, Ent, and early and late torpor (ET and LT, respectively, Figure 1), and compared them to a non-hibernating SA group. GRO-seq is a high-throughput sequencing adaptation (Wissink et al., 2019) of the run-off assay used previously in hibernating ground squirrel liver (van Breukelen and Martin, 2002). Isolated nuclei were incubated to extend RNA polymerases that were pre-initiated and competent for elongation at the time of tissue collection. These newly transcribed RNAs were isolated, converted to sequencing libraries and sequenced such that only genes harboring active RNA polymerase across our various hibernation states were recovered in the GRO-seq libraries. The gene-based read counts from these libraries provide an accurate measure of relative transcription, in contrast to the multiple factors that govern the relative abundance of transcripts in steady-state RNA, i.e., as measured above by RNA-seq.

### GRO-Seq Data Analysis

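Global run-on sequencing (GRO-seq) labels the RNA made by polymerases already engaged on the DNA of isolated nuclei, so its reads report transcription in progress and not the amount of RNA in the cell. The libraries analyzed here came from the livers of 3 SA, 3 IBA, 3 Ent, 3 ET and 2 LT female squirrels. The LT library that the authors removed as an outlier was not used here. Body temperature averaged 36.4 °C in SA, 35.43 °C in IBA, 25.1 °C in Ent, 5.33 °C in ET and 5.55 °C in LT. The ET animals were all collected in the season that began in 2008, the LT animals in that of 2007 and the IBA animals in that of 2009, whereas the SA and Ent groups mixed the 2007 and 2009 seasons. The season therefore cannot be told apart from the state in comparisons with ET, and IBA and LT can be compared apart from season only through the SA and Ent groups, in a fit where season and state add up. The authors aligned the trimmed reads to the HiC_Itri_2 genome, counted the uniquely aligned reads on gene bodies that they had redefined from the GRO-seq reads themselves, and deposited the raw counts, without normalization. These counts were normalized here with edgeR's TMM method, and a single quasi-likelihood model was fitted to all 14 libraries and all units of the table. The 5 states were compared together and in pairs, with p-values adjusted over all units by the Benjamini-Hochberg method and a threshold of 0.001, as in the paper. Values per state are CPM, the counts scaled to the TMM-normalized library size, given as the mean with the standard deviation over animals.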

The GRO-seq dataset comprised 32.2 ± 3.7 million, strand-specific single-end reads from three biological replicates representing each of the five physiological states. After adapter removal, quality trimming and a length filter, 14.9 ± 3.4 million reads/sample remained; of these, 10.2 ± 2.2 million reads/sample aligned to the HiC genome (Supplementary Table 1). 

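Between 3713883 and 8884763 reads per library were counted on the redefined gene bodies, with medians of 4453456 in SA, 4864097 in IBA, 6741100 in Ent and 5830355 in ET. The LT libraries had 6516975 and 6374674 counts. As a share of the uniquely mapped reads of Supplementary Table 1, the counts made up 62.3% ± 1.89 (SD, n = 5 libraries) in ET and LT together and 53.4% ± 9.86 (SD, n = 6) in SA and IBA together. This difference of 8.903 percentage points had p = 0.0043 in a two-sided exact permutation test, the smallest p that 5 libraries against 6 allow. The number of uniquely mapped reads printed for IBA replicate 1, 11153193, equals its number of trimmed reads, and the percentage printed beside it, 57.75%, gives 6440969. The paper's separate STAR alignment mapped 6623311 reads of this library, near the second number, which argues against the printed one. Results with the reads as printed carry this limit. With the reads taken from the printed percentage in every library, the share in SA and IBA was 57.5% ± 1.35 (SD, n = 6) and the difference 4.82 points (exact permutation test, p = 0.0043). No pair of single states could reach a p under 0.05, since 3 libraries against 3 allow no p below 0.1. The states compared here also differed in the season of collection, and no season holds libraries of both sides in numbers that allow the test to be repeated within it.

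**Figure D1:**
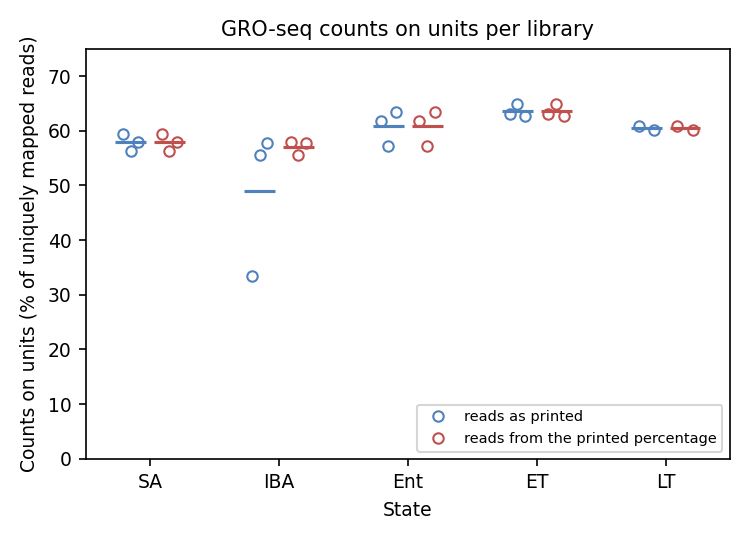
Counts on the redefined gene bodies as a percentage of uniquely mapped reads, by state. Each circle is a library and each line the mean of a state, with the uniquely mapped reads as printed (blue) or taken from the printed percentage (red); IBA replicate 1 moves from 33.5% to 58.0%.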

Initially, we quantified these reads using the same transcript annotation (Fu et al., 2021) as used for the liver RNA-seq analysis described above. 

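The deposited counts are of the redefined annotation, in which Nxph4, Lrp1 and Shmt2 form a single unit of 106589 nt on the minus strand of Itri4, from 57436247 to 57542835. Its counts cannot be divided among the 3 genes, so Nxph4 alone, as plotted in Figure 4B, was not analysed here. The unit had 1095 ± 138 CPM in IBA (SD, n = 3), 1309 ± 136 in Ent (SD, n = 3), 1116 ± 199 in ET (SD, n = 3) and 1262 ± 127 in LT (SD, n = 2). Its log2 fold change from ET to LT was 0.18 (standard error 0.19, adjusted p = 0.913 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), smaller than the spread between animals. From IBA to LT the log2 fold change was 0.21 (standard error 0.19, adjusted p = 0.385 from the same edgeR test), and the ranges of the IBA and LT libraries overlapped.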

Because previous studies of torpid hibernators had demonstrated depressed transcription at low Tb, we were astonished to find large numbers of DE genes that increased in ET compared to Ent, LT compared to ET, or LT compared to IBA (e.g., Nxph4 in Figures 4A,B; Supplementary Figure 3A). 

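Whether the position of a gene behind another one bears on its change was examined with the coordinates of the redefined units. Single-gene units whose nearest upstream neighbour ended within 20 kb on the same strand (440 units) were compared with those whose upstream neighbour within 20 kb lay on the other strand (808 units). From ET to LT the median log2 fold change was 0.03 in the first set and -0.04 in the second, a difference of 0.07 (permutation test over genes with 100000 resamples, p = 3e-05). From IBA to LT the medians were 0.09 and -0.13, a difference of 0.21 (permutation test over genes, p = 0.00089). Genes are not independent replicates. With neighbours within 5 kb (119 and 561 units) the difference from ET to LT was 0.13 (permutation test, p = 7e-05), whereas that from IBA to LT was 0.05 (permutation test, p = 0.579). Units that the authors had merged were not among those compared, and the sets were not matched on unit length. Without ET replicate 2, the difference from ET to LT within 20 kb was 0.03 (permutation test, p = 0.156).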

Inspection of the GRO-seq coverage on genes increased in LT compared to ET using the genome browser revealed they were found adjacent to an upstream, actively transcribed gene (Figures 4A,B; Supplementary Figures 3B–E), suggesting that elongation by RNA polymerase on liver genes can continue slowly throughout the torpor bout in concert with a failure to terminate transcription.

**FIGURE 4:**
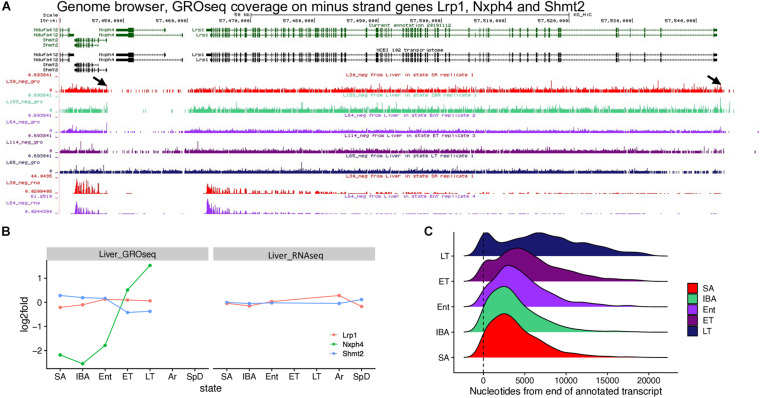
GRO-seq reveals transcriptional run-on and failure to terminate during torpor. **(A)** Browser view shows 13-lined ground squirrel (HiC_Itri_2) genomic region with Nxph4 downstream of Lrp1 and upstream of Shmt2, all transcribed from the minus strand, along with GRO-seq coverage from one representative sample from each state across this region and RNAseq from the common SA and Ent samples. Arrows mark paused polymerase near transcriptional start sites (promoter proximal pause) for Lrp1 and Shmt2. **(B)** Line graphs plot log2 fold change for these three genes in GRO-seq and RNA-seq data. **(C)** Distribution of fstitch segments called in GRO-seq data for each hibernation state, relative to the position of the 3′ end (at 0, ± 20kb) of annotated genes. The 3′ ends included in the analysis were required to have fstitch annotations called in all 5 states and these annotations were required to overlap the annotated 3′ end. RNA polymerase is known to accumulate at both the 5′ and 3′ ends of transcripts (Core et al., 2008; Glover-Cutter et al., 2008). See also Supplementary Figures 3, 6, and 13.

Metaplots comparing RNA-seq data with GRO-seq data by state lend further credence to the view that transcription fails to terminate during torpor. In contrast to the RNA-seq data, where read coverage near the 3′ end of transcripts abruptly decreased at the transcription termination site (TTS) independent of physiological status (Supplementary Figure 3F), elongating RNA polymerase captured by GRO-seq extended further and further 3′ of the TTS as animals began to cool during Ent and then progressed through the torpor bout (compare SA and IBA to Ent, ET and LT in Supplementary Figure 3G). Therefore, we used Fstitch (Azofeifa et al., 2017) on the GRO-seq data to reassess transcription units for 13-lined ground squirrel liver, analyzing each state separately. Comparison of the Fstitch transcribed segments among the five physiological states revealed a genomewide 3′ shift of elongating PolII on a subset of liver genes during torpor (Figure 4C), as seen by the second peak downstream of the TTS as animals begin to cool when re-entering torpor and its movement and broadening further to the right of the TTS as animals progressed from Ent -> ET -> LT in the torpor-arousal cycle of hibernation.

Because of the features of transcription during torpor described above, to more accurately assess bona fide transcriptional changes associated with hibernation, we re-quantified the GRO-seq reads using a re-defined transcript annotation based on these Fstitch segments. We also removed the first 500nt downstream of the transcription start site (TSS, Vihervaara et al., 2017) and considered only the non-overlapping genes for this quantification. 

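The resulting table holds 6324 units. Of these, 4705 carry the name of a single gene and 1619 carry several names, because overlapping genes were merged. Units range from 284 to 1969614 nt, with a median of 36217 nt among single-gene units, so the limit of 50 nt stated in the methods removed 0 units. Units named for several genes held 35.7% of all counts. Of the single-gene names, 4067 (86.4%) matched a symbol or synonym in the RefSeq gene table of the species, which belongs to another assembly and was used for names only.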

As with the steady-state transcriptome analyzed by RNA-seq, random forests analysis of the remaining 4,705 pass-filter GRO-seq genes revealed a strong effect of hibernation physiology on transcription. 

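An unsupervised random forest of 5000 trees was grown on the log2 CPM of the 4705 single-gene units. Its proximity is the share of trees in which a pair of libraries falls in the same leaf. Mean proximity between libraries of the same state was 0.560 in SA, 0.638 in IBA, 0.559 in Ent and 0.574 in ET (3 pairs each), and 0.617 for the 1 pair of LT libraries.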

The SA, IBA and Ent groups were all well-separated from one another, and from the closely juxtaposed low Tb groups, ET and LT (Figure 5A). 

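Between states, the mean proximity was 0.444 for SA and IBA, 0.383 for IBA and Ent, 0.388 for Ent and ET, and 0.198 for IBA and ET (9 pairs each). For ET and LT it was 0.545 (6 pairs), inside the range of the pairs within ET, 0.475 to 0.637. The library with the highest proximity was one of the same state for 13 of the 14 libraries. The exception was LT replicate 3, whose nearest library was ET replicate 3 (proximity 0.632). When Spearman correlation replaced the random forest, 12 of the 14 libraries had a nearest library of the same state, and ET replicate 3 and LT replicate 3 were nearest to each other (rho 0.975).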

DESeq2 analysis of the GRO-seq data revealed sequential pairwise differences across the physiological states that were consistent with the random forest clustering. 

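The units with the largest changes, among those past the threshold whose groups did not overlap in any library, were these. From SA to IBA, the unit listed as ENSSTOG00000034399 (Itri5, minus strand, 153830113 to 153845543) rose from 6.06 ± 1.36 CPM in SA to 70.9 ± 6.99 in IBA (SD, n = 3 each), a log2 fold change of 3.51 (standard error 0.25, edgeR adjusted p = 3.2e-05). From IBA to Ent, Neu1 rose by a log2 fold change of 1.93 (standard error 0.18, edgeR adjusted p = 0.0003), and LOC101959938 fell by 2.11 on the log2 scale (standard error 0.20, edgeR adjusted p = 0.0003). From Ent to ET, PPP3R1_like and Jpt1 rose, with log2 fold changes of 2.50 and 2.04, and G9560 and G8002 fell, with log2 fold changes of -3.94 and -3.50. From LT to IBA, G8002 and G25220 rose, with log2 fold changes of 5.82 and 5.41, and Hmgb3 and Ypel1 fell, with log2 fold changes of -4.08 and -3.72. G8002 had 98.4 ± 14.1 CPM in IBA (SD, n = 3) and 1.72 ± 0.07 in LT (SD, n = 2). The edgeR adjusted p-values of these last 8 changes lay between 1.3e-05 and 0.00083.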

Strikingly, over half (2,417 or 56%) of the GRO-seq genes analyzed by DESeq2 were DE among the five physiological groups, with the largest number of pairwise differences distinguishing the torpid animals from the warmer stages of the torpor-arousal cycle (i.e., Ent vs. ET and LT vs. IBA, Figure 5B). 

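Among the 5 states, 1243 of the 4705 single-gene units (26.4%) had an adjusted p at or under 0.001 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's likelihood ratio test on the same counts called 2417, all 1243 of edgeR's among them. From Ent to ET, edgeR called 53 units that were higher in ET and 55 that were lower. From LT to IBA, 385 were higher and 445 lower in IBA. From SA to IBA 1 unit was called and from IBA to Ent 2, while 1103 and 1570 had an unadjusted p at or under 0.05 in the same tests, where 235 are expected by chance. From ET to LT 0 units passed, and 436 had an unadjusted p at or under 0.05. DESeq2's Wald test at the same threshold called 175 from SA to IBA, 329 from IBA to Ent, 723 from Ent to ET, 33 from ET to LT and 1515 from LT to IBA. The alternative that moved the number among the 5 states most was an adjusted p of 0.05 in edgeR, with 2979 units. From LT to IBA the share of called units that were higher in IBA was 46.4% with TMM normalization, and it was 30.2% when the libraries were scaled to their uniquely mapped reads taken from the printed percentages, a setting chosen after the data were seen.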

Although the small sample size limits the utility of WGCNA, we see once again that the highest correlations (>0.8) between transcript co-expression patterns and phenotypic characteristics are to heterothermy, SA and IBA (Supplementary Figure 4). 

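The paper names the reference patterns but its text does not give their values by state, so 8 patterns were fixed before the data were examined, as were the gene families and tests of the main comparisons. In the Cold and IBA patterns Ent was set midway between the warm and torpid states. Each of the 1243 called genes was given the pattern with which its 5 state means of log2 CPM had the highest Pearson r, where that r was at least 0.8. Cold_high took 551 genes and Cold_low 495, together 84.2% (95% Wilson interval 82.0 to 86.1% for counting error only). IBA_high took 40, IBA_low 21, SA_high 48 and SA_low 19, and 65 genes were left unassigned. The share in a Cold pattern was 73.8% with a minimum r of 0.9, and it moved most among the 2417 genes called by DESeq2, to 73.7%. With the libraries of each gene shuffled, 9.58% of the tested genes still reached a Cold pattern and 37.2% reached any of the 8. Among the 1242 called genes that Supplementary Table 4 lists in its readable part, 1185 (95.4%) had the pattern the paper gives them. The median log2 fold change of the Cold_high genes was 0.53 from IBA to Ent, 0.72 from Ent to ET and -0.01 from ET to LT. For the Cold_low genes these medians were -0.65, -0.86 and -0.05. The shape of these steps is in large part built into the Cold patterns, which set Ent midway and ET equal to LT.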

Re-clustering the GRO-seq genes by these traits captures 88% of the DE genes in just six patterns with the vast majority (73%) having the pattern Cold_high_EM or Cold_low_EM (Figure 5C and Supplementary Figure 5). 

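Supplementary Table 4 marks each listed gene whose 3′ end the authors extended with fstitch. The mark could be read for 1242 of the 1243 genes called with edgeR, and for 76.4% of those called with DESeq2, too few for the same comparison. Of the 550 Cold_high genes with a readable mark, 352 (64.0%) had an extended 3′ end, against 380 of the 692 other called genes (54.9%), an odds ratio of 1.46 (two-sided Fisher's exact test, p = 0.0014). Among Cold_low genes, 264 of 495 (53.3%) were extended. With TMM kept, the other alternatives with enough readable marks left the odds ratio above 1. It ranged from 1.34 without SA replicate 2 (Fisher's exact test, p = 0.016) to 1.76 without IBA replicate 2 (Fisher's exact test, p = 8.2e-05). The scaling of the libraries changed this comparison. Of the scalings that follow, that with the reads as printed uses a number for IBA replicate 1 that its printed percentage contradicts. With uniquely mapped reads as printed in Supplementary Table 1 as the library size, the odds ratio was 0.998 (Fisher's exact test, p = 1). With uniquely mapped reads from the printed percentages as the library size, 61.8% of Cold_high and 60.8% of the other called genes were extended, an odds ratio of 1.04 (Fisher's exact test, p = 0.723). The comparison was chosen after the data were seen. The mark also rests on these same GRO-seq reads, since the segments of all states, torpid ones included, were merged to extend a unit. Reads beyond the annotated 3′ end are then counted on an extended unit, which could by itself favour the Cold_high pattern. The comparison cannot tell that effect from another cause.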

Among these co-expression patterns in the GRO-seq data, only the Cold_high pattern was enriched for genes with extended 3′ ends based on the fstitch annotation, 62%, compared to 56% of the GRO-seq genes overall (Supplementary Table 4). 

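Gene families were defined by symbol, since no ontology table accompanied the counts. Of 38 genes for splicing factors among the tested units, 18 (47.4%) were Cold_high, against 533 of the other 4667 (11.4%), an odds ratio of 6.98 (two-sided Fisher's exact test, p = 4.6e-08, 3.7e-07 after Benjamini-Hochberg adjustment over 8 tests of 4 families and both Cold patterns). Of 23 genes for oxidoreductases, 7 (30.4%) were Cold_low, against 488 of the other 4682 (10.4%), an odds ratio of 3.76 (Fisher's exact test, p = 0.0075, adjusted 0.017). Tra2b, on the plus strand of Itri7 from 117858655 to 117891769, had 244 ± 13.3 CPM in IBA (SD, n = 3) and 1035 ± 130 in LT (SD, n = 2), a log2 fold change of 2.09 (standard error 0.16, adjusted p = 6.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Srsf5 and Srsf6 rose from IBA to LT as well, with log2 fold changes of 0.81 (standard error 0.13, edgeR adjusted p = 0.00037) and 1.56 (standard error 0.17, edgeR adjusted p = 2.3e-05). Among the splicing factor genes, 27 of 38 were higher in LT than in SA, with a median log2 fold change of 0.51, and the median was 0.70 with libraries scaled to uniquely mapped reads. The oxidoreductase genes had a median of -1.04 from SA to LT, and -0.85 with that scaling.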

Gene enrichment analysis revealed a dominance of mRNA splicing, processing and export among the genes with the Cold_high_EM pattern, whereas genes in the Cold_low_EM cluster were enriched for a metabolic activity, oxidation-reduction (Supplementary Figure 5 and Supplementary Table 3).

**FIGURE 5:**
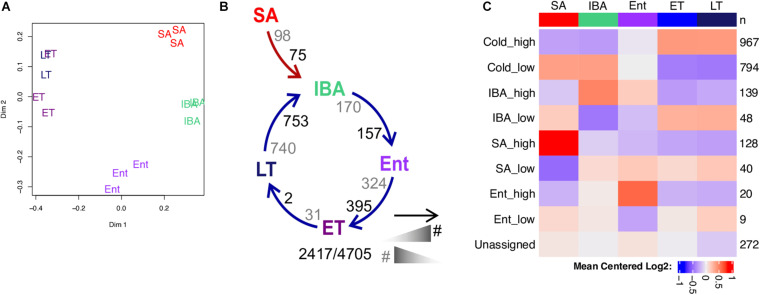
Differentially transcribed genes in liver during hibernation captured by GRO-seq. **(A)** Two-dimensional scaling plot shows unsupervised random forest clustering of individuals based on the full GRO-seq dataset. **(B)** Numbers of differentially transcribed genes between pairs of sequential stages in the torpor-arousal cycles of hibernation, compared to summer. As indicated in the legend below, the number of differentially transcribed genes increased in the state closest to the head or the tail of the arrow are enumerated in black and gray, respectively. Numbers below are the number DE/total fstitch gene-body transcription units. **(C)** Heatmap summarizes the GRO-seq coexpression clusters with the pattern indicated on the left and number of genes in each cluster indicated on the right. See also Supplementary Figure 5 and Supplementary Table 4.

### Comparison of Genes DE in Both RNA-Seq and GRO-Seq Datasets

To gain a better understanding of the role of transcription in hibernation, we next compared the genes that were DE in both RNA-seq and GRO-seq datasets (Figure 6A). Merging the DE genes from the two datasets shows 770 were DE in both. 

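All 770 genes listed in Supplementary Table 5 have a unit of their own in the count table. Of these, 427 were called among the 5 states by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.001, and all 770 at an adjusted p of 0.05. DESeq2 called all 770 at 0.001; the list is the paper's own selection on these counts, so that number shows no stability. A further 816 single-gene units were called by edgeR and are not on the list.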

Interestingly, 2350 DE genes from the RNA-seq dataset were not differentially transcribed and conversely, 1607 genes that were differentially transcribed by GRO-seq were not DE in the steady-state RNA population. We focused on the 770 genes that were DE in both the RNA-seq and GRO-seq datasets to examine their dynamics across the pairwise transitions. For this analysis, we considered the LT sample group in the GRO-seq dataset to be equivalent to the Ar group in the RNA-seq dataset.

**FIGURE 6:**
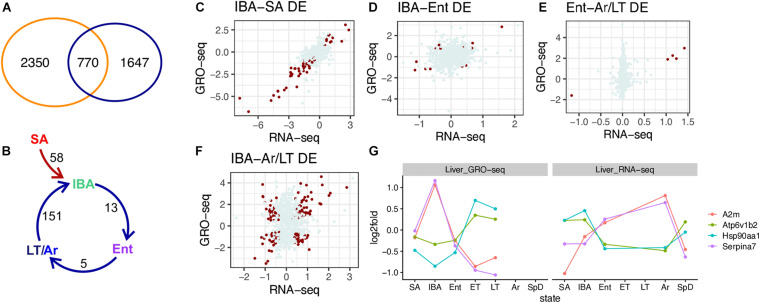
Comparison of DE genes identified by RNA-seq and GRO-seq. **(A)** Venn diagram indicates the number of DE genes in just RNA-seq (blue), just GRO-seq (orange), or both. **(B)** Common DE genes in pairwise sequential transitions; for this comparison, LT (GRO-seq) and Ar (RNA-seq) are taken as comparable states. **(C–F)** Scatter plots of log2 fold change in RNA-seq vs. GRO-seq data for all 770 genes in the indicated pairwise transition (see panel **B**). DE genes for the indicated pair are plotted in dark red, all others are gray. Correlations for the 770 genes across each pairwise transition were: **(C)** IBA-SA, *r* = 0.76, *p*-value < 2.2e-16; **(D)** IBA-Ent, *r* = 0.204, *p*-value = 1.13e-08; **(E)** Ent-LT/Ar, *r* = 0.181, *p*-value = 3.97e-7; **(F)** IBA-LT/Ar, *r* = 0.174, *p*-value = 1.18e-06. **(G)** Top DE discordant protein coding genes in RNA-seq vs. GRO-seq data.

While there were relatively few pairwise differences among these 770 genes common to both datasets (Figure 6B and Supplementary Table 5), their correlation plots were instructive (Figures 6C–F). 

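RNA-seq libraries were not analysed here, and the paper's own shrunken log2 fold changes of steady-state RNA in Supplementary Table 5 were set against the change in transcription computed here. Across the 770 genes, the log2 fold changes of IBA against SA had a Pearson r of 0.756 and a Spearman rho of 0.567. Each had a permutation p of 1e-05, the smallest that 100000 resamples can give, or 1.3e-05 after Benjamini-Hochberg adjustment over the 4 comparisons with RNA. The correlation is across genes, which are not independent replicates. Of the 58 genes the paper lists as DE in both datasets for this pair, all 58 changed in the same direction in both, and their r was 0.95. None of the 58 was past 0.001 from SA to IBA in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 58 had an unadjusted p at or under 0.05. Among the other 712 genes r was 0.491 and rho 0.463 (permutation p = 1e-05 for r, the smallest possible), and 517 of the 770 genes (67.1%) changed in the same direction. With each SA or IBA library left out in turn, r over the 770 genes stayed between 0.683 and 0.776. The lowest value came without SA replicate 1, an animal used for both assays.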

Changes in transcription were well-correlated (*r* = 0.76) with changes in steady-state RNA in the SA to IBA comparison (Figure 6C), i.e., in the seasonal transition from homeothermy to heterothermy, even for the genes that did not meet our criteria for DE (*q* < 0.001) in both datasets. This result is consistent with a dominant role for transcriptional control in the seasonal reprogramming of liver gene expression during hibernation. In contrast, the correlations between the GRO-seq and RNA-seq datasets were far lower in the pairwise transitions across the torpor-arousal cycle among these 770 DE genes (*r* = 0.174-0.204). This finding suggests that the relative abundance of a transcript across the torpor-arousal cycle is more complex than a simple reflection of its transcription (Figures 6D–F). 

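For IBA against Ent, r across the 770 genes was 0.204 and rho 0.182. Both had a permutation p of 1e-05, the smallest that the resamples can give, and the adjusted value for r was 1.3e-05. The share of genes that changed in the same direction in both datasets was 56.5%. With each IBA or Ent library left out in turn, r stayed between 0.179 and 0.219.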

Although the dynamics of the five common DE genes between the GRO-seq and RNA-seq datasets in the Ent vs. Ar/LT were well correlated, the remaining 765 transcripts exhibited relatively little change in the steady-state RNA compared to their broad range of values for transcription across this pairwise transition (Figure 6E). Additionally, the pairwise comparison with the largest number of DE genes in both datasets, IBA compared to Ar in RNA-seq and LT in GRO-seq, revealed that the poor correlation between transcription and steady-state RNA across the torpor-arousal cycle (compare panel C in Figure 6 to panels D-F) reflected a conglomeration of positively and negatively correlated genes (Figure 6F). A mixture of positively and negatively correlated log2-fold changes was also apparent in the IBA-Ent comparison (Figure 6D and Supplementary Table 5) although far fewer of these were DE in both datasets.

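Of the 13 genes that Supplementary Table 5 lists for IBA and Ent, 8 changed in the same direction in transcription and steady-state RNA. None of the 13 was past the threshold of 0.001 in edgeR, and all 13 had an unadjusted p at or under 0.05. Among the 757 genes not listed for this pair, r was 0.176 (permutation test over genes, p = 1e-05, the smallest possible).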

As noted above, transcriptional control appeared to largely account for the observed changes in the transcriptome for the common DE genes between the homeothermic active animals and the hibernators (Figure 6C, illustrated by the gene, SCD_containing, in Supplementary Figure 6A) but not the relationship between transcription and the steady-state transcriptome in genes DE across the torpor-arousal cycle. 

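The unit SCD_containing_gene16206 lies on the plus strand of Itri1 from 33657946 to 33672214. It had 910 ± 481 CPM in SA and 8.71 ± 4.94 in IBA (SD, n = 3 each). Its log2 fold change from SA to IBA was -6.66 (standard error 0.82, adjusted p = 0.0023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no SA library overlapped the IBA libraries. The change was thus past an adjusted p of 0.05 and not past 0.001. In Ent, ET and LT the unit stayed low, at 7.09 ± 3.73, 6.28 ± 5.57 (SD, n = 3 each) and 12.6 ± 13.6 (SD, n = 2) CPM. From the genes DE in both datasets, the paper proposes that transcription accounts for most of the change in RNA between SA and the hibernators.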

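Arrdc3, on the plus strand of Itri1 from 173249041 to 173263457, had 819 ± 452 CPM in IBA and 114 ± 23.8 in Ent (SD, n = 3 each). It had 48.7 ± 24.7 in ET (SD, n = 3) and 67.1 ± 16.8 in LT (SD, n = 2). From IBA to LT its log2 fold change was -3.61 (standard error 0.76, adjusted p = 0.002 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no IBA library overlapped the LT libraries.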

Considering the 151 DE genes common to both datasets, 87 of them were positively correlated and can reasonably be considered to be transcriptionally controlled, either increasing (Supplementary Table 4, Arrdc3 in Supplementary Figure 6B) or decreasing in IBA. The remaining 64 negatively correlated DE genes between GRO-seq and RNA-seq either reached their highest steady-state RNA levels when transcription was lowest (Serpina7 and A2m) or conversely, had their lowest steady-state RNA levels when transcription was highest (Hsp90aa1 and Atp6v1b2, Figure 6G). Examining the GRO-seq coverage of these genes confirmed decreasing transcription from IBA to Ent and through the torpor bout with highest gene coverage in the GRO-seq data in IBA for Serpina7 and A2m. Conversely, increased GRO-seq coverage across Hsp90aa1 and Atp6v1b2 was apparent as animals transitioned from IBA to Ent and across the torpor bout (Supplementary Figures 6C–F).

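Serpina7, on the minus strand of Itri10 from 79081977 to 79089270, had 160 ± 62.6 CPM in IBA, 30.7 ± 18.1 in Ent and 13.1 ± 3.59 in ET (SD, n = 3 each), and 10.9 ± 3.89 in LT (SD, n = 2). Its log2 fold change was -2.38 from IBA to Ent (standard error 0.58) and -3.88 from IBA to LT (standard error 0.75), with adjusted p = 0.018 and 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A2m, on the plus strand of Itri4 from 98303648 to 98349791, had 2984 ± 2417 CPM in IBA, 741 ± 260 in Ent and 344 ± 90.3 in ET (SD, n = 3 each), and 434 ± 120 in LT (SD, n = 2). Its log2 fold change was -2.01 from IBA to Ent (standard error 0.57) and -2.78 from IBA to LT (standard error 0.68), with edgeR adjusted p = 0.031 and 0.005. No IBA library of either gene overlapped the Ent or LT libraries, whereas ET and LT overlapped in both. Neither gene was past 0.001 from IBA to LT in edgeR, and both were past it in DESeq2.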

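Hsp90aa1, on the plus strand of Itri5 from 3874411 to 3885852, had 28.9 ± 3.30 CPM in IBA, 43.8 ± 2.71 in Ent and 164 ± 48.8 in ET (SD, n = 3 each), and 130 ± 3.34 in LT (SD, n = 2). From IBA to Ent its log2 fold change was 0.59 (standard error 0.25, adjusted p = 0.119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from IBA to LT 2.17 (standard error 0.27, adjusted p = 6e-05). Atp6v1b2, on the minus strand of Itri17 from 14257136 to 14284790, had 102 ± 7.33 CPM in IBA, 112.6 ± 14.4 in Ent and 205 ± 8.97 in ET (SD, n = 3 each), and 183 ± 48.4 in LT (SD, n = 2). From IBA to Ent its log2 fold change was 0.15 (standard error 0.15, edgeR adjusted p = 0.537), less than the spread between animals, and from IBA to LT 0.85 (standard error 0.17, edgeR adjusted p = 0.0014).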

We scanned the sequences of the positively and negatively correlated transcripts for enriched motifs in their 3′ non-coding regions. This analysis revealed a striking, reciprocal enrichment pattern for transcripts containing AU-rich motifs in the genes discordant between the RNA-seq and GRO-seq datasets (Supplementary Figures 7A,B). Specifically, steady-state transcripts that increased during IBA compared to Ar were enriched in AU-rich motifs when their transcription was decreased. Conversely, AU-rich motifs were depleted in those transcripts that were increased during Ar compared to IBA, despite their concomitantly low transcription. This result is consistent with the GC enrichment of transcripts that were stable across the torpor bout (Figure 2F) and implies regulation by RNA binding proteins that recognize AU-rich elements (García-Mauriño et al., 2017; Otsuka et al., 2019). Only five ARE-binding proteins were DE in the liver RNA-seq dataset, and, for all but one of these, the dynamics were different from hypothalamus (Supplementary Figure 7C). This difference is consistent with distinct regulation of ARE-containing transcript stability and turnover in hibernating liver compared to brain.

These liver RNA-seq data were further analyzed for qualitative changes associated with hibernation in addition to the quantitative changes described above. Specifically, we examined the liver RNA-seq data for deamination of adenosine by ADAR (adenosine deaminase acting on RNA), and for changes in splicing, both of which were found previously in hibernating brain (Riemondy et al., 2018; Fu et al., 2021).

### RNA Editing

Our earlier study of the brain transcriptome in hibernating 13-lined ground squirrels revealed a large increase of adenosine deamination during torpor, i.e., when the animal’s Tb was low (Riemondy et al., 2018). This deamination effectively recodes RNA by converting adenosine to inosine, which behaves like guanosine. We asked whether a similar increase in edited sites was apparent in these liver RNA-seq data. As was observed in brain, a clear excess of A/G substitutions was observed in the RNA-seq data compared to all other possible variants (Figure 7A), and these are significantly elevated in Ar compared to all other pairwise comparisons, i.e., they accumulate at the low Tb of torpor in liver (Figures 7B,C). While there were fewer edited sites (705, Supplementary Table 6) in these liver data than were observed in brain, 141 sites were significantly edited in both tissues (Figure 7C and Supplementary Figure 8). And, in liver as in brain the edited sites were predicted to have little impact on the proteome, instead occurring largely outside of coding regions and in repeated DNA (Figures 7E,F).

**FIGURE 7:**
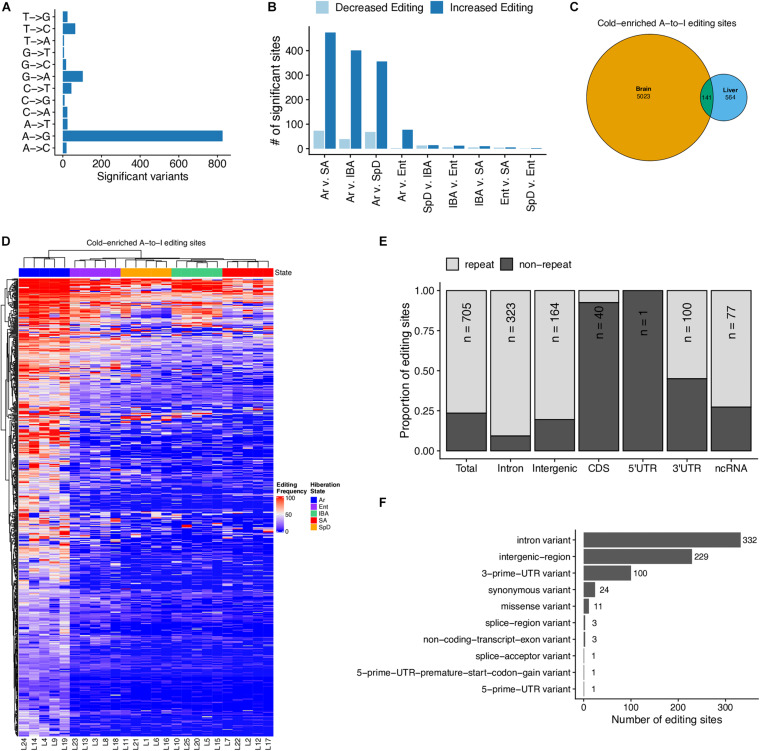
A-to-I RNA editing occurs in the liver during torpor. **(A)** Summary of single-nucleotide variants detected in RNA-seq data (but not in GRO-seq data) with allele frequencies that are significantly (FDR < 0.05) variable across hibernation stages. **(B)** Summary of pairwise analysis of A-to-I editing sites with differential editing frequencies between each stage. FDR < 0.05 is considered significant. **(C)** Euler-diagram comparing the A-to-I RNA editing sites with enhanced editing during torpor in brain tissue (Riemondy et al., 2018) and in liver, *p*-value < 2.3 × 10^– 308^. **(D)** Heatmap of the frequency of editing sites with cold-enriched editing in the liver. Only editing sites with sufficient counts in greater than six samples are shown. **(E)** Summary of the genomic positions of cold-enriched liver editing sites. **(F)** Summary of the predicted impacts of A-to-G substitution on mRNA processing and translational activities. See also Supplementary Table 6 and Supplementary Figure 8.

### RNA Splicing

Finally, the liver RNA-seq data were analyzed for alternative splicing during hibernation using MAJIQ (Vaquero-Garcia et al., 2016). MAJIQ reports alternative splicing events between states in terms of dPSI (change in “percent spliced in”) values for each possible junction that a given source (upstream) or target (downstream) sequence can form. MAJIQ refers to these collections of possible junctions as LSVs (local splicing variations). Here, we define alternative splicing as a significant increase in the PSI of all alternative junctions relative to the “summer-dominant junction” (most common junction in SA) at a given LSV. Consistent with our previous findings in the brain of the 13-lined ground squirrel (Fu et al., 2021), we found that alternative splicing in the liver is highly temperature dependent (Figure 8A and Supplementary Figure 9). As in the brain, we specifically observed that alternative splicing events most commonly exhibit the Cold_high_EM and Cold_high_EH patterns, indicating increased alternative junction use in the cold states (Ent and Ar) relative to the warm states (SA, IBA, SpD). Focusing on intron retention by considering the dPSI values of all retained introns rather than the most common junctions in SA, we observed that intron retention is largely restricted to Cold_low_EM and Cold_low_EL patterns (Figure 8B and Supplementary Figure 10). This finding is consistent with intron retention patterns in the brain, where intron retention is also the default heterothermic state for most LSVs that contain a significant state-specific intron retention event.

**FIGURE 8:**
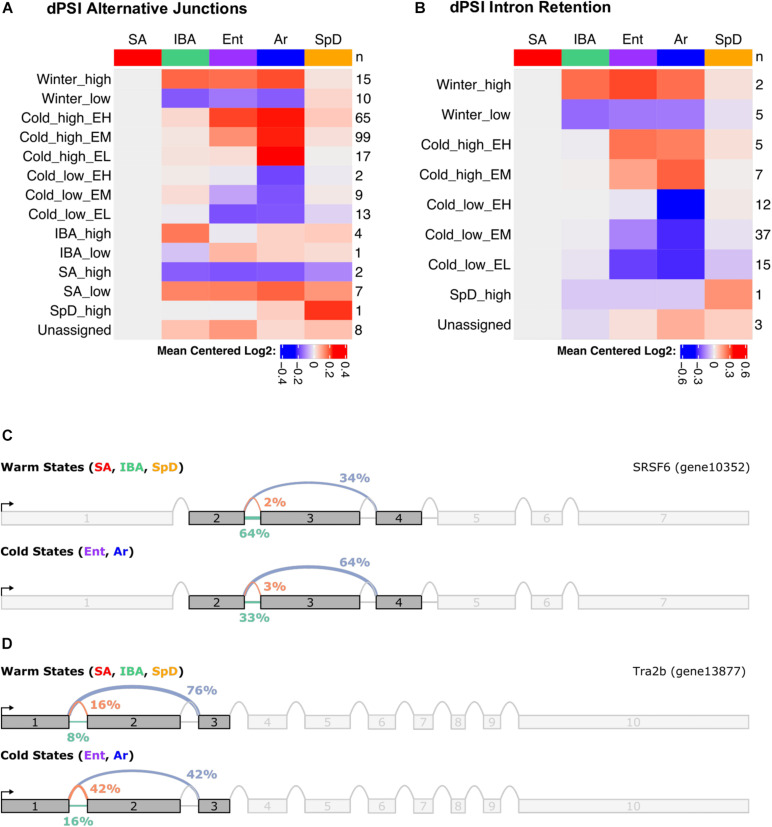
Summary of alternative splicing in the liver during hibernation. Heatmaps show summary of **(A)** mean dPSI, and **(B)** retained introns relative to SA. Numbers on the right give the number of genes in each of the indicated cluster patterns named on the left. Splice graphs from MAJIQ illustrate temperature dependent alternative splicing for **(C)** SRSF6 and **(D)** Trab2b. See also Supplementary Table 7.

To determine if genes involved in certain pathways were consistently alternatively spliced in the liver during hibernation, we performed GO term enrichment on the list of genes with significant state-dependent alternative splicing events, independent of cluster (Supplementary Table 7). We found that the three most significantly enriched terms were “regulation of RNA splicing” (GO:0043484), “mRNA processing” (GO:0006397), and “RNA splicing” (GO:0008380). Strikingly, the top 14 most significant terms all concern RNA processing or RNA splicing, specifically. When considering the splicing clusters (Figure 8A) as separate gene lists (Supplementary Table 7), the same overrepresentation of splicing-related terms is returned, with the added information that most of the genes involved in splicing exhibit the Cold_high_EH pattern. This is consistent with our earlier findings that the splicing factors SRSF6 and Srsf5 are themselves alternatively spliced during hibernation in the brain and may directly modulate the state-dependent alternative splicing observed there (Fu et al., 2021). Indeed, we observe the same alternative splicing events in both Srsf5 and SRSF6 in the liver. Figures 8C,D show the splice graphs for two representative alternative splicing events in liver splicing factor mRNAs, SRSF6 and Tra2b.

## Discussion

Metabolic flexibility, the ability to maintain cell, tissue and organismal homeostasis despite variabilities in the internal and external milieux, is a critical characteristic of mammalian hibernation. Homeostasis is maintained despite the dramatic swings of nutrient intake, oxygen delivery and tissue temperature that occur during hibernation (Carey et al., 2003; Staples, 2016). We employed two high-throughput sequencing approaches to interrogate the steady-state transcriptome and transcription in the liver with the goal of revealing changes in liver gene expression that support the hibernating phenotype. RNA-seq quantifies the relative abundance of transcripts at steady-state, and therefore represents the product of transcription and RNA turnover (Mortazavi et al., 2008; Lovén et al., 2012). In contrast, GRO-seq quantifies pre-initiated RNA polymerases that are capable of continuing elongation when nuclei are incubated with nucleotides (Core et al., 2008). These datasets, obtained from precisely sampled livers representing key timepoints in both the torpor-arousal and seasonal cycles of hibernation, allowed us to separate both transcriptional from post-transcriptional and seasonal from temperature effects on liver gene expression in hibernation for the first time.

The central role played by the liver in the uptake and repackaging of dietary nutrients (Trefts et al., 2017), along with the demonstrated seasonal resistance of the 13-lined ground squirrel liver to damage caused by cold storage and reperfusion (Lindell et al., 2005) led us to expect a robust seasonal reprogramming of liver gene transcription and hence the transcriptome. Indeed, the dominant feature of the transcriptome was the seasonally decreased (Winter_low) abundance of a large number of transcripts for genes encoding metabolic enzymes, particularly those involved with fatty-acid, cholesterol and steroid biosynthesis, xenobiotic and amino acid metabolism including the urea cycle (Figure 3, Supplementary Figure 2, and Supplementary Table 2, 3). These enrichments are broadly consistent with gene enrichments found associated with short-term fasting in mice (Chi et al., 2020; Defour et al., 2020), and in previous analyses of the hibernating 13-lined ground squirrel’s liver metabolomic, transcriptomic and proteomic adjustments across hibernation cycles (Serkova et al., 2007; Hindle et al., 2014; Bogren et al., 2017), as well as in RNA-seq datasets of liver gene expression changes in other taxa of hibernators (Nespolo et al., 2018; Jansen et al., 2019). The basis for enhanced liver protection during hibernation is not quite as apparent in the changing transcriptome as the strong metabolic response (which may itself be protective, Hindle et al., 2014; Perez de Lara Rodriguez et al., 2017). But the seasonal gene enrichments in cell adhesion (Joutsen et al., 2020) and spermine metabolism (Pegg, 2014), both Winter_high, as well as enrichments in apoptotic cell clearance (Cold_high_EM), the unfolded protein response, regulation of cellular response to heat (Cold_low_EL), and hyaluronan metabolism (Day and de la Motte, 2005) in the torpor-arousal cycle may all contribute to protecting the functional integrity of the liver throughout hibernation.

Compared to our recent study of DE genes in three brain regions (Fu et al., 2021), this liver dataset is distinct in its elevated number of seasonally altered genes (44% in liver vs. 14, 20 and 23% in forebrain, hypothalamus and medulla, respectively), in the larger fold changes in liver (both a greater proportion of genes exhibiting > 2x fold-change, and the maximum fold changes observed, Supplementary Table 2) and in the large, liver specific enrichment of metabolic genes that are decreased over the entire winter hibernation season (Figure 3). This last feature in particular is consistent with earlier reports that the major component of differential gene expression in hibernation is related to tissue-specific gene expression (Grabek et al., 2015b; Bogren et al., 2017), and with the key role of the liver in maintaining metabolic homeostasis throughout the long winter fast, as discussed above. The generally larger fold-changes observed among the liver DE genes compared to the three brain regions likely reflects the relative enrichment of a single cell type, the hepatocyte, which comprises ∼80% of the cell volume in the mammalian liver. While the liver does have several other cell types and there is evidence of region-specific gene expression (Halpern et al., 2017; Trefts et al., 2017; Cheng et al., 2018) it is nonetheless not as heterogeneous as brain when considering the unique gene expression profiles of numerous small pools of neurons along with its numerous non-neuronal cell types. Regional functionalization in liver, taken together with our use of an ∼50-100mg broken piece of frozen liver for library preparations, may underlie the relatively high individual variation in the liver datasets, as evidenced by generally higher p-values (Supplementary Table 2), compared to the brain.

Many features of the liver RNA-seq dataset were shared with brain. RNA binding proteins, including polyA binding proteins, were increased for winter in liver (Supplementary Figure 2 and Supplementary Table 3), indicative of the importance of regulating RNA turnover and stability in the torpor-arousal cycle. The bias toward higher GC content among the genes stabilized across the torpor bout was also found in liver (Figure 2F). The preservation of this GC-rich subset of mRNAs may reflect the general depression of translation at the low Tb of torpor (van Breukelen and Martin, 2001) leading to decreased turnover of what would otherwise be highly translated, and consequently highly turned-over, mRNAs (Courel et al., 2019). The finding that several of the highest fold changes among the genes in liver that were DE across the torpor-arousal cycle were found in miRNA_containing genes was also a common feature with the three brain regions (Fu et al., 2021). In liver however, all of these dynamic miRNA_containing transcripts decreased dramatically across the torpor bout (i.e., between Ent and Ar, Figure 2E), and just one, MIRLET7D_containing, was also DE in brain. It is important to note that our library preparation methods do not capture mature miRNAs, so these quantifications do not address whether the functional miRNAs are DE. However, one of these, miR-148a, has been reported to be elevated during ET in hibernating 13-lined ground squirrel liver (Wu et al., 2016). Inspection of the read distributions for these miRNA_containing genes reveals that the majority of reads fall outside of the miRNA region, i.e., the quantification reflects the 3′ most remainder of the primary transcript excluding the miRNA (i.e., containing the polyA tail up to the 3′ end of the miRNA which has been largely processed out (Supplementary Figure 11). Additional experiments are needed to assess the functional significance of these dynamic miRNA_containing transcripts during torpor-arousal cycles, including whether the miRNA or the lncRNA that remains after initial processing (Du et al., 2019; He et al., 2021), or both, are functionally relevant.

The RNA subunit of RNaseP exhibited one of the largest increases seen in our RNA-seq dataset – log_2_-fold Ar/Ent = 5.95, Figure 2D. This large increase likely reflects novel polyadenylation of this gene during torpor, as demonstrated previously in brown adipose tissue (Grabek et al., 2015a). RNaseP RNA is not polyadenylated while serving its function in tRNA processing, and thus not normally captured in polyA selected RNA as used here for RNA-seq library construction. Rather the appearance of this transcript in our liver RNA-seq data (along with others, e.g., SCARNA17_like, Supplementary Table 2) likely indicates an uncoupling of the signal for and actual processing of transcripts through the nuclear exosome (LaCava et al., 2005; Yu and Kim, 2020) at the low Tb of torpor.

The direct impact of transcription on the differential-expression dynamics of thousands of genes in hibernation was assessed here for the first time. Our findings support and extend those of an earlier study in torpid and IBA hibernating golden-mantled ground squirrels compared to SA (van Breukelen and Martin, 2002) which used similar nuclear run-on techniques but was technically limited to global rather than gene-specific conclusions. As expected from those earlier results, our GRO-seq data revealed that a large number of liver genes contained pre-initiated RNA polymerase during early and late torpor and elevated transcription activity in IBA. Unexpectedly however, we found that transcription during torpor often extended 3′ of the transcription termination signal used in the warm Tb states, including into adjacent genes. Based on our new data and the literature we posit that transcription initiation and termination cease during torpor while elongation continues at a greatly reduced rate.

Several observations consistent with this hypothesis are: 1) run-off transcription measured globally using ^32^P-UTP incorporation is indistinguishable between ET and LT, reflecting the maintenance of a constant number of elongation-competent RNA polymerases for multiple days at 4-8°C across the torpor bout (van Breukelen and Martin, 2002), because the energetic requirements of the three states of transcription (initiation, elongation and termination) are quite different (Yan and Gralla, 1997; Han et al., 2016) the elongation-competent polymerases present in ET likely remain present in LT; 2) browser tracks of genes with significantly increased transcription only during torpor revealed read-through transcription from upstream genes and lacked evidence of local promoter-proximal pausing as expected if initiation had occurred on their own promoters (Figures 4A,B and Supplementary Figures 3B–E), moreover, these genes exhibited no increase of steady-state RNA across the torpor bout, and they are typically not expressed in liver in mouse or human, consistent with their transcription coming from an upstream promoter and a lack of termination on that upstream gene; 3) while the GRO-seq data revealed no difference in the distribution of polymerases surrounding the TTS between SA and IBA, we observed an increasingly downstream shift as animals progressed into and through the torpor bout, i.e., from IBA - > Ent - > ET - > LT (Figure 4C and Supplementary Figure 3G), again consistent with the movement of elongating polymerase and lack of termination; and 4) despite dramatic, temperature-dependent effects on the rate of transcriptional elongation in run-off assays, a small amount of incorporation is detectable at the temperature of a torpid hibernating ground squirrel (van Breukelen and Martin, 2002), indicating that elongation can proceed at the temperature of torpor. In the absence of *de novo* initiation or termination of transcription during torpor, the difference between the mean location of polymerase downstream of TTSs in ET and LT can be taken to reflect the movement of elongating RNA polymerase across the torpor bout. Specifically, in these samples RNA polymerase moved 1890 ± 29 nt 3′ from ET to LT (calculated as the difference between mean ET and LT fstitch extensions) in 7.3 ± 2.2 days (the difference in mean times with Tb below 8° for the ET and LT animals). Thus, the elongation rate observed across the torpor bout was ∼ 2kb in 5 days, or about 0.0003 kb/min, a rate far lower than the typical PolII transcription rate of 1-6 kb/min (Fuchs et al., 2014; Veloso et al., 2014). Additional experiments such as pulse-chase assays (Fuchs et al., 2014) will be necessary to estimate the elongation rate more precisely during torpor.

The increased read-through transcripts detected in the GRO-seq data during torpor typically did not lead to increased steady-state abundance of their corresponding transcript (i.e., they were not DE in the RNA-seq data). Therefore, normal 3′ end cleavage and polyadenylation is apparently greatly suppressed during torpor. Significantly, a set of recent papers report that several stress conditions, including heat shock, hypoxic and osmotic stress, as well as viral infection, cause suppression of transcriptional termination leading to read-through transcription in numerous genes (Vilborg et al., 2015, 2017; Vihervaara et al., 2017; Cardiello et al., 2018). These findings are strikingly similar to what we see occurring naturally in the liver of hibernating ground squirrels across the torpor bout with the important distinction that there is no evidence to suggest whether proper transcripts can be processed from those read-through transcripts when the stress stimulus is reversed. Read through transcription has also been shown to alter chromatin architecture (Heinz et al., 2018) and hence which genes are readily accessible to activation by transcription factors. 

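In the GRO-seq counts, Hsf1 (minus strand of Itri6, 486912 to 524206) had 99.3 ± 31.5 CPM in SA, 88.8 ± 2.34 in IBA, 99.4 ± 23.5 in Ent and 125 ± 30.3 in ET (SD, n = 3 each), and 150 ± 4.12 in LT (SD, n = 2). Its log2 fold change from IBA to LT was 0.75 (standard error 0.26, adjusted p = 0.029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From SA to IBA it was -0.16 (standard error 0.24, edgeR adjusted p = 0.758), within the spread between animals.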

Significantly, Hsf1, which we found to be induced throughout winter hibernation (Winter_low, Supplementary Table 2; squirrelBox), has been linked to altered transcriptional response and chromatin architecture genome wide (Vihervaara et al., 2017; Vilborg et al., 2017).

One finding from the earlier study of transcription during hibernation was not apparent in our GRO-seq data; liver transcription in golden-mantled ground squirrels increased in IBA compared to both LT and SA, with IBA approximately 2-fold higher than LT and 1.3-fold higher than SA (van Breukelen and Martin, 2002). In contrast, among the 2417 DE genes in our GRO-seq data, there were approximately equal numbers of highly transcribed genes during SA and IBA, and slightly more in LT (Supplementary Figure 5), although the LT genes were not as strongly transcribed (Figure 5C). This is likely explained by the library-size based normalization that was applied to the RNA and GRO-seq data. This normalization assumes that RNA yield is similar across cells in each sample, which will therefore obscure changes in overall transcriptional activity between hibernation stages (Lovén et al., 2012). This data-processing step, along with higher rates of transcription in IBA and SA and the large number of genes that were excluded in our analyses with its focus on the differentially transcribed genes would all contribute to this apparent discrepancy.

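The numbers of genes in the Cold patterns depended on how the libraries were scaled. With the libraries scaled to their uniquely mapped reads as Supplementary Table 1 prints them, 599 of the 987 called genes were Cold_high and 217 Cold_low. This scaling uses the printed number for IBA replicate 1, which its printed percentage contradicts. With those reads taken from the printed percentages, 837 of 1345 were Cold_high and 313 Cold_low. Among the genes called by DESeq2, 921 were Cold_high and 860 Cold_low.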

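Relative to TMM, the scaling to uniquely mapped reads from the printed percentages moved the median log2 fold change of all tested genes by -0.18 from LT to IBA, by 0.15 from IBA to Ent and by 0.12 from Ent to ET. From SA to IBA it moved by 0.01 and from ET to LT by -0.08. Both scalings are relative to the reads of each library, and a change in total transcription per nucleus cannot be seen with either.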

Another striking and noteworthy feature of the GRO-seq data is that for most genes, whether the gene will exhibit increased or decreased polymerase during torpor is well-correlated with whether polymerase during Ent on that gene was increasing (Cold_high_EM) or decreasing (Cold_low_EM). This feature of transcription in the torpor-arousal cycle was most readily apparent in the heatmap in Supplementary Figure 5; genes in Cold_high_EM and IBA_low_EM have increased coverage in GRO-seq from IBA to Ent, whereas genes in Cold_low_EM and IBA_low_EM were decreasing from IBA to Ent. This pattern suggests that the bulk of transcriptional control across the torpor bout has been established prior to Ent.

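The change from IBA to Ent was set against the change from SA to LT, which uses other libraries. Across the 4705 tested genes r was 0.539 and rho 0.602 (permutation p = 1e-05 for r, the smallest possible), and 72.8% of the genes changed in the same direction. Of the 551 Cold_high genes, 536 (97.3%) rose from IBA to Ent, and of the 495 Cold_low genes 467 (94.3%) fell. These shares are in part built into the patterns, in which Ent lies between the warm and torpid states. Against the change from IBA to LT, which shares the IBA libraries, r was 0.704.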

Seasonal changes in liver transcripts were well-correlated with their transcriptional dynamics (Figure 6C and Supplementary Figure 6A), as were many of the transcripts DE across the torpor-arousal cycle (positively correlated in Figures 6D–F and Supplementary Table 5). The dynamics of these positively correlated transcripts thus likely reflects their differential transcription.

The regulation of the negatively correlated genes across the torpor-arousal cycle is more complex, however. While we cannot conclusively rule-out transcriptional control during torpor, most transcripts that accumulate during torpor appear to be unusually stable rather than newly transcribed. This conclusion is based on a common pattern of low GRO-seq coverage in ET and LT for genes with high relative abundance in the RNA-seq data (upper left quadrant in Figure 6F). This pattern is exemplified by the genes encoding two plasma proteins secreted from liver, SerpinA7 and A2M (Figure 6G and Supplementary Figures 6C,D). SerpinA7, formerly known as TBG (thyroxine binding globulin), is a major carrier of thyroid hormone and A2m, alpha-2-macroglobulin, is a protease inhibitor and cytokine transporter which can inhibit inflammatory cascades (Sieckmann et al., 2014); both were previously shown to be elevated in hibernating ground squirrels (Srere et al., 1992; Epperson and Martin, 2002; Hindle et al., 2014). Transcripts of genes with the opposite pattern, i.e., elevated in the GRO-seq data during torpor when they are at their lowest relative abundance in the RNA-seq data often reach their highest level during IBA (lower right quadrant in Figure 6F). This pattern is exemplified by Hsp90aa1 and Atp6v1b2 (Figure 6G and Supplementary Figures 6E,F). 

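From ET to LT, Hsp90aa1 had a log2 fold change of -0.33 (standard error 0.27, adjusted p = 0.862 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Atp6v1b2 one of -0.17 (standard error 0.17, edgeR adjusted p = 0.906). From Ent to ET the log2 fold changes were 1.90 (standard error 0.25, edgeR adjusted p = 0.00048) and 0.87 (standard error 0.15, edgeR adjusted p = 0.0019). The change after ET was within the spread between animals for both genes.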

Their high GRO-seq coverage in ET and LT suggests that additional RNA polymerases are still able to initiate and escape into elongation mode after the Ent but prior to ET sampling timepoints, although we found no evidence of further increased transcription between ET and LT, and there was no corresponding increase in the steady-state RNA (RNA-seq) between Ent and Ar for these genes. Rather, their increased mRNA abundance in IBA in the absence of transcription (GRO-seq low in IBA) suggests that the transcripts initiated as the animals entered torpor were slowly elongated throughout the torpor bout, but not processed by cleavage and polyadenylation until the animal rewarmed, i.e., early in IBA. While the aforementioned transcripts that were stabilized across the torpor bout would be first translated when Tb recovers during arousal (van Breukelen and Martin, 2001), the next set of sequentially expressed genes would be those already largely or completely transcribed during torpor after termination and release. Such a temporal pattern could set up a repeating, cyclical gene expression pattern that specifies all of the necessary components of the torpor-arousal cycle including recovery of functional integrity, restoration of metabolic homeostasis and preparation of the next bout of torpor.

Along with the quantitative dynamics of the transcriptome discussed above, analysis of these RNA-seq data also revealed qualitative changes related to hibernation. Deamination of adenosine by ADAR, picked up in our sequencing as A-to-G transitions, increased across the torpor bout (Figure 7 and Supplementary Figure 8). As described previously for the brain transcriptome (Riemondy et al., 2018), the vast majority of these occurred outside of coding sequences, consistent with a role for them in preventing activation of innate immunity through the double-stranded RNA sensing pathway (Liddicoat et al., 2015). It is interesting to speculate an increased need for protection against double-strand RNA given the increased transcription of intergenic regions during torpor that was revealed by GRO-seq analysis.

We observed functional enrichment of terms related to mRNA splicing in gene clusters linked to both the seasonal (Winter_high) and torpor-arousal cycles in RNA-seq data (Cold_high and Cold_low _EM, Supplementary Table 3) and in the list of genes with altered splicing (Supplementary Table 7). Consistent with these enrichments, multiple genes exhibited differential splicing, with the bulk of changes occurring in the torpor arousal-cycle, including in splicing factors. The implications of the SRSF6 alternative splicing event are discussed in detail in our previous analysis of the brain transcriptome (Fu et al., 2021). Interestingly, the observed splice variation in Tra2b (Transformer-2 protein homolog beta) is also likely to alter splicing, possibly in concert with SRSF6. Trab2b encodes a highly conserved sequence-specific RNA-binding protein that both regulates mRNA splicing and binds directly to SRSF6 among other proteins (Hegele et al., 2012). Alternative splicing of the human TRA2B mRNA produces several protein isoforms, including a 288 amino acid “complete” isoform (ENST00000453386) and a 188 amino acid truncated form (ENST00000382191) caused by skipping the second exon which lacks the first of two RS (Arg/Ser-rich) domains. In humans, there is evidence that the full-length protein is responsible for the role of TRA2B in alternative splicing, and that TRA2B is involved in alternative splicing of its own mRNA (Hofmann et al., 2000; Stoilov et al., 2004). In the 13-lined ground squirrel, the two most common mRNA isoforms produce highly conserved 288 amino acid and 188 amino acid proteins that correspond directly to the two most common human isoforms. Incredibly, however, the squirrel generates the conserved short protein isoform through the *inclusion* of a second exon (and resulting frameshift) rather than exclusion of an exon, as in the human gene. In liver, the long protein isoform (exclusion of exon 2) was dominant in warm states, while the short protein isoform (inclusion of exon 2) increased in the cold (Figure 8C). As the Tra2b long protein isoform is reported to be required to regulate alternative splicing in humans, this pattern appears to be functionally inverted relative to SRSF6 (Fu et al., 2021), indicative of a complex interaction between splicing factors during hibernation.

## Conclusion

In conclusion, these liver data demonstrate the necessity and value of carefully timed samples when studying differential gene expression associated with the dramatic physiological transitions of hibernation. These findings provide both a resource and a roadmap to guide future work that exploits the physiological dynamics of hibernation to discover the underlying molecular mechanisms of metabolic suppression and tissue protection. While we chose to focus our analysis and discussion of these data on more general features of transcriptional and post-transcriptional gene regulation, these lists of differentially expressed genes provide a rich resource to guide future hypothesis-driven work and squirrelBox offers ready access and analytical tools for exploration of these data for individual genes of interest. The secrets that enable the hibernator’s unique ability to withstand physiological extremes lethal to non-hibernating mammals, including humans, is expected to lie among these differentially expressed genes. Such understanding will be foundational to the ability to safely engineer reversible metabolic depression in non-hibernators, including humans.

## Materials and Methods

### Banked Liver Tissue

Liver was dissected from animals in various physiological states across their circannual rhythm based on calendar date and Tb measured using implanted telemeter or ibutton, or rectal probe, flash frozen in liquid nitrogen and then stored below -70°C continuously until use, as described (Hindle et al., 2014). Five states were used for RNA-seq: SA, summer active (8 Aug); IBA, interbout aroused (11 Feb–26 Mar, 2–3 h after Tb reached 30°C following > 5d torpid with Tb < 6.5°C, with Tb 30.6-37.7°C); Ent, entrance into torpor (3 Jan–31 Jan, 23–27°C after 10-14 hr with Tb > 30°C); Ar, arousing from torpor (28 Dec–22 Jan, with Tb spontaneously recovered to 7.9-12.8°C after multiple days < 6.5°C); and SpD, spring dark (21 Mar–30 Apr, after at least 10 consecutive days with Tb 35.5-37°C). For GRO-seq, we used the first three of the above states (SA, IBA, and Ent), plus ET (3 Dec–13 Jan with Tb < 30.0°C following an IBA for 8-16% of the previous torpor bout duration) and LT (31 Jan–22 Feb, 5.5–5.7°C for 80-95% of the previous torpor bout duration). The animal metadata are provided in Supplementary Table 1.

### RNA-Seq

50-100mg of frozen liver were pulverized under liquid nitrogen and then homogenized in ice cold TRIzol using a polytron (Brinkman). RNA was further purified from the aqueous phase using a Direct-zol RNA MiniPrep Kit (Zymo Research). RNA was assessed for quantity (NanoDrop, Thermo Scientific) and quality (average RIN values were 8.3 ± 0.4 with no differences among sample groups; Bioanalyzer, Agilent Technologies, Supplementary Table 1). 1 μg was submitted to Genewiz, Inc. (Plainfield, NJ), for library preparation and sequencing. Strand-specific RNA-seq libraries were constructed using the TruSeq Stranded mRNA Library Prep Kit (Illumina). Paired-end sequence reads (150nt) were collected on an Illumina HiSeq4000 and demultiplexed fastq files were returned to Colorado for analysis.

### RNA-Seq Data Processing

The raw sequencing reads were first trimmed with cutadapt to remove adaptor sequences, short sequences (-m17) and low-quality bases (-q10, Martin, 2011). These sequences have been submitted to GEO (accession number GSE166814). Trimmed reads were mapped to the mitochondrial genome with hisat2 (Pertea et al., 2016, Supplementary Table 1). The read distribution across genes for each sample was assessed using the geneBody_coverage function in RSeQC (v4.0.0); this analysis revealed an elevated 3′ bias in a few samples that were distributed across the sample groups (Supplementary Figure 12A). Non-mitochondrial reads (92.2 ± 2.3%) were mapped to transcript annotations on the HiC_Itri_2 genome (Fu et al., 2021) using Salmon (Patro et al., 2017) with –numBootstraps 50 (Supplementary Table 1). Salmon assignments were imported into R (R Core Team, 2019) and summarized by gene using tximport (Soneson et al., 2015). Only genes with rlog ≥ 7 in at least 4/5 individuals from at least one group were retained for further analyses. These values (Supplementary Table 2, Supplementary Data Sheet 3) were used as input for random forests (Breiman, 2001), plotting, WGCNA (Langfelder and Horvath, 2008) and clustering algorithms. Differentially expressed genes (DE genes) were defined using DESeq2 (Love et al., 2014) as those with a likelihood ratio test (LRT) adjusted p-value of ≤ 0.001 across all states. The model included a term to control for the effect of sex. DESeq2 was also used to calculate “shrunken” log2 fold-changes (Stephens, 2017) for differentially expressed genes and normalized, transformed (rlog) count matrices (Supplementary Table 2). Comparison of sample cluster patterns by random forest documents that hibernation physiology explains a large fraction of the variance across the data among these samples (Supplementary Figures 12B–D).

### Cluster Analyses

WGCNA: Pseudocounts were processed with ComBat (Johnson et al., 2006) to remove effects of sex and then passed to WGCNA (v1.68, Langfelder and Horvath, 2008) for module detection. Parameters were optimized to construct a signed network (TOMType = “signed”, networkType = “signed”), high sensitivity (deepSplit = 3), with more aggressive than default merging and reassignment (mergeCutHeight = 0.25, reassignThreshold = 1). Additional settings were: minModuleSize = 30, minCoreKME = 0.5, minKMEtoStay = 0.4. Genes from each module were inspected in comparison to their summary profile eigengene. Module–trait associations quantification was used to identify modules that were significantly associated with the measured traits and their correlation values were color coded for plotting.

Reference pattern clustering: Gene expression patterns were assigned to their final reference clusters by calculating Pearson correlation coefficients. Mean expression values were calculated for each gene in each state, and these average expression values were tested for correlation with the 14 most common patterns informed by the WGCNA modules. Genes (r ≥ 0.8) were assigned to the cluster where most highly correlated; no ties were observed. Genes with *r* < 0.8 for any reference cluster were defined as Unassigned.

### Gene Enrichment Analysis

Lists of the clean_gene_symbol (Supplementary Table 2) for genes in each cluster (RNA-seq) or common (GRO-seq and RNA-seq) pattern were submitted to DAVID (Huang et al., 2009) for gene enrichment analysis. Gene symbols were mapped to human and analyzed using the chart option with the human gene set as background. GO terms for all *p* Value < 0.01 were extracted and the biological process (BP) terms were further analyzed and visualized using REViGO (Supek et al., 2011) at 0.9 “allowed similarity” between terms.

### Global Run On Sequencing (GRO-Seq)

The nuclear run-on assay was performed and analyzed as described previously (Fang et al., 2014). Nuclei were extracted from frozen ground squirrel liver that had been stored continuously at < -70°C after immediate freezing in liquid nitrogen. Approximately 50mg of liver were homogenized (Dounce) in ice-cold lysis buffer. Aliquots of nuclei preparations were inspected visually for quality and counted using a Countess Automated Cell Counter (Invitrogen). The nuclear run-on reaction was performed on ∼40 million nuclei for 7min. All GRO-seq library preparations were done in parallel to avoid batch effects. Libraries were sequenced on an Illumina HiSeq2000.

### GRO-Seq Data Processing

The raw sequencing reads were trimmed with serial runs through cutadapt to remove the adaptor sequence and polyA, short sequences with settings -z, -m32 (Martin, 2011). These sequences have been submitted to GEO (accession number GSE166370). Trimmed reads were mapped to the HiC_Itri_2 genome (Fu et al., 2021) using BWA and visualized using IGV and UCSC genome browsers. Reads were enumerated across gene regions in each sample using the read_distribution function of RSeQC (Supplementary Figure 13A). The reads were also independently mapped using a splice-aware aligner (STAR v 2.5.2a) to assess the level of mRNA contamination which was found to be low and minor across all libraries (Supplementary Figure 13B). Uniquely aligned (BWA) reads overlapping genes were quantified using featureCounts from the subread package (Liao et al., 2014). Representative gene coordinates were generated by merging overlapping coordinates of each transcript for each gene. Differentially transcribed genes were identified using DESeq2 (Love et al., 2014), initially using the HiC_Itri2 annotations used for RNA-seq. In the second analysis, existing transcript annotations were modified by building fstitch (Azofeifa et al., 2017) annotations, first for each state using the merged triplicate reads. These were then merged across all states to generate maximal called transcript regions which were intersected with the HiC_Itri_2 annotations. In cases where the fstitch annotation extended further 3′, roughly half the genes (Supplementary Table 4), the fstitch annotation was substituted for that gene’s annotation, otherwise the annotation was unchanged. All overlapping genes were then merged, with the gene name retaining all merged gene names separated by a “:”. These fstitch gene annotations were further processed to exclude the first 500nt (based on TSS annotation, Vihervaara et al., 2017). 

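Of the 1619 merged units, 369 (22.8%) were past the threshold among the 5 states in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From LT to IBA, 272 were past it, of which 168 were higher in LT and 104 lower. From ET to LT the test called 0 merged units, and 114 had an unadjusted p at or under 0.05. DESeq2 called 4 of them from ET to LT.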

Read counts were re-quantified on this new annotation using featureCounts. DE genes among the GRO-seq reads mapping to each of these unique gene bodies were identified using DESeq2 and further filtered to exclude gene bodies overlapping multiple genes or annotations < = 50 nt in length (Love et al., 2014).

Metagenes of GRO-seq read coverage were constructed by defining genomic intervals -1 and + 5kb (TTS) or -1 and + 1kb (TSS) centered on gene end coordinates. Genes with overlapping coordinates after extension were excluded to limit analysis to well-separated, non-overlapping genes. Additionally, genes containing gap regions of undefined sequence (i.e., > N_20_) in these regions were also discarded. Library-sized normalized counts were averaged across 50bp (TTS) or 10bp (TSS) bins, then scaled by the maximal expression within each metagene interval, followed by averaging values in each bin across all genes. Well-expressed genes were selected for metagene analysis, requiring GRO-seq expression of at least 25 TPM in either SA or IBA, based on full gene coordinates, with coverage in at least 33% of the bins in 3 or more samples. Characteristically, several features of the GRO-seq data were distinct from the RNA-seq data, most notably the read coverage of introns was greatly enhanced in the GRO-seq data (Supplementary Figure 13A). In addition, few GRO-seq reads were purely exonic (Supplementary Figure 13B) and, while greater GRO-seq sequencing depth as well as improved genome contiguity and annotation would improve their detection, many genes provide evidence of promoter proximal pausing and divergent initiation as first revealed by GRO-seq (Core et al., 2008).

### Sequence/Motif Analysis

Sequence analyses were carried out in R, utilizing a forged BSgenome data package from the newly built genome assembly (Fu et al., 2021), which enables quick queries of untranslated sequences. In addition, k-mer counting and enrichment statistical analysis are achieved through the R package transite (Krismer et al., 2020).

### RNA Editing

The RNA-seq and GRO-seq data were processed as described previously (Riemondy et al., 2018) to identify variant sites except these were mapped to the new HiC_Itri_2 genome (Fu et al., 2021). As expected there were few state-dependent A-to-G variant sites in the GRO-seq data and none were enhanced in the cold. But 14 of the 719 A-to-G sites with cold enriched editing in the RNA-seq data were found in the list of variants detected in the GRO-seq data. Because these are likely polymorphisms, they were excluded from further analyses. The remaining 705 A/G variants in the RNA-seq data with FDR < 0.05 were considered ADAR edited sites. SnpEff was used to predict the functional impact of A-to-I editing (Cingolani et al., 2012).

### Alternative Splicing Analysis

All reads with at least 20 nt after trimming were aligned to the HiC_Itri_2 genome using STAR (Dobin et al., 2012) in two-pass mode with: –limitSjdbInsertNsj 2000000, –outSAMattributes NH HI AS nM MD, –alignSJoverhangMin 8 on the second pass. Splice graphs were assembled from the STAR alignments using MAJIQ Builder and changes in relative local splice variation (LSV) abundance (delta PSI = dPSI) between states were identified using MAJIQ Quantifier (Vaquero-Garcia et al., 2016). Significant LSVs, defined as a 99.9% probability of a dPSI of at least 0.2 in any pairwise state comparison, were visualized by separately plotting the abundance of the SA-dominant splice junction and retained intron (if present) relative to SA using ComplexHeatmap (Gu et al., 2016) in R. Reference pattern clustering was done as described above. Protein domains in alternative splicing isoforms were identified using HMMER version 3.3^1^ on version 32.0 of the PFAM database (El-Gebali et al., 2018).

### Data Exploration

RNA-seq and GRO-seq analyses described above are integrated with the genome assembly and transcriptome annotation (Fu et al., 2021) into an interactive R Shiny browser, squirrelBox, which is hosted online https://raysinensis.shinyapps.io/squirrelbox_liver/or can be downloaded and run locally https://github.com/rnabioco/squirrelbox. squirrelBox enables data filtering, query, high quality plotting, and basic GO-term and kmer enrichment analyses. Gene set distribution along the HiC_Itri_2 genome (RefSeq GCF_016881025.1) is powered by genomic interval manipulation via valr (Riemondy et al., 2017) and JavaScript-interfacing via Biocircos (Cui et al., 2016). squirrelBox was originally designed to explore brain RNA-seq data (Fu et al., 2021) but here we demonstrate its flexibility to input datasets and ready adaptation to other data exploration needs.

### smORF Annotation in squirrelBox

Sequences from all annotated transcripts were processed via the micropeptide prediction tool MiPepid. Reported short open reading frames of length ≥ 10 aa, in the MiPepid classification class of “coding”, and probability ≥ 0.9 were labeled as “MiPepid_predicted”. The similarities of these sequences to high confidence smORFs documented in the SmProt database were then calculated using blastp-short parameters for sequences of length ≤ 30 aa and default parameters on longer sequences. Homologous smORFs were annotated with the SmProt micropeptide when blastp results escore ≤ e-10, percentage identical ≥ 90, and alignment coverage of the subject sequence ≥ 0.9. These analyses are provided as columns in the squirrelBox gene summary table for exploration.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article.

## Ethics Statement

The animal study was reviewed and approved by the University of Colorado School of Medicine Institutional Animal Care and Use Committee (protocol #44309).

## Author Contributions

AG, RF, and KR analyzed data, and drafted and reviewed manuscript. JJ prepared GRO-seq libraries and reviewed manuscript. BF analyzed data and reviewed manuscript. ML designed study and reviewed manuscript. SM designed study, prepared RNA, analyzed data, and drafted and reviewed manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Liver Transcriptome Dynamics During Hibernation Are Shaped by a Shifting Balance Between Transcription and RNA Stability
**Source:** Front Physiol. 2021 May 21;12:662132. doi: 10.3389/fphys.2021.662132
**Supplement:** Supplementary file 1

# Module-trait relationships

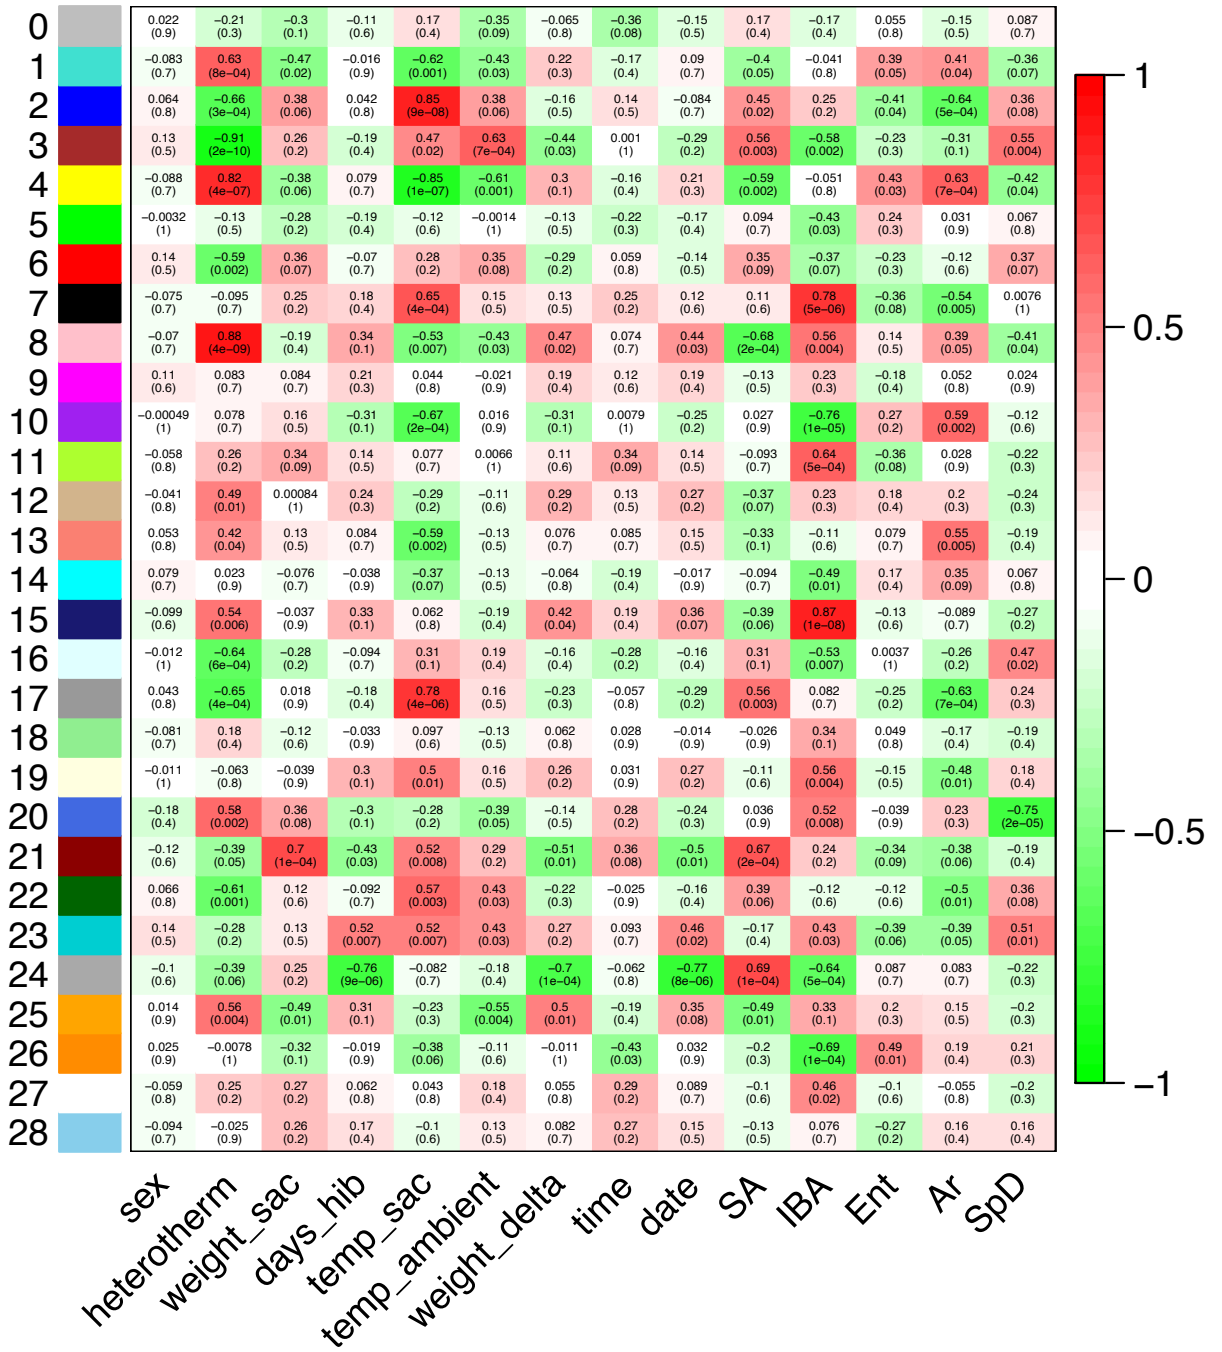

**Supplementary Figure 1.** WGCNA RNA-seq cluster-phenotype correlations in liver. Colors (n=28) on the left represent clusters of co-expressed genes. Numbers in each box report the correlation (top number) and its significance (bottom number, in parenthesis) between each cluster and the phenotypes listed across the bottom. Tested phenotypes were based on the information in Supplementary Material, Supplementary Table 1.

3120 transcripts

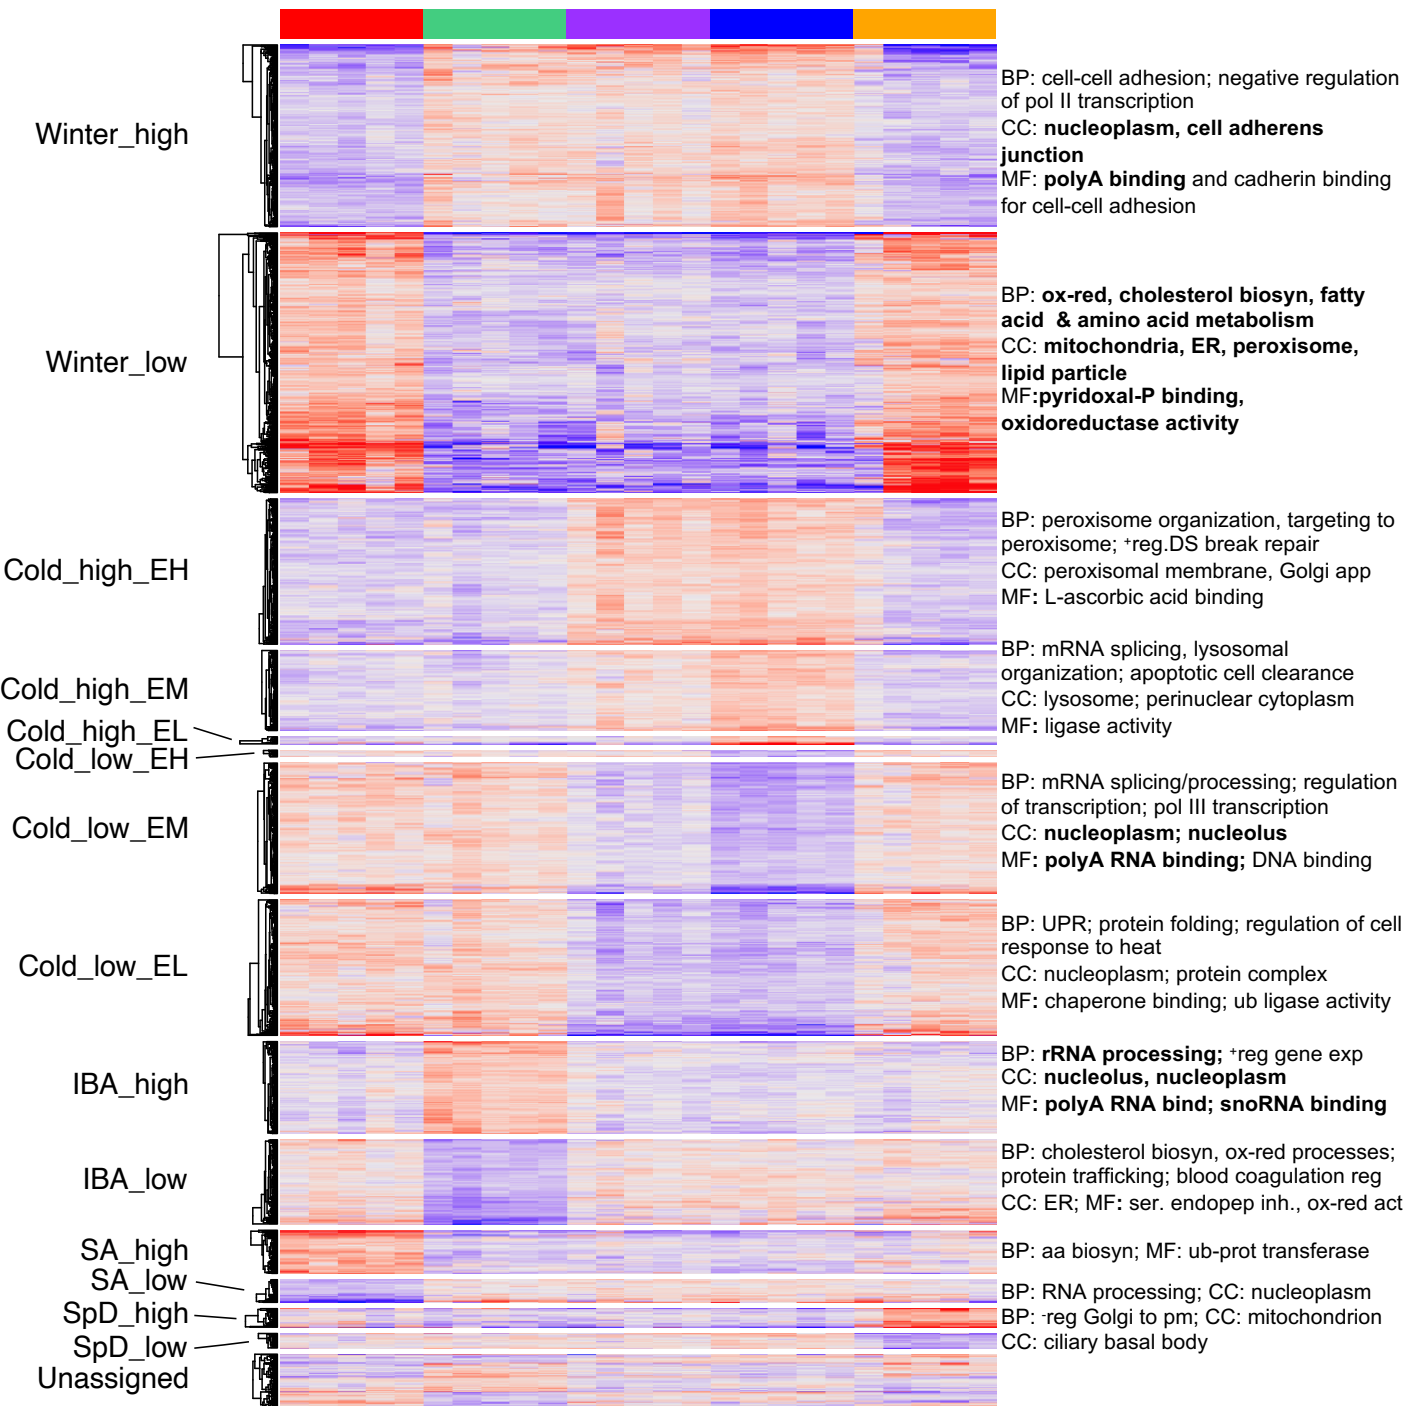

**Supplementary Figure 2.** Heatmap of DE genes by RNA-seq, clustered by expression pattern. Top gene enrichments for each cluster are indicated on the right for GO terms, Biological Process (BP), Cell Component (CC) and Molecular Function (MF). Abbreviations used are: act, activity; aa, amino acid; app, apparatus; bind, binding; biosyn, biosynthesis; ER, endoplasmic reticulum; exp, expression; inh, inhibitor; ox-red, oxidation-reduction; pm, plasma membrane; prot, protein; - reg, + reg, reg, negative, positive or just regulation, respectively; pser, serine; ub, ubiquitin; UPR, unfolded protein response. See also Supplementary Table 3.

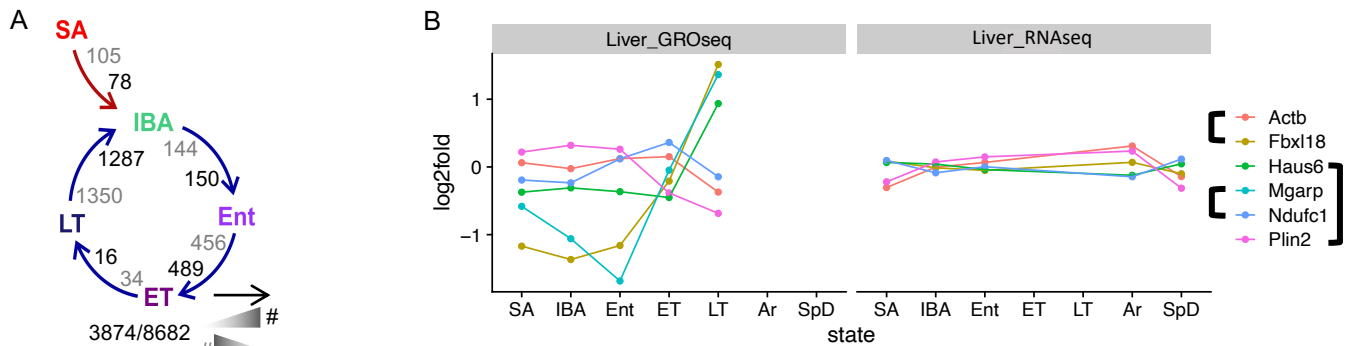

**C** Genome browser, GROseq coverage on Actb and Fbx18 (plus strand genes)

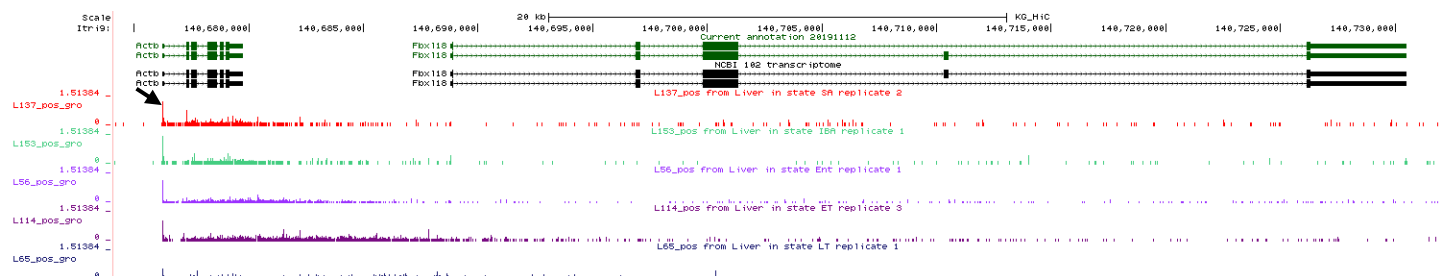

**D** Genome browser, GROseq coverage on Mgarp and Ndufc1 (plus strand genes)

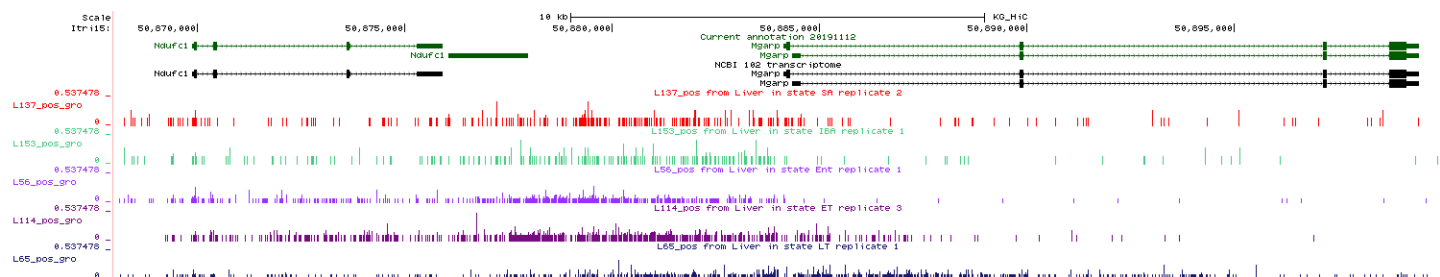

**E** Genome browser, GROseq coverage on Plin2 and Haus6 (minus strand genes)

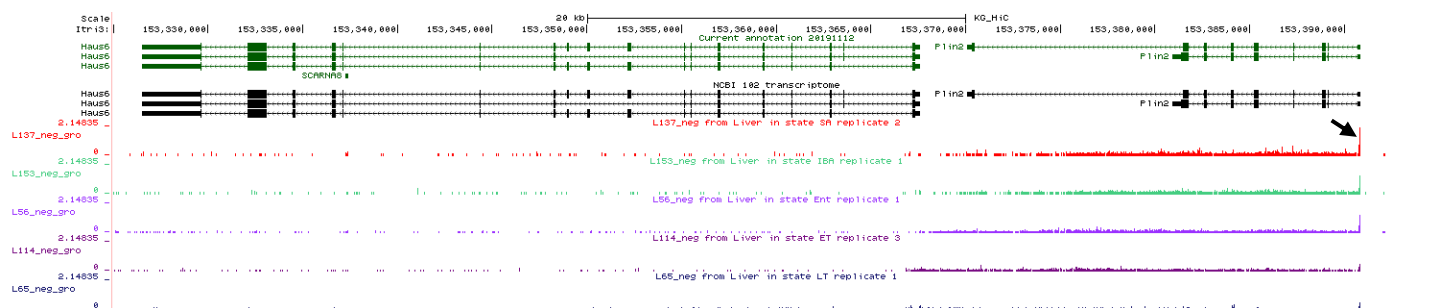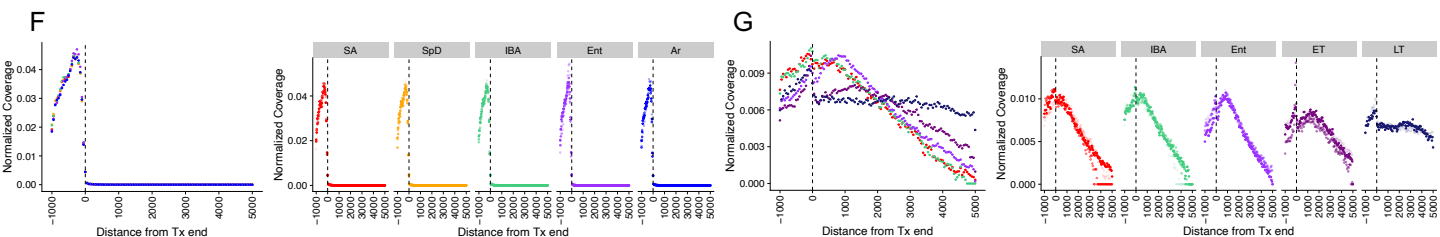

**Supplementary Figure 3.** Initial assessment of differential transcription during hibernation by GRO-seq. A) Schematic of pairwise transitions; the fall seasonal change from homeothermy to heterothermy is represented by (SA -> IBA) and, within heterothermy, the torpor-arousal cycle by (IBA -> Ent -> ET -> LT); the numbers of DE genes defined by DESeq2 analysis of GRO-seq data, increased or decreased, across each pair are given by the black and gray numbers, respectively, as indicated in the schematic below. Numbers below are the number of DE genes/total pass filter genes evaluated. B) Linegraphs plot pairwise log2 fold changes for six genes in GRO-seq and RNA-seq data. The three genes increased in GRO-seq between ET and LT were all downstream of a transcriptionally active but not DE gene (left panel). None of these six genes were DE by RNA-seq (right panel, brackets indicate adjacent gene pairs). C-E) Genome browser views of genomic region with GRO-seq coverage in representative sample from each state for C) *Actb* and *Fbx18l*, D) *Ndufc1* and *Mgarp*, and E) *Plin2* and *Haus6*. F, G) metagene plots show average normalized coverage near transcriptional termination signal for the same 635 genes (see Methods) in: F) RNA-seq or G) GRO-seq data. Left panels in each pair plot average of n=5 samples for RNA-seq, n=3 samples for GRO-seq (except GRO-seq LT, n=2) for each state across all genes, right panels plot individual samples for all genes.

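The browser views are of the first annotation; the deposited counts are of the redefined one, in which each of these pairs of neighbouring genes forms a single unit. The unit Actb:Fbxl18 (plus strand of Itri9, 140676738 to 140730511) rose from 165 ± 21.1 CPM in IBA (SD, n = 3) to 676 ± 130 in LT (SD, n = 2), a log2 fold change of 2.04 (standard error 0.28, adjusted p = 0.0001 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unit Ndufc1:Mgarp (plus strand of Itri15, 50876550 to 50899463) rose from 59.9 ± 3.98 in IBA (SD, n = 3) to 137 ± 1.78 in LT (SD, n = 2), a log2 fold change of 1.20 (standard error 0.14, edgeR adjusted p = 3.9e-05). The unit Haus6:Plin2 (minus strand of Itri3, 153326519 to 153390336) fell from 917 ± 115 in IBA (SD, n = 3) to 384 ± 69.3 in LT (SD, n = 2), a log2 fold change of -1.26 (standard error 0.42, edgeR adjusted p = 0.026). From ET to LT none of the 3 units was past the threshold, and their log2 fold changes were -0.0013 for Actb:Fbxl18, 0.17 for Ndufc1:Mgarp and -0.17 for Haus6:Plin2 (edgeR adjusted p = 1, 0.866 and 0.971). The libraries of ET and LT did not overlap in Ndufc1:Mgarp, which chance gives for 20% of genes with 3 libraries against 2. The paper's increase from ET to LT concerns the downstream gene of each pair. The counts of a unit pool both genes, so they cannot test that increase.

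**Figure D2:**
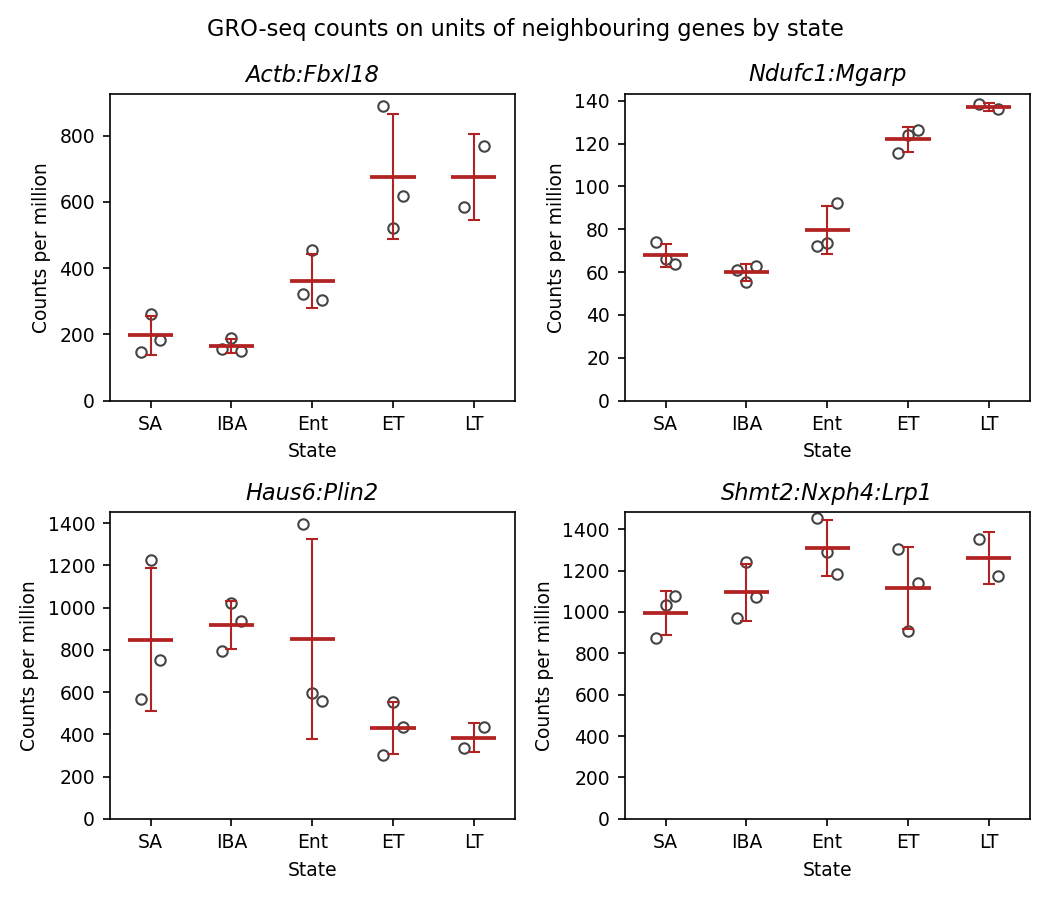
CPM on the units that join neighbouring genes, by state. Circles are libraries, lines means and bars standard deviations (n = 3, and n = 2 in LT); Actb:Fbxl18 and Ndufc1:Mgarp are higher and Haus6:Plin2 is lower in ET and LT than in IBA, and Shmt2:Nxph4:Lrp1 overlaps between IBA and LT.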

## Module–trait relationships

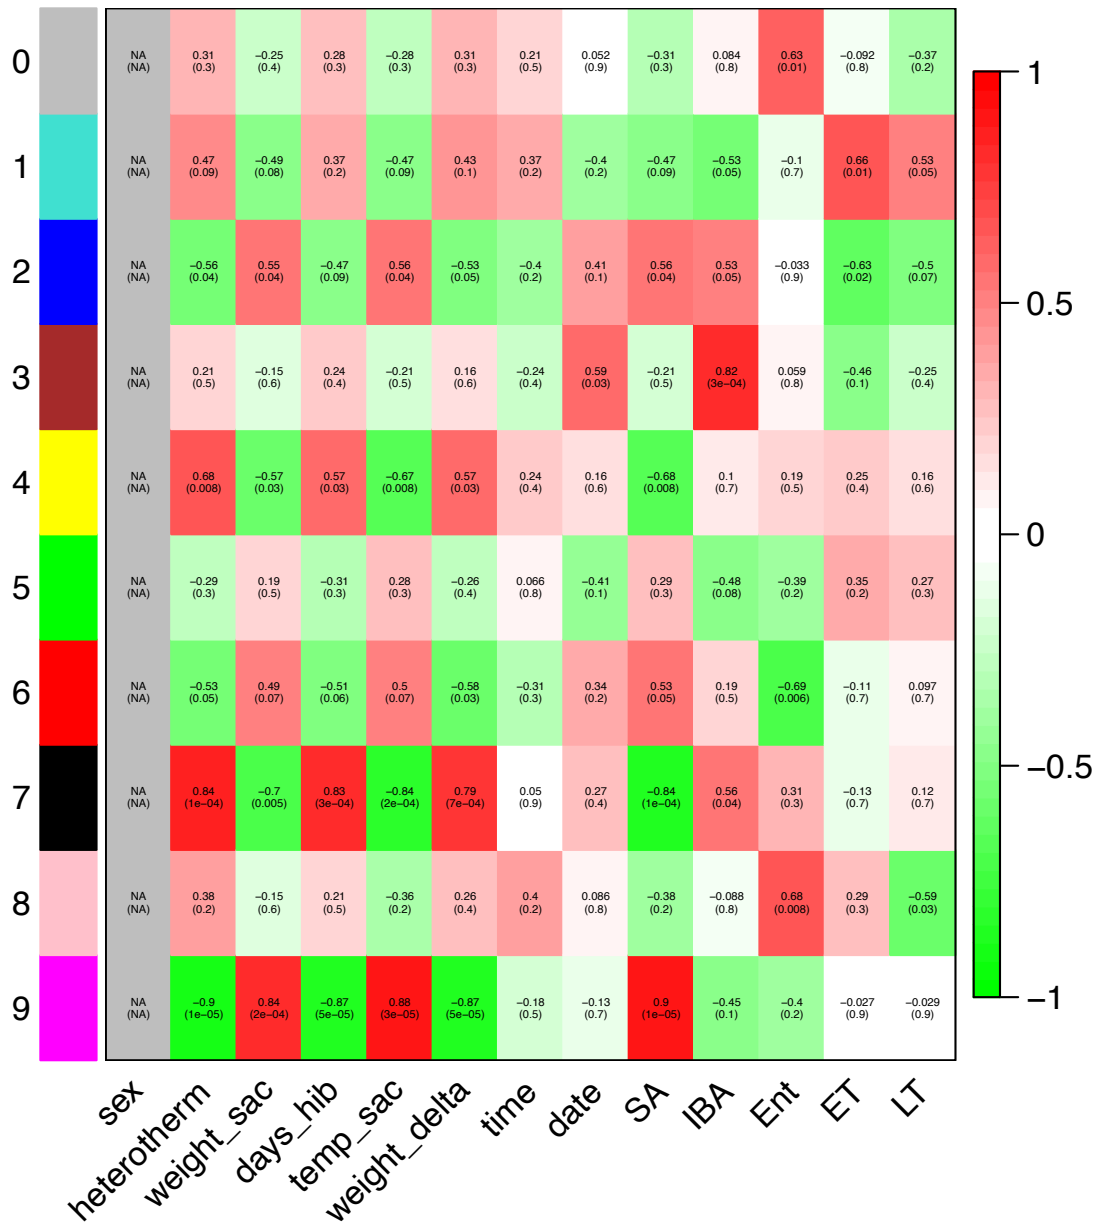

**Supplementary Figure 4.** WGCNA GRO-seq cluster-phenotype correlations in liver. Colors (n=9) on the left represent clusters of co-expressed genes. Numbers in each box report the correlation (top number) and its significance (bottom number, in parenthesis) between each cluster and the phenotypes listed across the bottom. Tested phenotypes were based on the information in Supplementary Material, Supplementary Table 1.

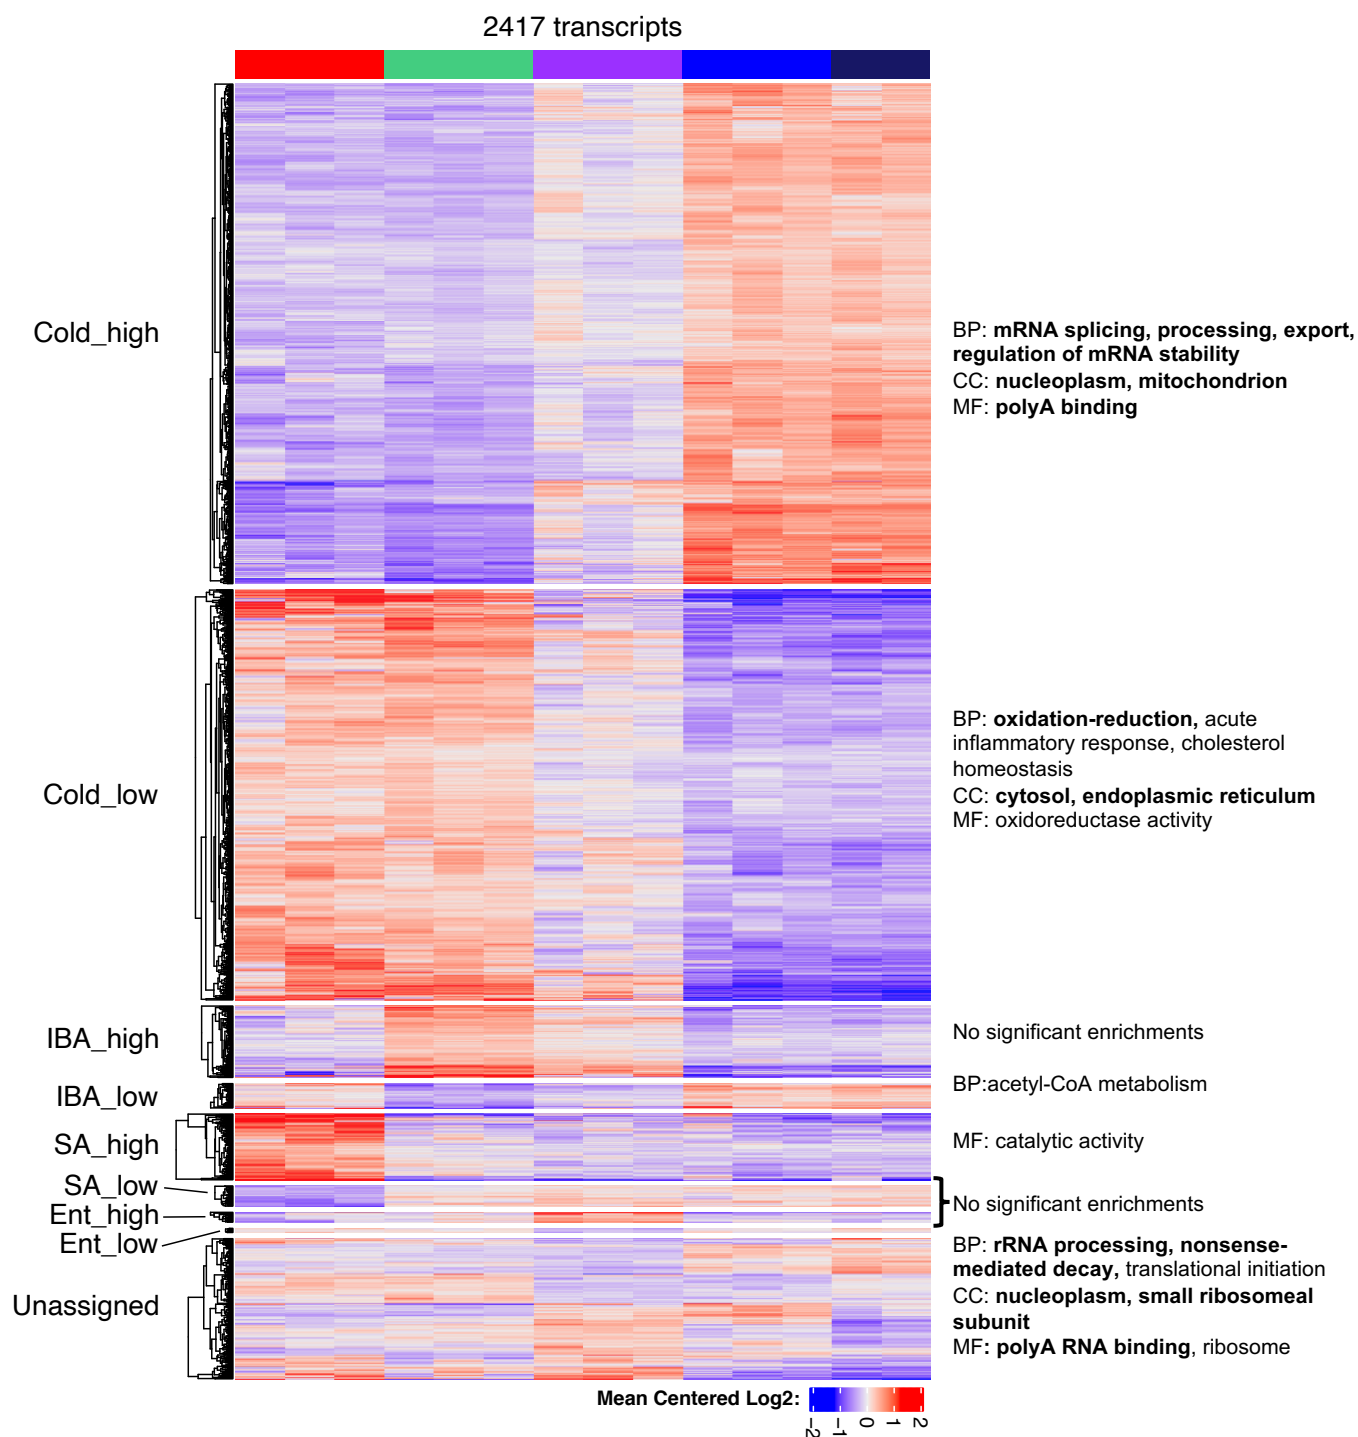

**Supplementary Figure 5.** Heatmap of GRO-seq DE genes, clustered by expression pattern. Top gene enrichments for each cluster are indicated on the right for GO terms Biological Process (BP), Cell Component (CC) and Molecular Function (MF), in bold if  $q < 0.001$ , otherwise  $p < 0.001$ . See also Figure 5, Supplementary Table 4.

A) SCD\_containing, seasonally DE (RNA-seq) and concordant between RNA-seq and GRO-seq

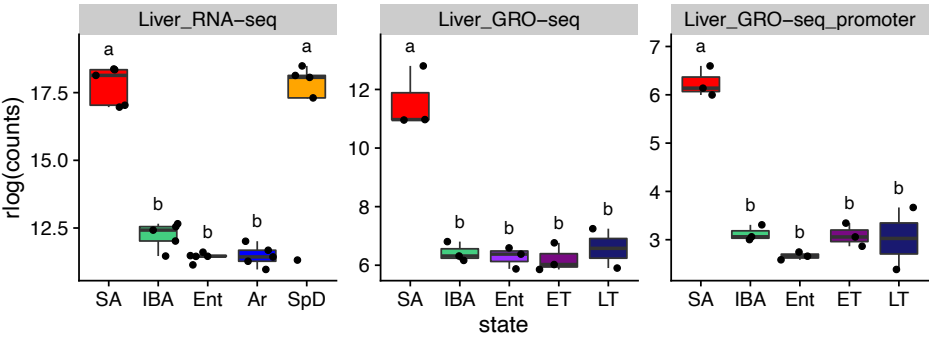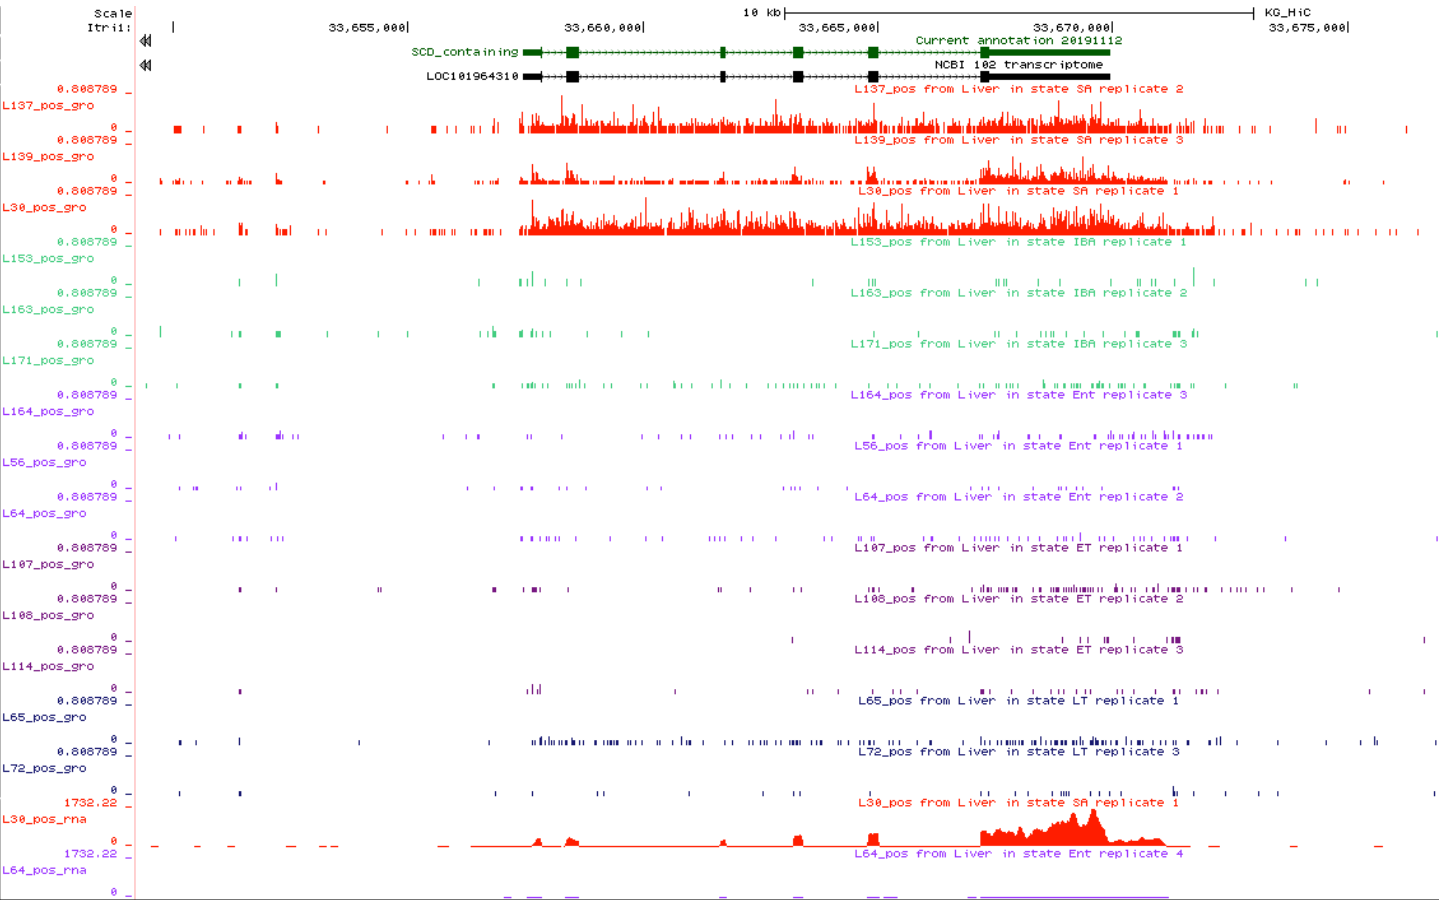

B) Arrdc3, DE in torpor-arousal cycle (RNA-seq), concordant between RNA-seq and GRO-seq

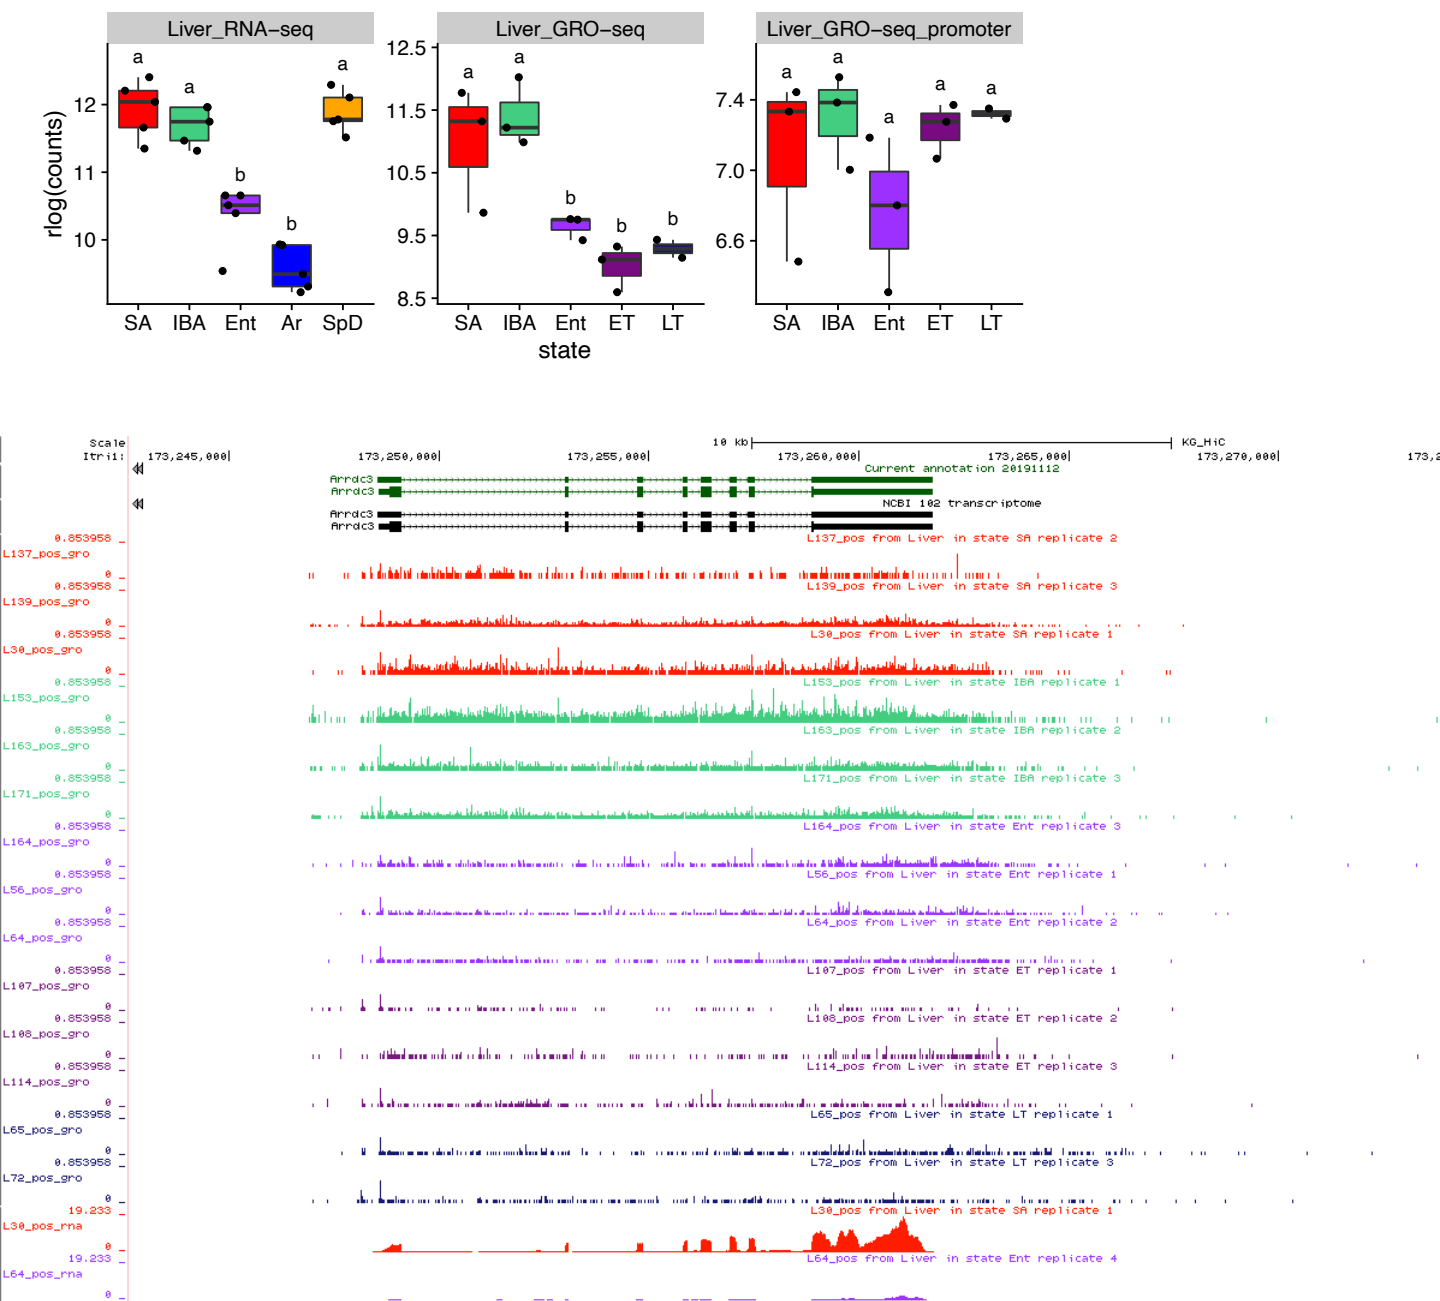

C) SerpinA7, DE in torpor-arousal cycle (RNA-seq), discordant between RNA-seq and GRO-seq

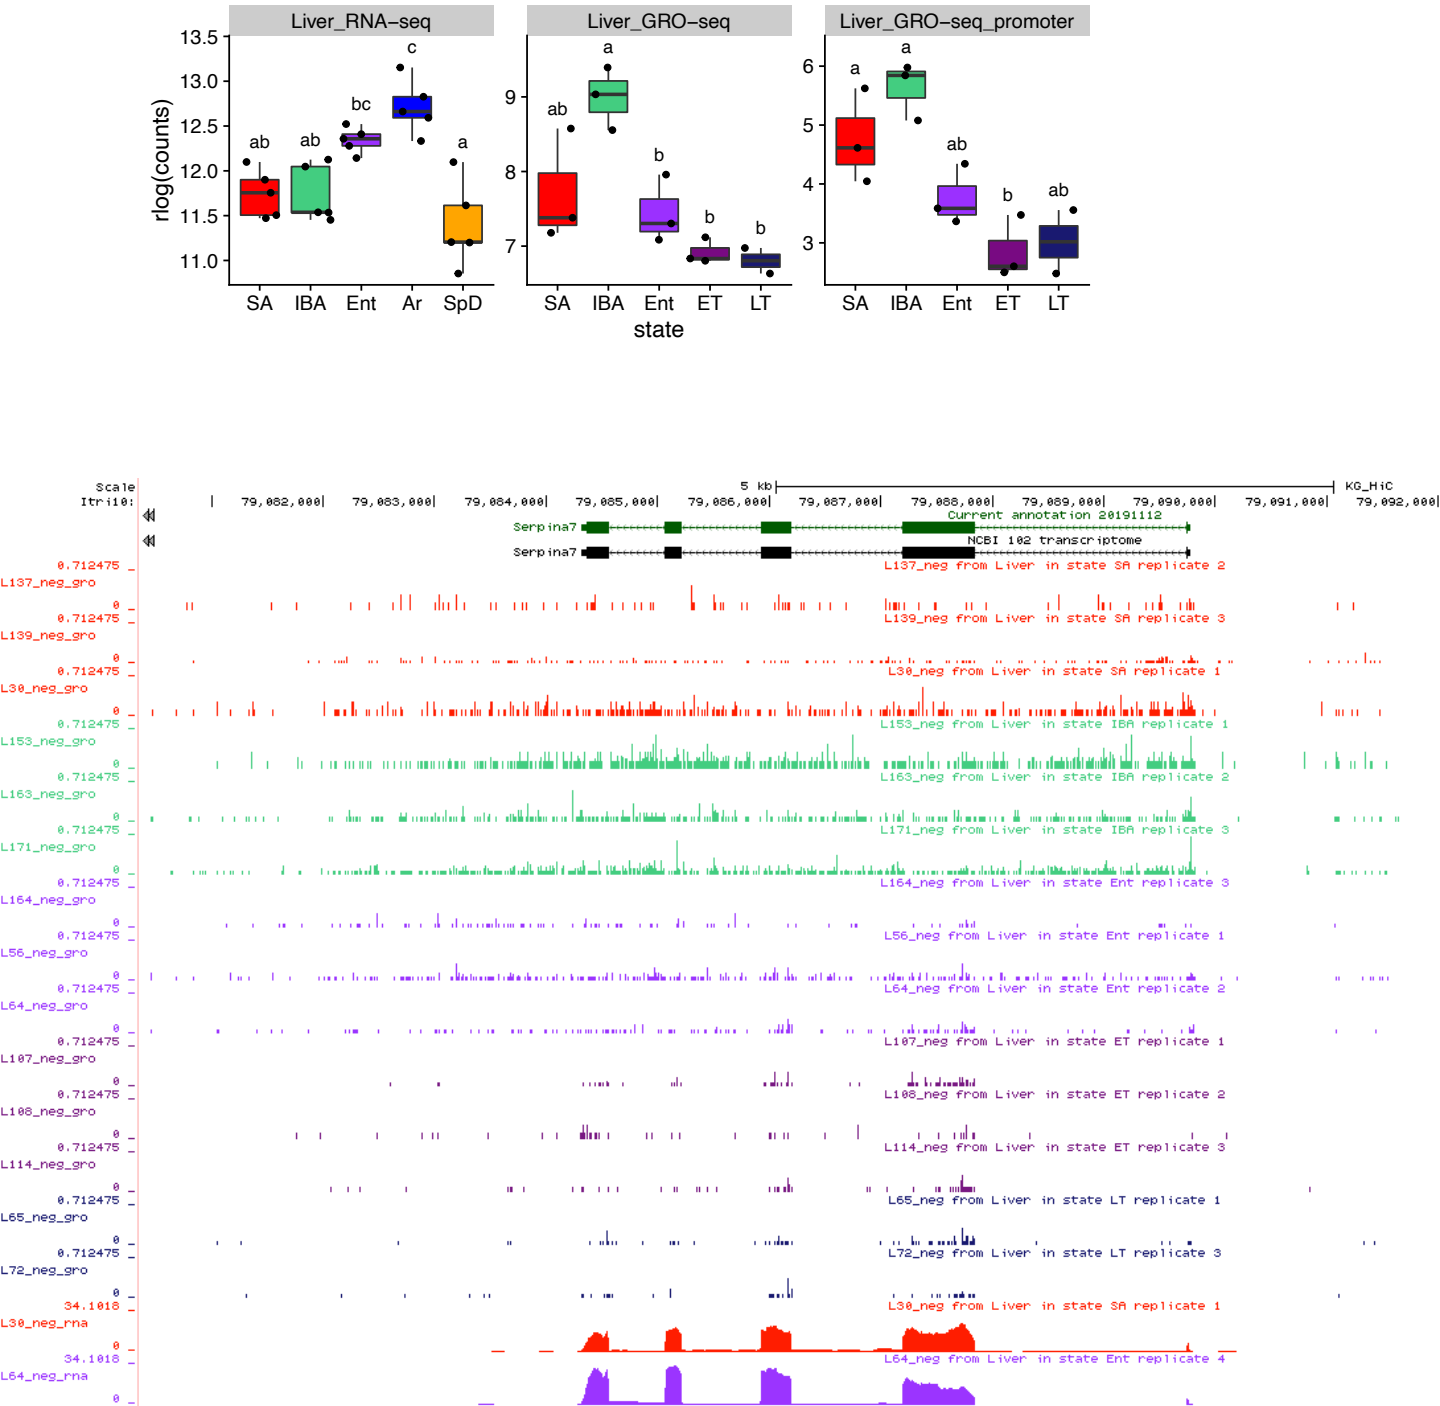

D) A2m, DE seasonally and across torpor-arousal cycle (RNA-seq), discordant between RNA-seq and GRO-seq

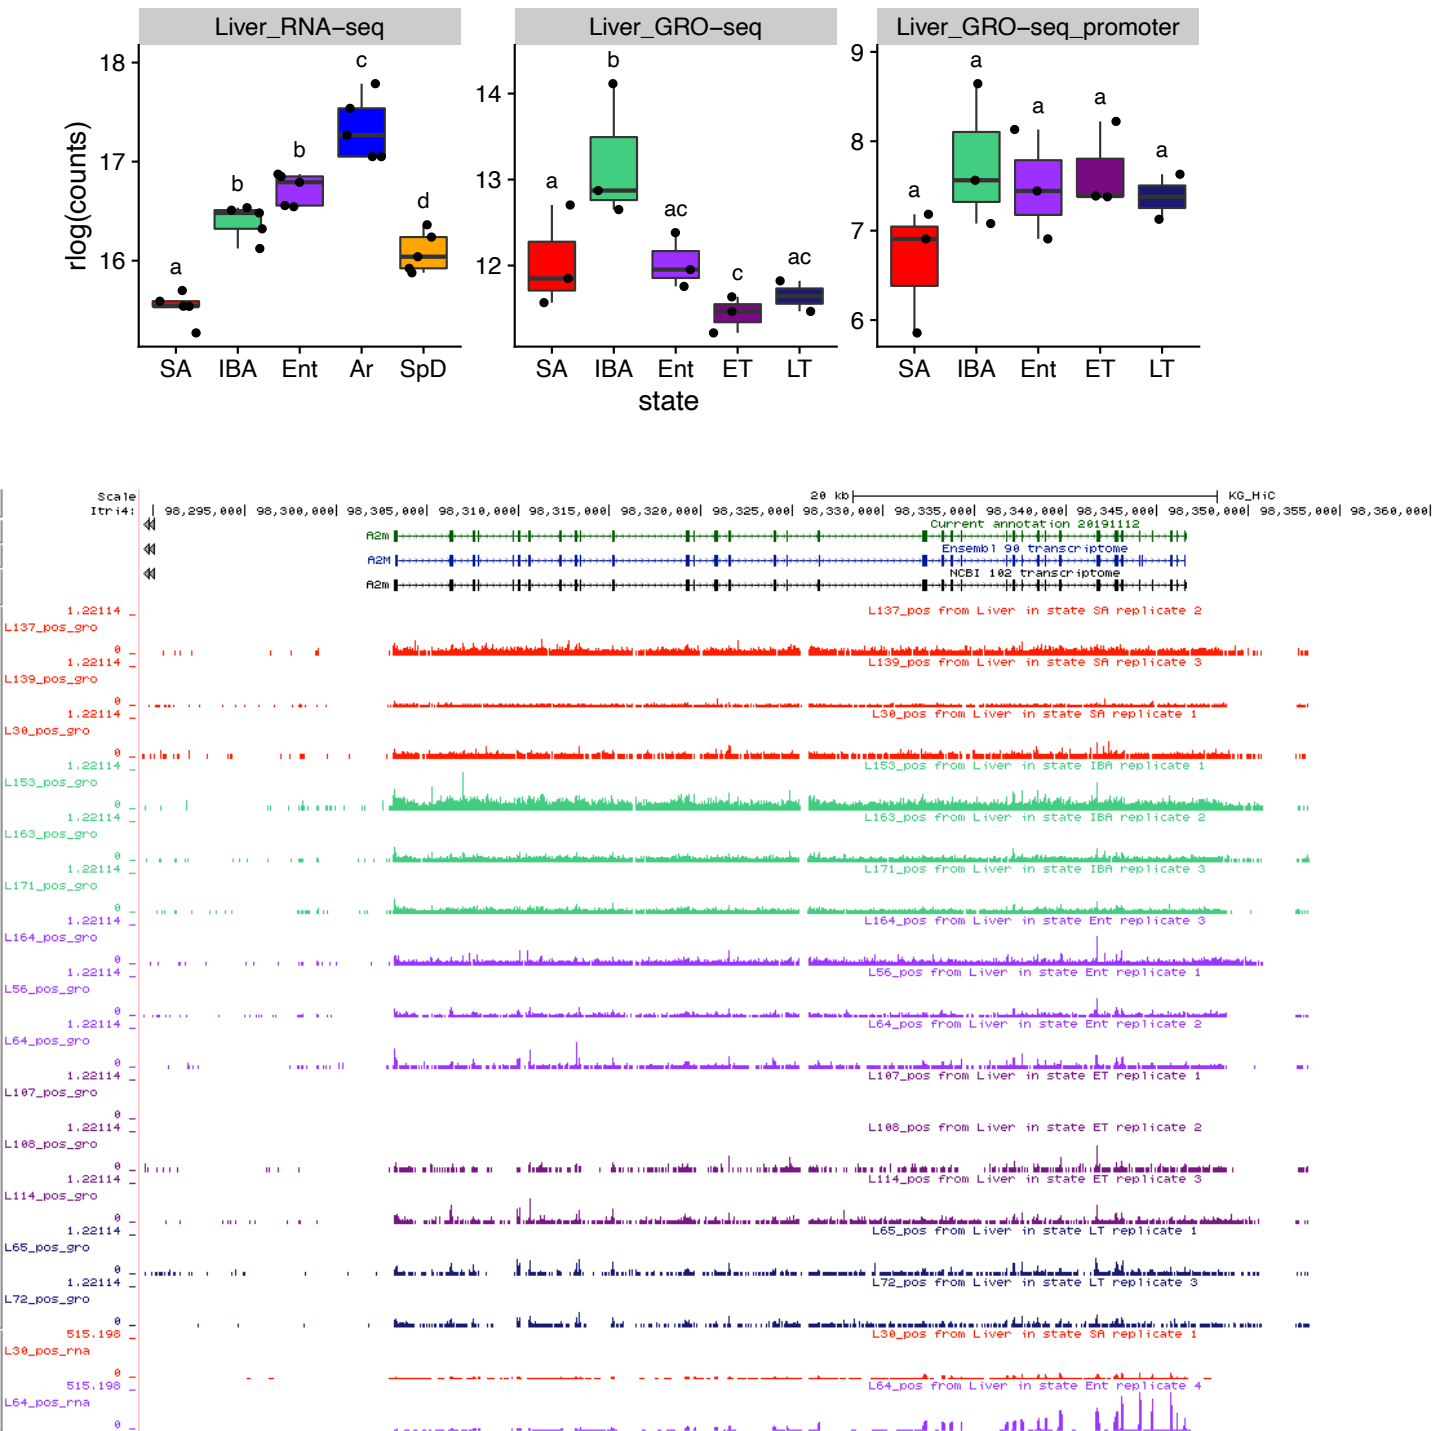

E) Hsp90aa1: DE in torpor-arousal cycle (RNA-seq), discordant between RNA-seq and GRO-seq

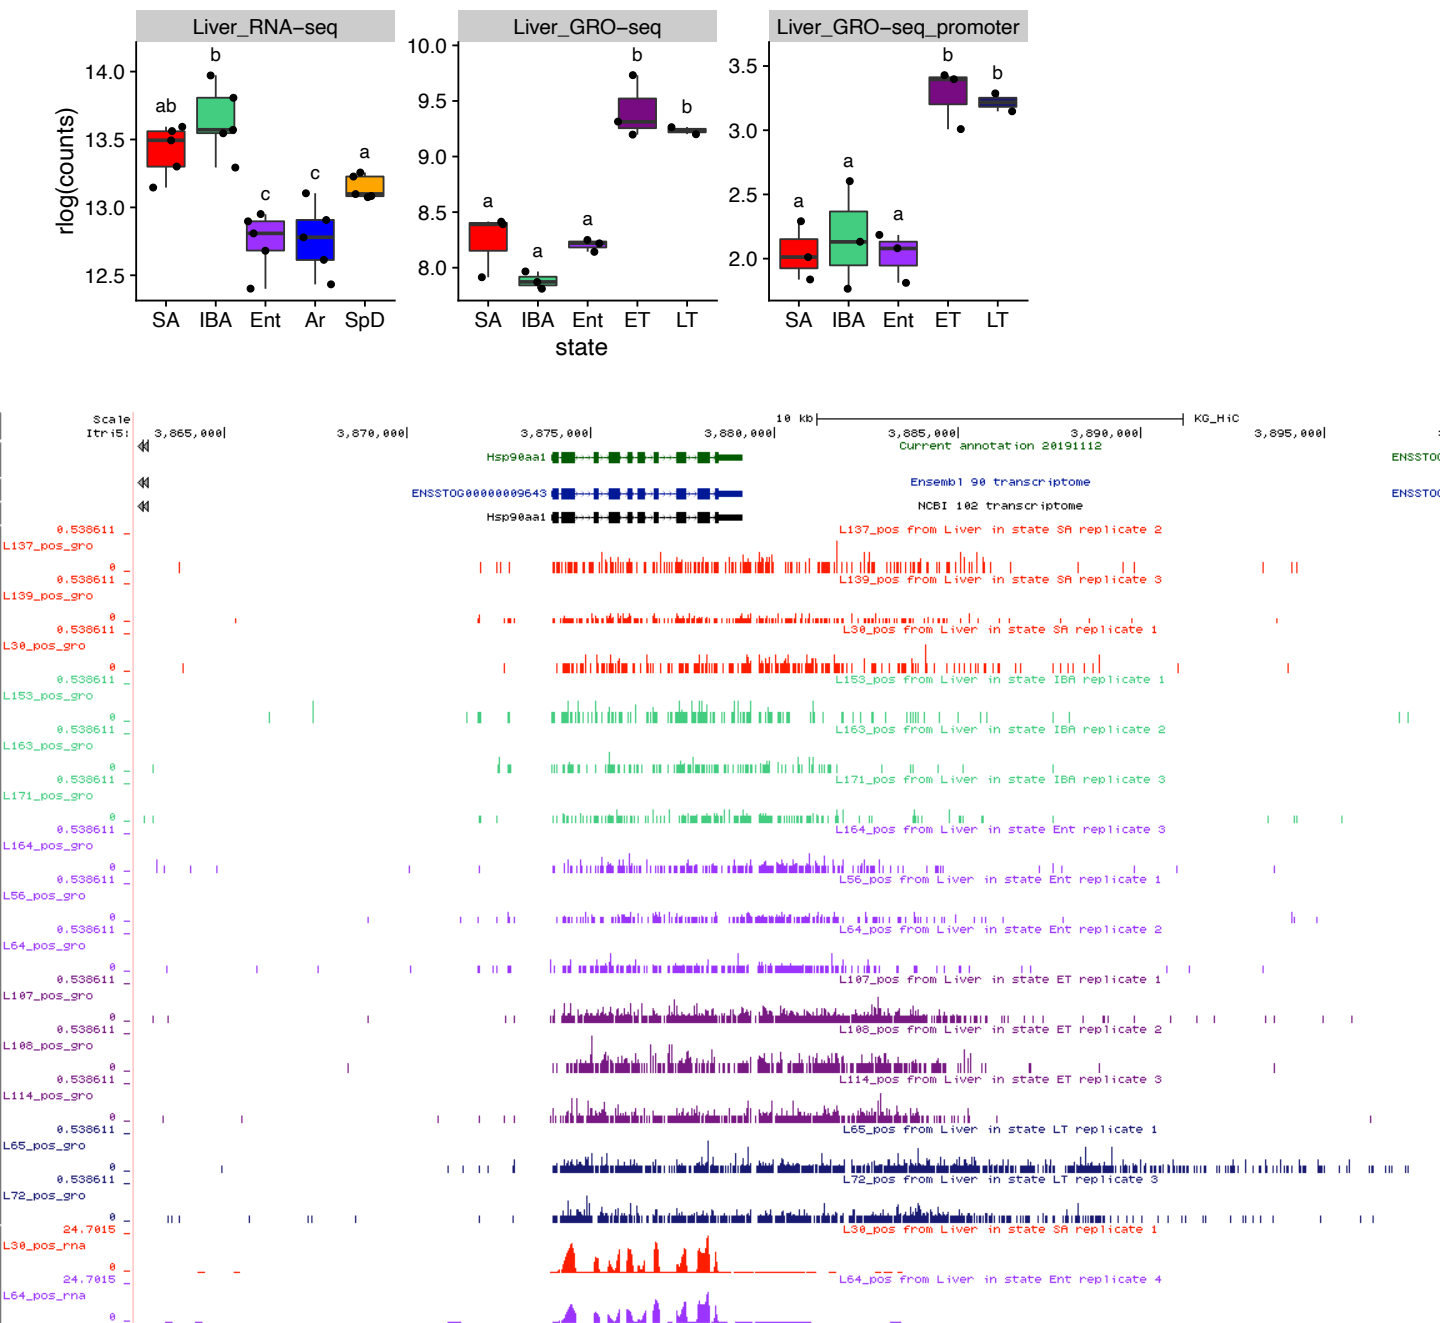

F) Atp6v1b2: DE in torpor-arousal cycle (RNA-seq), discordant between RNA-seq and GRO-seq

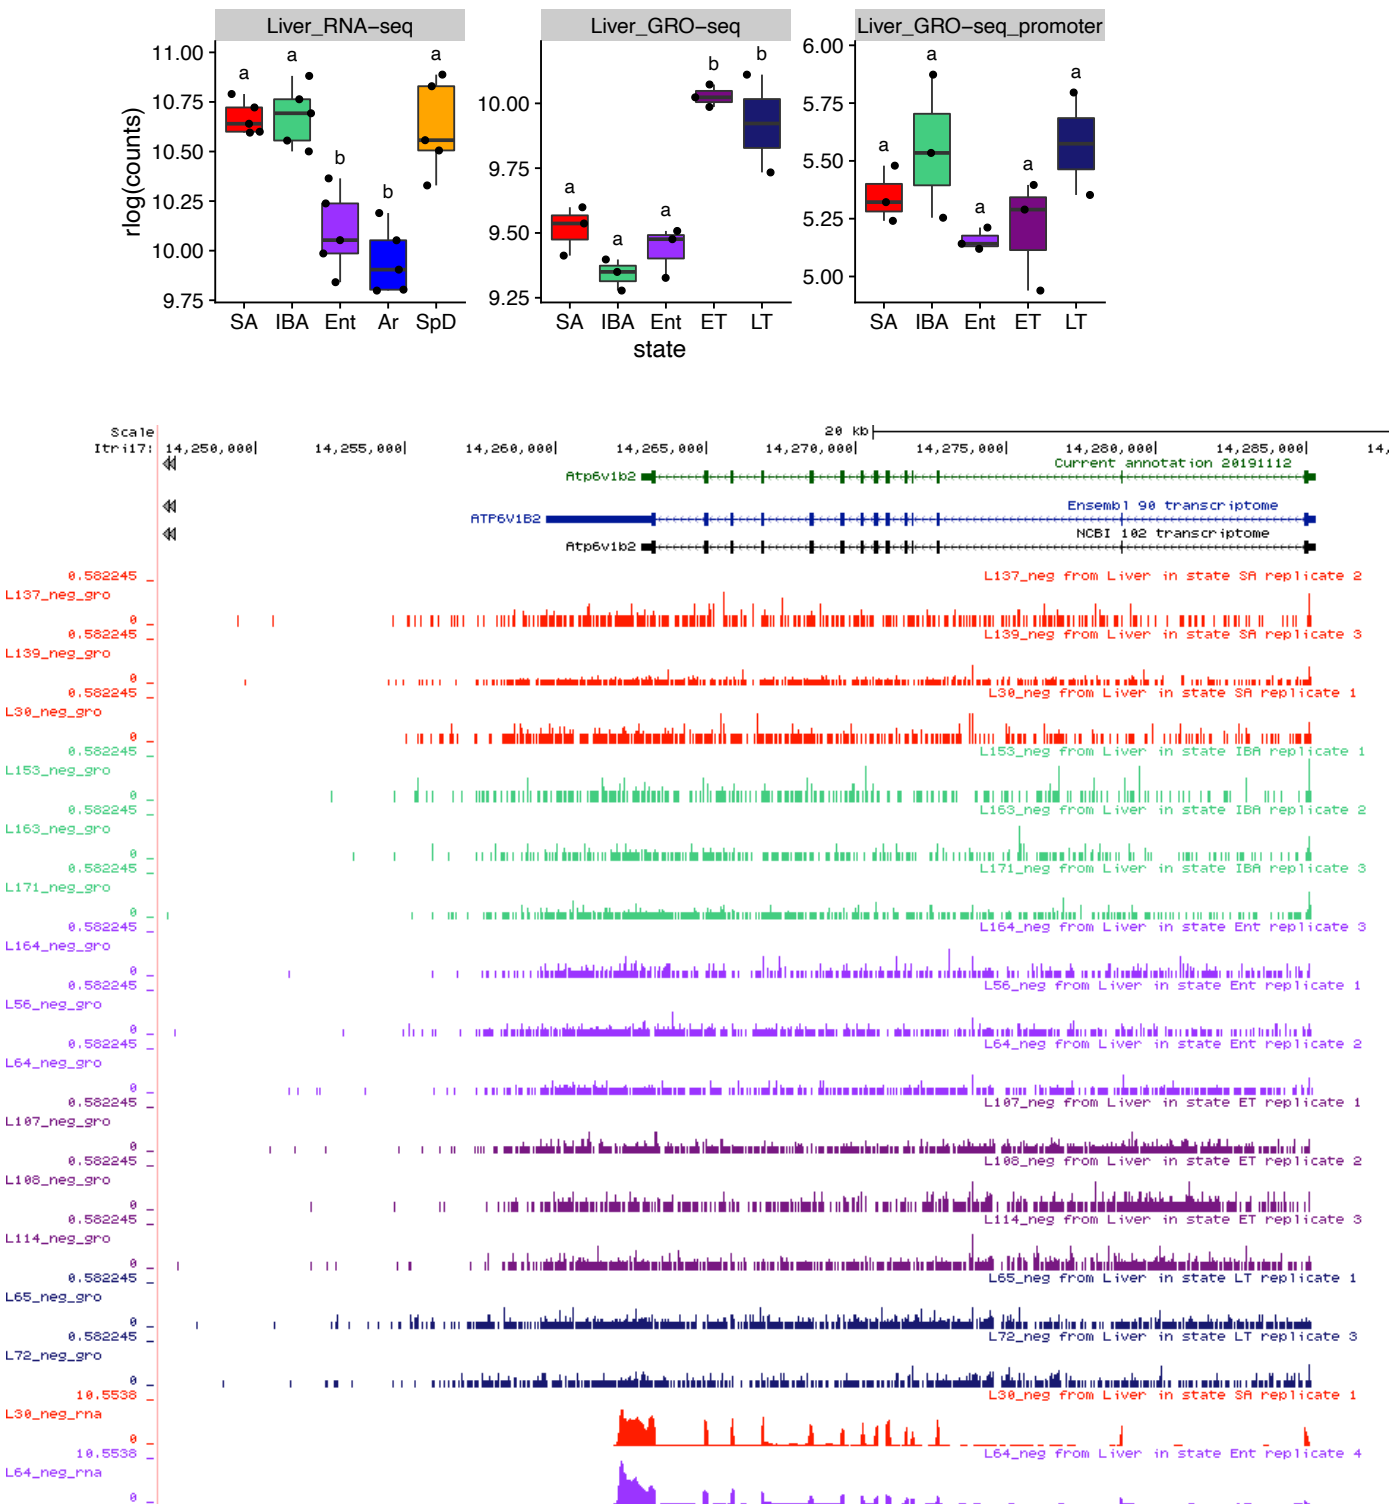

**Supplementary Figure 6.** Complex gene expression dynamics in the torpor-arousal cycle revealed by comparison of GRO-seq and RNA-seq data. For each gene in panels A-F, boxplots (squirrelBox) show relative abundance changes in the liver steady-state RNA (liver\_RNA-seq), and transcription across the gene body (Liver\_GRO-seq, fstitch extended annotations excluding first 500nt) and in the promoter region (Liver\_GRO-seq\_promoter, first 500nt of gene). The accompanying gene browser views show regions with relevant signal surrounding the individual annotated gene in the ltri\_HiC\_2 genome with all GRO-seq tracks and the two common RNA-seq sample tracks for the transcribed strand. Example concordant and discordant genes between RNA-seq and GRO-seq are A) SCD\_containing\_16206, B) Arrdc3, C) SerpinA7, D) A2m, E) Hsp90aa1, F) Atp6v1b2. See also Figure 6, Supplementary Table 5.

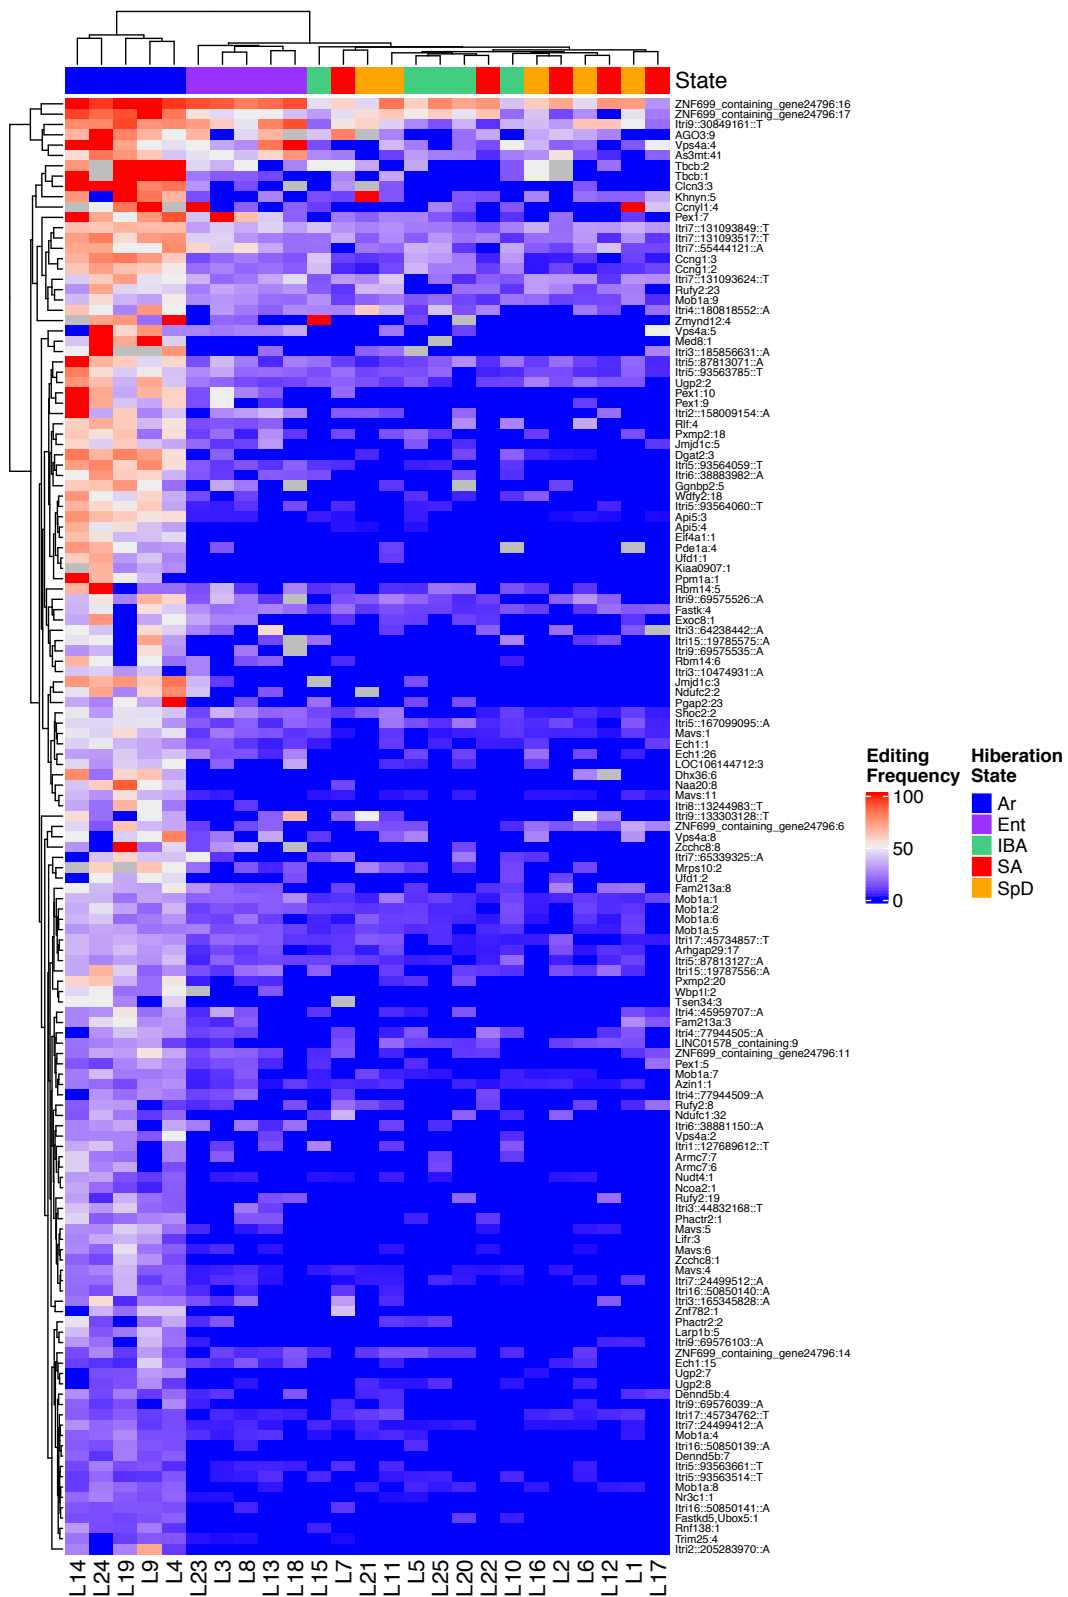

**Supplementary Figure 8.** Heatmap of editing frequencies of cold-enriched A-to-I editing sites. Liver editing frequencies based on RNA-seq data are plotted for genes that were also edited in brain (Riemondy et al., 2018). Editing sites are denoted as the gene or genes overlapping each editing site and either A or T if the editing site is on the positive or negative strand. Intergenic sites are indicated by contig and reference position. See also Supplementary Table 6.

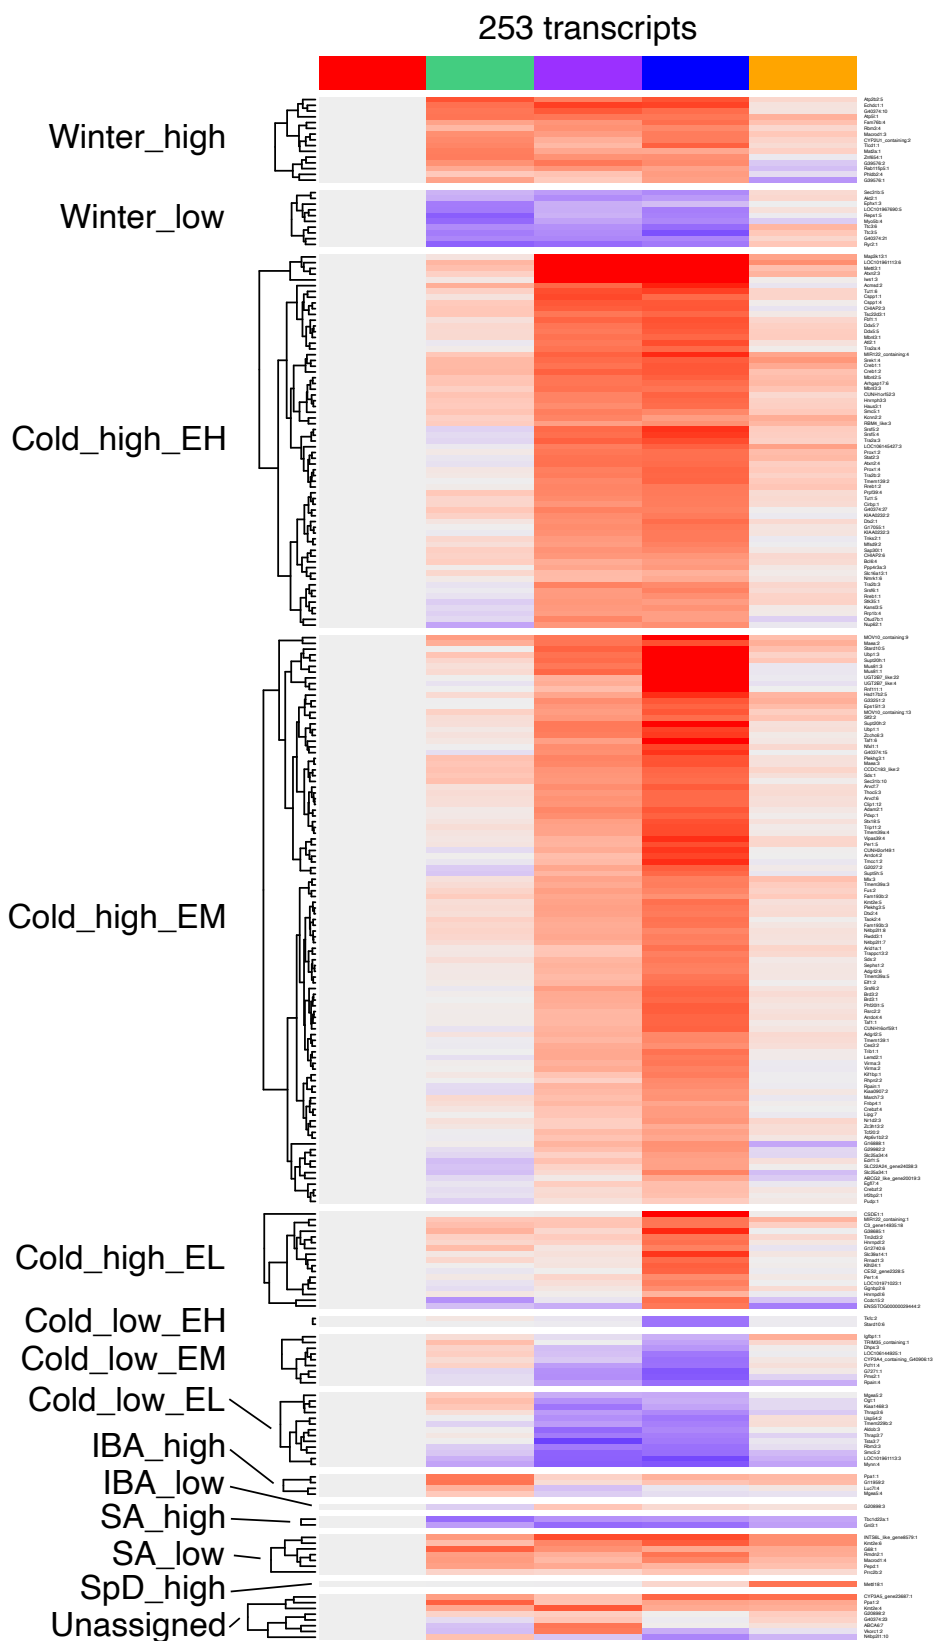

**Supplementary Figure 9.** Genes with alternative splice sites in liver. Heatmap of alternatively spliced LSVs clustered by pattern, each row represents one gene. For each LSV, the abundance of all junctions except the one most commonly observed in SA is plotted relative to SA.  $dPSI > 0$  is increased alternative splicing relative to SA (alternative junction becomes more common), while  $dPSI < 0$  indicates decreased alternative splicing relative to SA. Genes with multiple significant LSVs have numeric suffixes appended to their gene name following a colon. See also Supplementary Table 7.

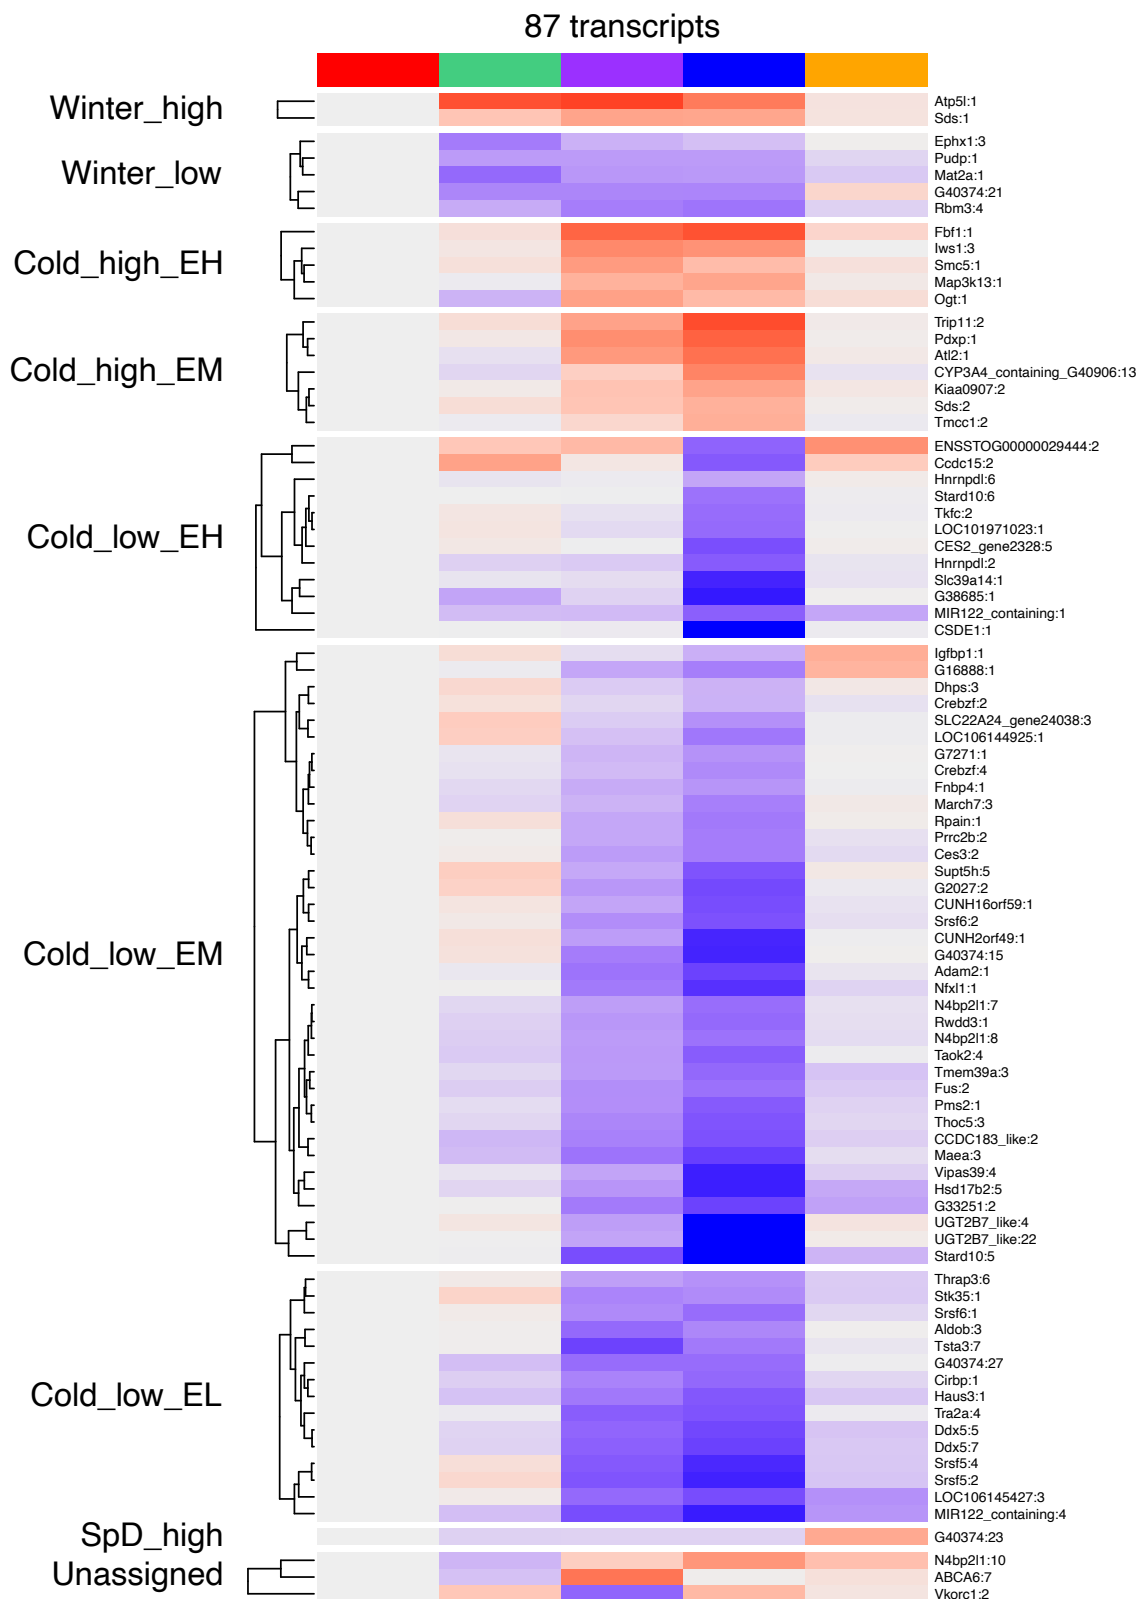

**Supplementary Figure 10.** Genes with retained introns in liver. Heatmap depicts the abundance of retained introns for each state relative to SA. dPSI > 0 means increased retention of the intron relative to SA, while dPSI < 0 means increased excision of the intron relative to SA. Gene symbols are shown to the right of the heatmap. For genes with multiple LSVs, the number is appended to the gene name, separated by a colon. See also Supplementary Table 7.

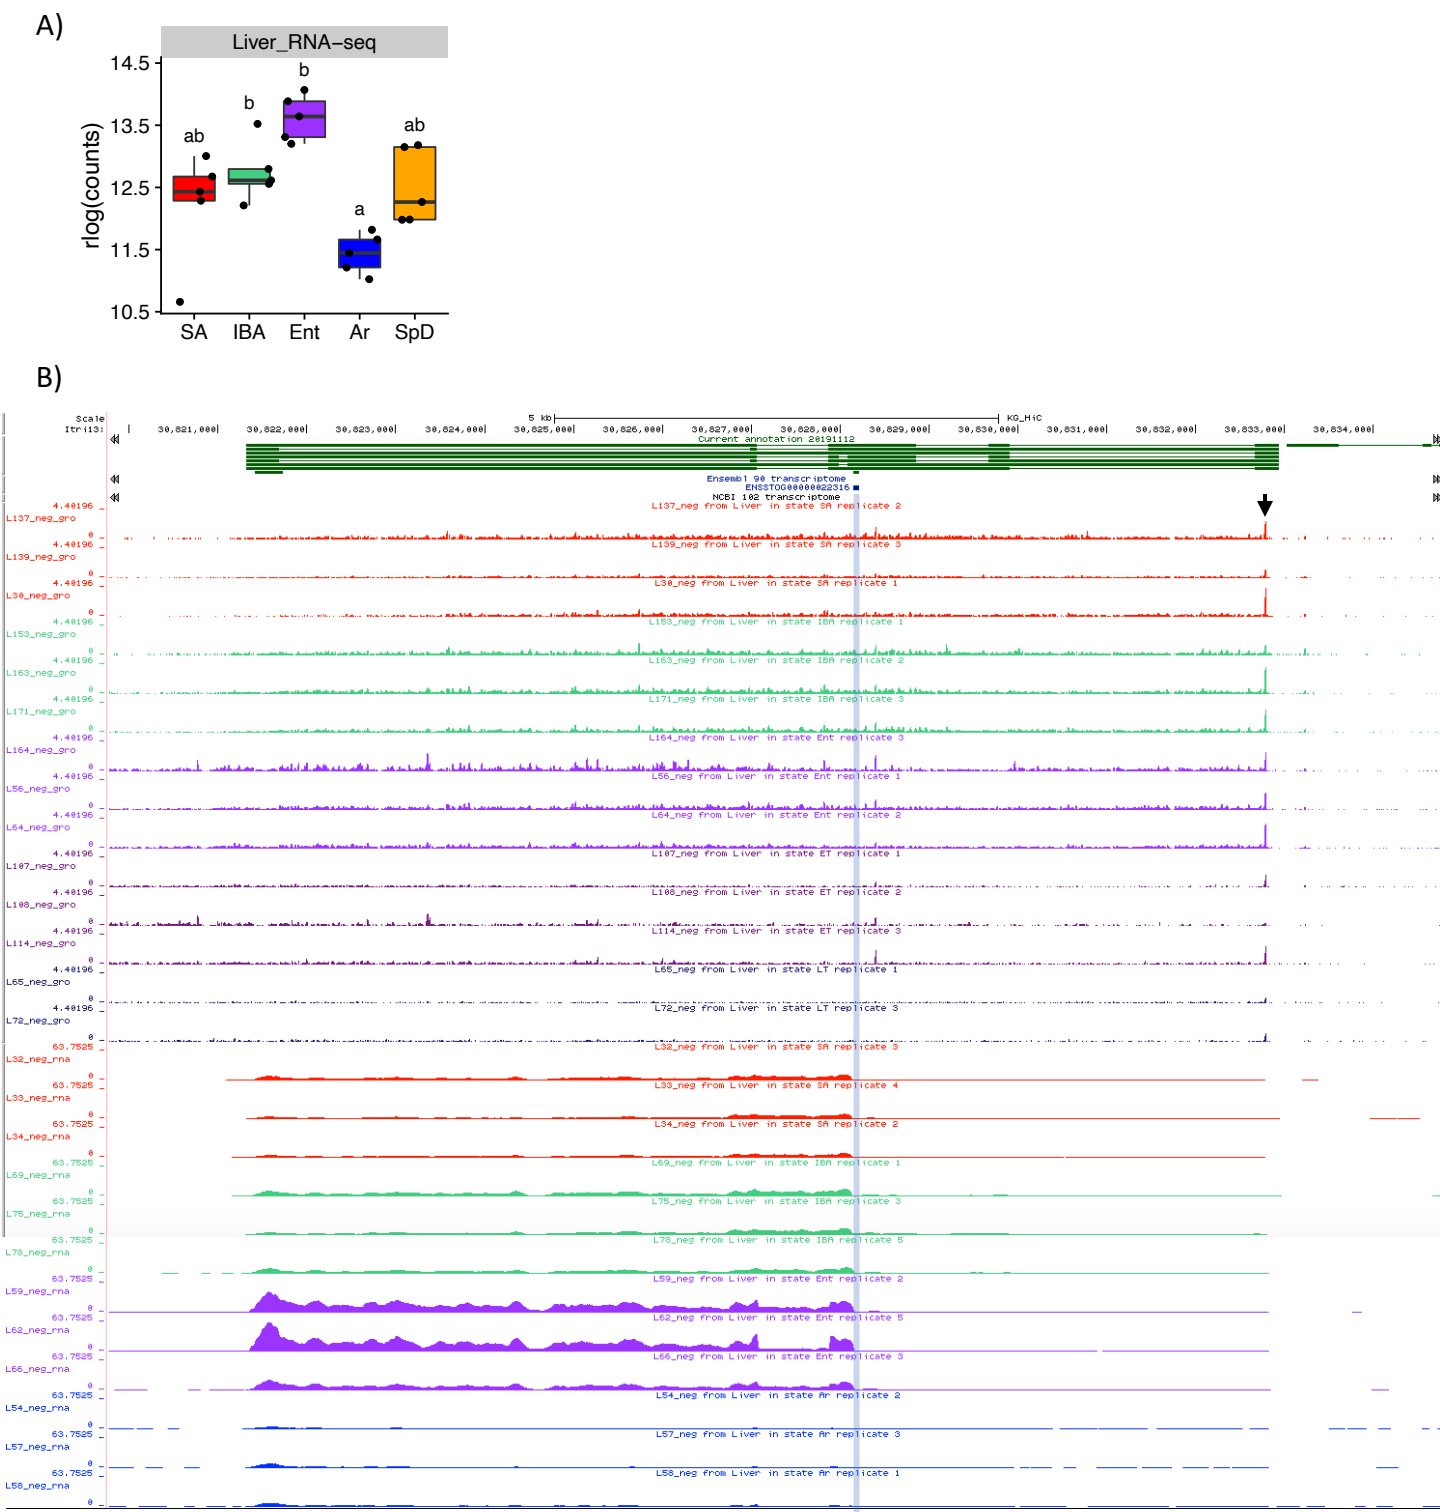

**Supplementary Figure 11.** GRO-seq and RNA-seq coverage of the MIR122-containing gene. A) Boxplot of RNA-seq quantification of MIR122-containing gene transcripts across physiological states; B) Genome browser screen shots showing distribution of GRO-seq and RNA-seq reads on the MIR122-containing gene. While GRO-seq coverage fell below filtering thresholds for DESeq2 analysis, GRO-seq read coverage is consistent with transcription from the TSS (black arrow where increased read density reflects a promoter-proximal pause) through the 3' end of the gene during SA, IBA and Ent, with reduced transcription during torpor (ET and LT). RNA-seq coverage shows that reads responsible for the quantitative differences of this transcript among groups largely lie 3' of the cleaved miRNA for this minus strand gene (the position of MIR122 is marked by the transparent vertical blue line). The three remaining RNA-seq samples after removing the highest and lowest sample from each group are shown.

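In the redefined annotation the gene that contains MIR122 is part of the unit MIR122:MIR122_containing, 29410 nt on the minus strand of Itri13 from 30803030 to 30832439, with between 1731 and 25636 counts per library. It had 1661 ± 587 CPM in SA, 3453 ± 504.2 in IBA, 3431 ± 108 in Ent and 783 ± 132 in ET (SD, n = 3 each), and 303 ± 58.6 in LT (SD, n = 2). Its log2 fold change was -2.13 from Ent to ET (standard error 0.25, adjusted p = 0.00028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.37 from ET to LT (standard error 0.28, edgeR adjusted p = 0.057; DESeq2 adjusted p = 6.9e-05). No LT library overlapped the ET libraries. From IBA to LT it was -3.51 (standard error 0.31, edgeR adjusted p = 9.1e-06). From SA to IBA the unit rose, with a log2 fold change of 1.06 (standard error 0.24, edgeR adjusted p = 0.022).

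**Figure D3:**
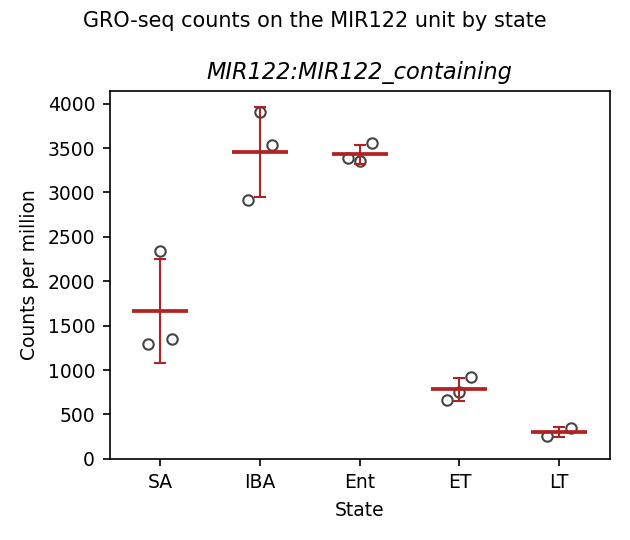
CPM on the MIR122 unit by state. Circles are libraries, lines means and bars standard deviations (n = 3, and n = 2 in LT); the ET and LT libraries lie below those of IBA and Ent.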

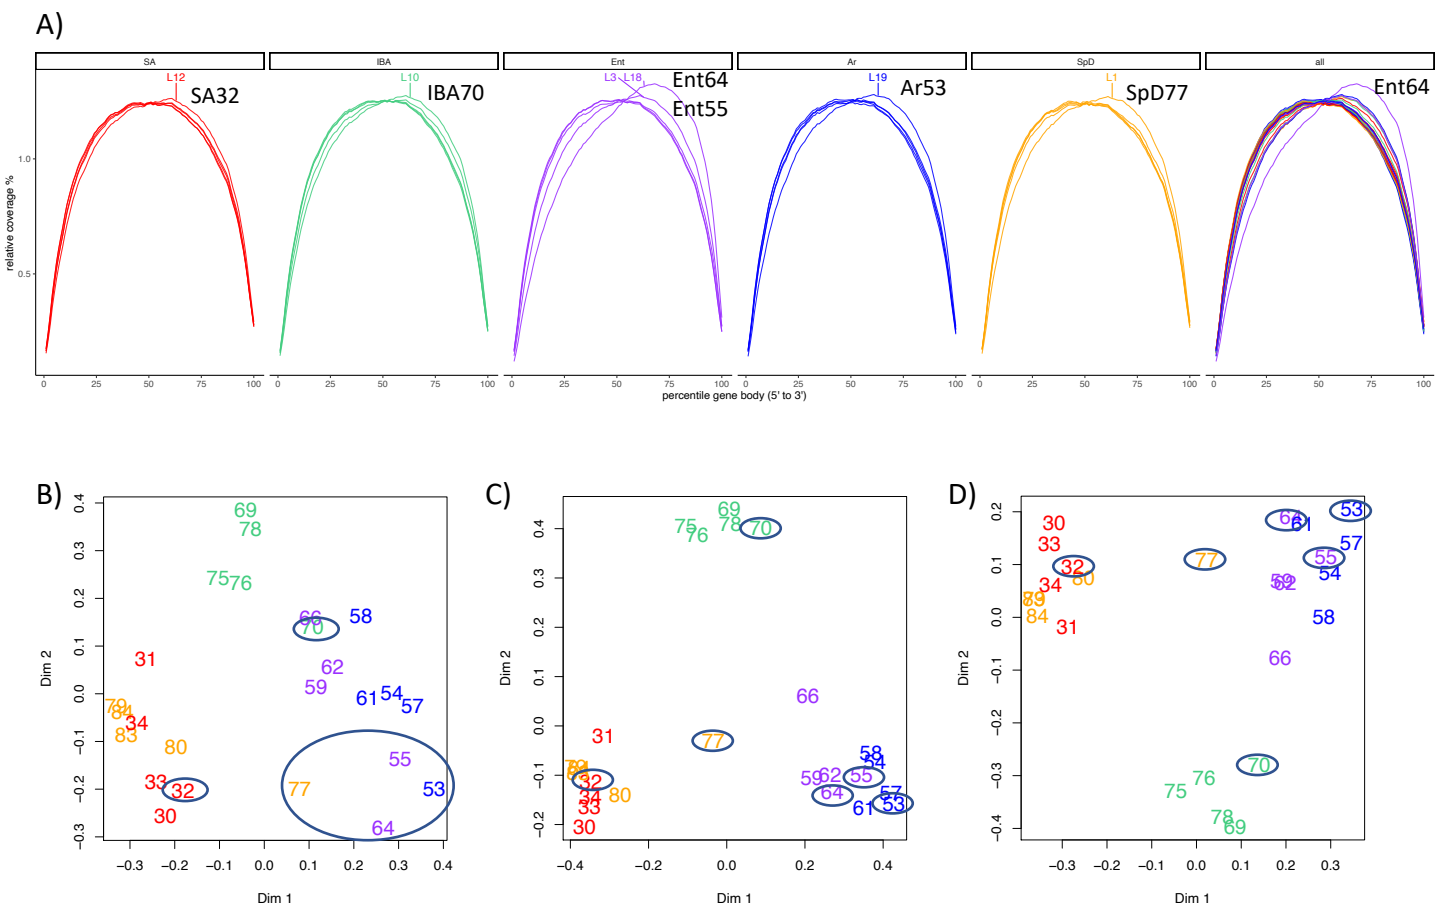

**Supplementary Figure 12.** Features of RNA-seq data. A) Overall gene body coverage against all genes longer than 100nt in the HiC\_ltri\_2 genome annotation. Relative coverage percentages were plotted for normalized gene body percentile, with 0 and 100 representing the 5' and 3' ends, respectively. For each state (Figure 1) except Ent, one sample (labeled with animal number in black) exhibited a slight 3' bias compared to coverage across the normalized gene body seen in the remaining samples; a second Ent sample was the most extreme outlier (Ent64, rightmost "all" plot). RIN numbers did not differ among groups (ANOVA pval = 0.82). Animal 64 was one of the two samples used for both RNA-seq and GRO-seq analyses and is thus shown in Supplementary Figure 6 despite not being exemplary or even representative of the RNA-seq data quality. B-D) Two-dimensional scaling plots of unsupervised clustering of all samples by random forest using gene-based transcript abundances for: B) all 10,370 pass-filter genes (data from Figure 2A replotted with animal number shows dominance of physiological state (indicated by color) over 3' bias (circled); C) 3,120 genes identified as DE ( $q < 0.001$ ) using DESeq2; D). The topmost 3,120 genes after ranking the 10,370 pass-filter genes by variance across all 25 samples.

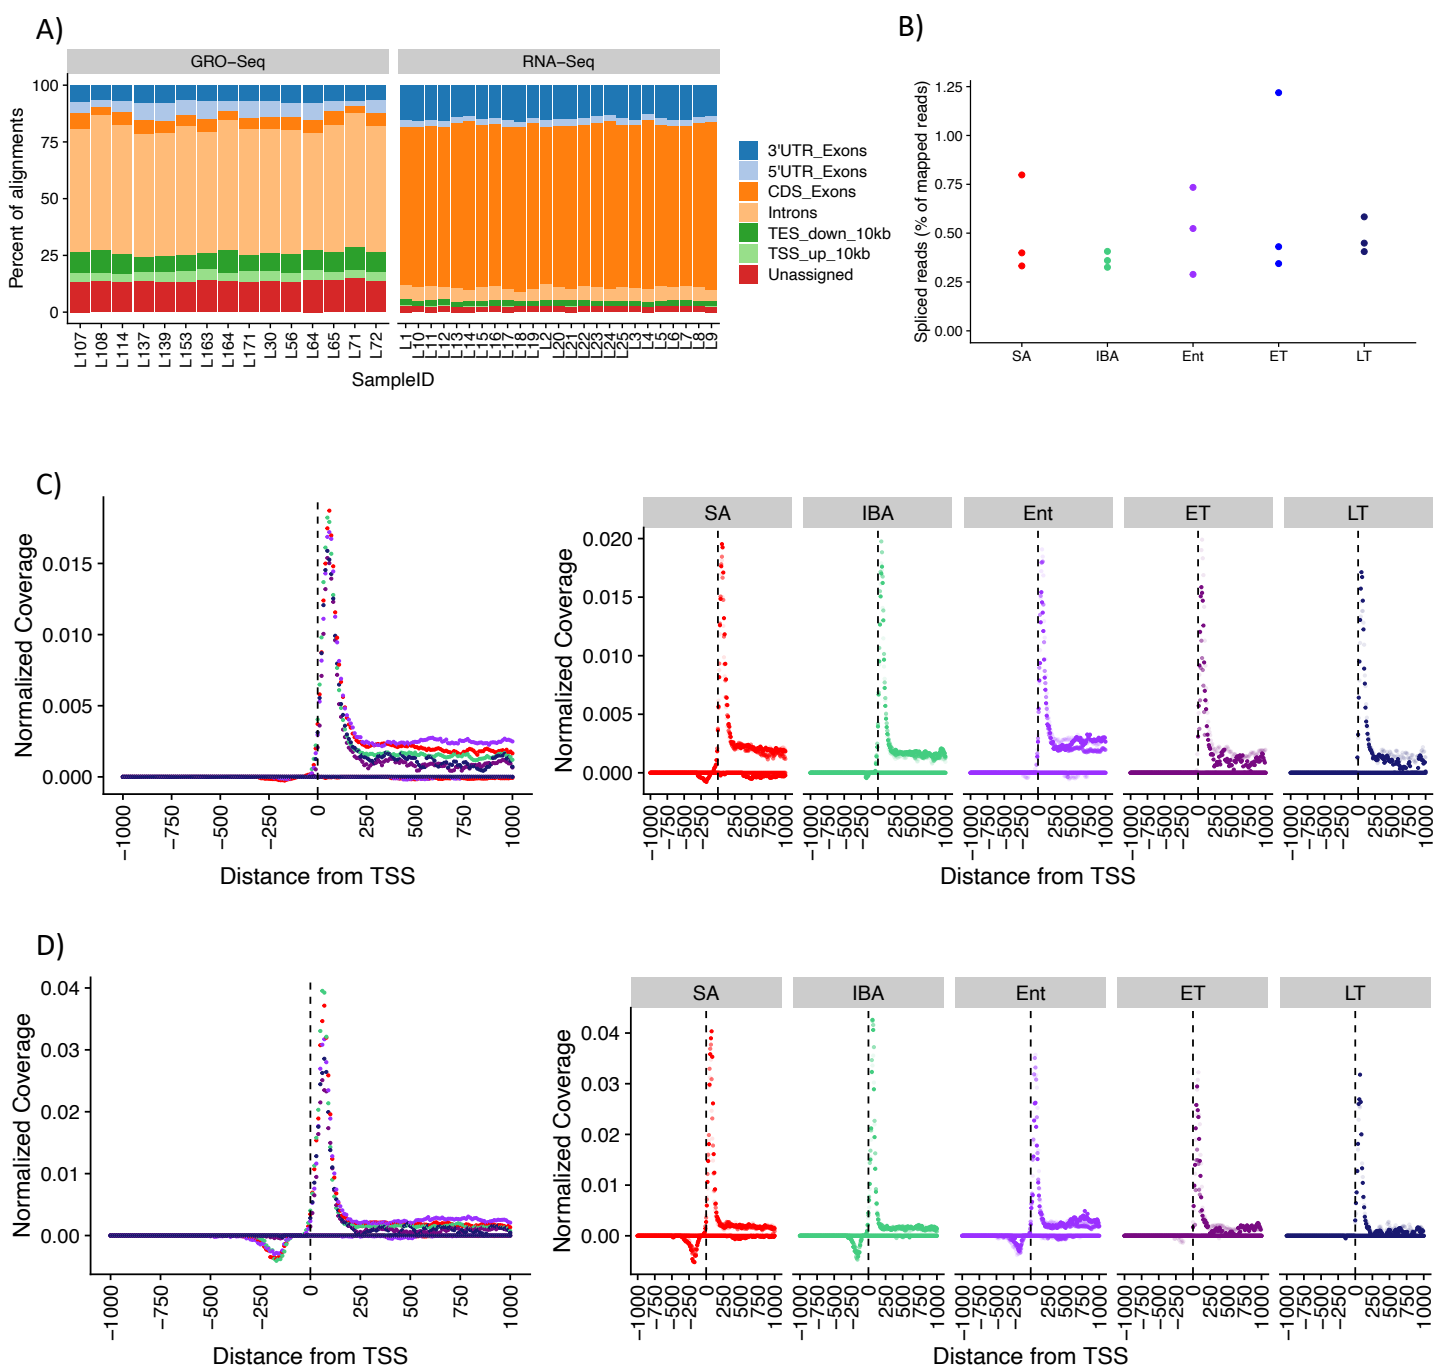

**Supplementary Figure 13.** Features of GRO-seq data. A) Bargraphs plot the relative distribution of sequence reads over gene features in GRO-seq vs. RNA-seq data; TES\_down\_10kb is transcript end site plus 10kb, whereas TSS\_up\_10kb is the transcript start site plus 10kb upstream. Reads falling outside of these gene boundaries or overlapping more than one gene's annotation are excluded (Unassigned). B) A small fraction of GRO-seq reads are spliced in all libraries; each dot represents one sample. C, D) Metagenes of GRO-seq read coverage near the transcription start site were constructed by defining genomic intervals as described in methods, from C) 533 genes, or D) after selecting the 124 genes with bidirectional fstitch annotations surrounding the annotated TSS.

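Supplementary Table 1 gives the share of spliced reads for each library, and the values summarized here are the paper's. They averaged 0.763% ± 0.386 (SD, n = 5) in ET and LT and 0.589% ± 0.185 (SD, n = 6) in SA and IBA (two-sided exact permutation test, p = 0.416), and the highest was 1.43%. The difference was smaller than the spread between libraries.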

# Supplementary material for: Liver Transcriptome Dynamics During Hibernation Are Shaped by a Shifting Balance Between Transcription and RNA Stability
**Source:** Front Physiol. 2021 May 21;12:662132. doi: 10.3389/fphys.2021.662132
**Supplement:** Supplementary file 2

## Supplementary Materials and Table Legends

### List of Supplementary Materials

Supplementary Datasheet 1. Supplementary Figures 1-13.

Supplementary Datasheet 2. List of all Supplementary Materials, Supplementary Table Legends (this document).

Supplementary Datasheet 3. Full DESeq2 output for RNA-seq dataset, supports Supplementary Tables 2 and 5.

Supplementary Datasheet 4. Full DESeq2 output for GRO-seq dataset using Fstitch annotation, eliminating reads mapping to first 500nt of annotated transcripts and overlapping genes, supports Supplementary Tables 4 and 5.

Supplementary Datasheet 5. GRO-seq read count matrix for reannotation, supports Supplementary Datasheet 4, Supplementary Tables 4 and 5.

Supplementary Table 1. Metadata. Excel file with four tabs.

Supplementary Table 2. Differentially-expressed genes in hibernating liver. Excel file with 7 tabs.

Supplementary Table 3. Gene enrichments in liver DE genes by cluster. Excel file with 2 tabs.

Supplementary Table 4. Differentially-transcribed genes in hibernating liver. Excel file with 6 tabs.

Supplementary Table 5. Genes DE in both RNA-seq and GRO-seq datasets. Excel file with 7 tabs.

Supplementary Table 6. Summary of ADAR-edited sites in liver RNA across pairs of physiological states. Excel file with one tab.

Supplementary Table 7. Gene enrichments found in alternative spliced liver genes, excel file with 2 tabs.

### Supplementary Table Legends

Supplementary Table 1. Metadata, excel file with 4 tabs with sequencing and mapping characteristics for RNA-seq and GRO-seq libraries, and animal data for the two library sets. Two samples, SA30 and Ent64 were obtained from the same animal and used for both RNA-seq and GRO-seq (numbers indicated in red). The GRO-seq sample, LT71 (row indicated by gray type), was of relatively poor quality. It was removed from all further analyses after it was also identified as an outlier by PCA.

Supplementary Table 2. Differentially-expressed (DE) genes across hibernation states identified by DESeq2 analysis of RNA-seq data. Seven tabs contain full information for DESeq2 analysis of liver RNA-seq data for all DE genes (Liver\_DE tab), plus six tabs with pairwise DE genes including just the gene name, fold change (two methods), wald\_pvalue and wald\_padj for the indicated pair (supports Figure 2).

Supplementary Table 3. Gene enrichments returned by DAVID (Huang et al., 2009) in gene co-expression clusters based on RNA-seq data (supports Supplementary Figure 2) or GRO-seq data

as indicated. All enrichments  $p < 0.01$  are given, those with  $q < 0.001$  are indicated by boldface (supports Supplementary Figures 2 and 5).

Supplementary Table 4. Differentially-transcribed genes across hibernation states identified by DESeq2 analysis of GRO-seq data in non-overlapping gene bodies. Six tabs contain full information for DESeq2 analysis for all differentially-transcribed genes (GROseqAll\_sig001), plus five tabs with fold change and significance data for genes differentially-transcribed in all possible sequential pairwise transitions among physiological states (supports Figure 5).

Supplementary Table 5. Genes both DE in RNA-seq and GRO-seq by DESeq2. All genes are listed on GandR001 tab, then 6 additional tabs with the indicated pairwise comparisons, with IBA compared to either Ar (RNA-seq) or LT (GRO-seq) broken into concordant and discordant groups (supports Figure 6).

Supplementary Table 6. RNA-editing analysis of liver RNA-seq data for each site (supports Figure 7, Supplementary Figure 8).

Supplementary Table 7. Gene enrichment categories in the alternatively spliced liver genes. Two tabs show all GO term enrichments for all genes and by cluster as indicated.

How the deposited data were processed for this re-analysis (not part of the article)

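Nascent transcription was measured by GRO-seq in the livers of 14 female 13-lined ground squirrels, 3 each in SA, IBA, Ent and ET and 2 in LT. The authors trimmed the reads, aligned them to the HiC_Itri_2 genome, redefined the gene bodies from the GRO-seq reads with fstitch, removed the first 500 nt after the transcription start site, merged overlapping genes, and counted the reads on each unit with featureCounts. The deposited values are raw read counts per unit and library, which the authors did not normalize. LT replicate 2, which the authors removed, has no column among them and was not used here. RNA-seq libraries were not analysed here, and values for steady-state RNA are the paper's own, from its supplementary tables.

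The table holds 6324 units, of which 4705 carry a single gene name and were tested. Total counts per library ranged from 3713883 to 8884763. No unit was removed before the tests, and filterByExpr would remove 0 of the single-gene units. Groups of 2 or 3 libraries do not allow a test for outlying libraries. Intervals for shares of genes are 95% Wilson intervals and cover counting error only.

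Counts were normalized by TMM and fitted in edgeR 4.0.16 under R 4.3.3 with a quasi-likelihood model of the 5 states. The states were tested together and in pairs, and p-values were adjusted over all units by the Benjamini-Hochberg method with a threshold of 0.001. Log2 CPM used a prior count of 2. The random forest used randomForest 4.7.1.2 with 5000 trees. Patterns were assigned by Pearson correlation of the 5 state means with 8 reference patterns, at r of 0.8 or more. Correlations and differences across genes were tested with 100000 resamples, so that the smallest possible p is 1e-05. Shares of reads were compared by two-sided exact permutation tests and gene families by two-sided Fisher's exact tests. Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for these steps. The gene families were listed by symbol, and 10000 random sets of genes matched on reads and unit length were drawn for each.

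The genes named in the text are every gene the paper names for GRO-seq that has a unit, and for each of the 5 sequential transitions the 2 single-gene units with the largest rise and the 2 with the largest fall among those past the threshold whose groups did not overlap in any library. Fewer are named where fewer passed.

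The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), edgeR with adjusted deviances, upper-quartile normalization, scaling to the uniquely mapped reads of Supplementary Table 1 as printed and from the printed percentage, a minimum of 10 counts in every library, fits of single-gene units or of the compared groups alone, merged units counted too, an adjusted p of 0.05, a 2-fold minimum, replicate number as a block, season as a covariate, and each library left out in turn. The steps were tested on simulated data with known changes. A reference genome was not used here, so that GC content was not examined.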

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

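The predictions for the scaling tests in this part were written before their results were seen, but the tests that scale from the printed percentage were chosen after the data were seen. Units named for several genes, which the paper merged and then filtered from its calls, carried a signal: 369 of the 1619 (22.8%) were past the threshold among the 5 states in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With libraries scaled to uniquely mapped reads from the printed percentage, 460 were past it, and with the reads as printed 302, so the scaling of the libraries changes the number and does not remove the signal. The counts of a merged unit cannot be divided among its genes, so which gene of a unit changed cannot be told. The state and the season of collection cannot be told apart in comparisons with ET, and no biological explanation was tested for these units.

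The paper reports no test for the MIR122 unit, which joins MIR122 and the gene that contains it, and its log2 fold change from IBA to LT was -3.51. Every ET and LT library lay below every IBA and Ent library. With libraries scaled to uniquely mapped reads from the printed percentage the log2 fold change was -3.32, so the scaling of the libraries accounts for little of the fall. The season of collection differs between the IBA and LT animals, but within the 2007 season Ent replicates 1 and 2 had 3384 and 3355 CPM and the LT libraries 262 and 345. The caption of Supplementary Figure 11 describes reduced transcription of this gene in ET and LT, and the counts fall in the same direction.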

How the results depend on the processing

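The scaling from the printed percentage, limma-voom, the adjusted deviances, the requirement that DESeq2 calls also pass the test across the 5 states, and the alternatives for the 3′ extension were chosen after the data were seen, as were the replicate block and left-out libraries for the patterns and the left-out libraries for neighbours and unit length. The cause of the changes below was not tested unless a value is given for it.

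With DESeq2 the number of genes called was 2417 among the 5 states, 175 from SA to IBA, 329 from IBA to Ent, 723 from Ent to ET, 33 from ET to LT, 1515 from LT to IBA and 679 from Ent to LT. Of its calls, 173, 327, 719, 33, 1493 and 671 also passed its test across the states. An adjusted p of 0.05 in edgeR gave 2979 among the 5 states and 262, 785, 1376, 16, 2386 and 1277 in these transitions. The 0 genes from ET to LT stand beside 436 at an unadjusted p of 0.05 or less.

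Scaling to uniquely mapped reads as printed gave 25 genes from SA to IBA, 0 from IBA to Ent, 63 from Ent to ET (19 higher and 44 lower in ET) and 47 from Ent to LT. That scaling uses the printed number for IBA replicate 1, which its printed percentage contradicts. Scaling from the printed percentage gave 2 from SA to IBA and 183 from Ent to ET, of which 131 were higher and 52 lower in ET (53 and 55 with TMM). Relative to TMM, the scaling as printed moved the median log2 fold change of all genes by -0.21 from SA to IBA, 0.37 from IBA to Ent, 0.12 from Ent to ET and -0.40 from LT to IBA. Upper-quartile normalization gave 2 from SA to IBA and 97 from Ent to ET (37 higher and 60 lower). The replicate block gave 0 from IBA to Ent, 43 from Ent to ET (12 higher and 31 lower) and 44 from Ent to LT. Same-numbered libraries of different states had a mean correlation of deviations of 0.00998 over 26 pairs, against -0.00505 over 52 other pairs, so the numbers carry no pairing that the block would remove. Limma-voom gave 1 from IBA to Ent and 103 from Ent to ET (67 higher and 36 lower). Season as a covariate gave 2 from SA to IBA, 0 from IBA to Ent, 76 from Ent to LT and 272 from LT to IBA (161 of them higher in IBA). Fits of only the groups compared gave 0 from SA to IBA, 0 from IBA to Ent, 0 from Ent to ET and 3 from Ent to LT. The 1570 genes at an unadjusted p of 0.05 or less from IBA to Ent, 1103 from SA to IBA and 1934 from Ent to ET are those of the fit of all groups.

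With each library left out in turn, the number of genes ranged from 836 to 1226 among the 5 states, from 1 to 3 from SA to IBA, from 0 to 1 from IBA to Ent, from 0 to 54 from Ent to ET, from 449 to 455 from LT to IBA and from 23 to 66 from Ent to LT, where the 66 are those without Ent replicate 3, which leaves only libraries of the 2007 season in that contrast. No gene was called from ET to LT in these fits. filterByExpr removes no tested gene and shows no stability. Leaving out an LT library was not run for these counts, since it leaves 1 library, and LT replicate 2 was not used here.

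The share of called genes in a Cold pattern was 73.8% at r of 0.9, 73.7% with DESeq2, 88.7% with any Ent value, 86.7% with the replicate block, and 82.8 to 88.2% with libraries left out. DESeq2 gave 921 Cold_high and 860 Cold_low genes, the scaling as printed 217 Cold_low, and the scaling from the printed percentage 837 Cold_high and 313 Cold_low. The extended 3′ ends had an odds ratio of 0.998 (p = 1, Fisher's exact test) with the scaling as printed, which is no difference, and of 1.04 (p = 0.723, Fisher's exact test) with that from the printed percentage. Under the other alternatives with enough readable marks, all with TMM, the odds ratio lay between 1.34 and 1.76. All 770 genes of Supplementary Table 5 were called with DESeq2 and at an adjusted p of 0.05.

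The difference between units by upstream neighbour was 0.051 from IBA to LT within 5 kb. With libraries left out it ranged from 0.16 to 0.23 from IBA to LT and from 0.026 to 0.12 from ET to LT. The correlation of unit length with change then ranged from -0.114 to -0.0226 from IBA to LT and from 0.139 to 0.316 from ET to LT.

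Among 251 alternatives for 27 results on named genes, 194 kept direction and side of the threshold, 41 were weaker and 10 stronger. The other 6 reversed, all from ET to LT. Actb:Fbxl18 had log2 fold changes of 0.0018 with DESeq2, 0.064 with the replicate block and -0.21 to 0.24 with libraries left out, and Haus6:Plin2 had -0.37 to 0.054 with libraries left out. Of 341 alternatives for the other results, 255 left them the same. The enrichment of splicing factor genes in Cold_high and the direction at entrance were among them under every alternative run. For the oxidoreductase genes in Cold_low the alternatives have unadjusted p-values only, from 0.00024 to 0.048 in Fisher's exact test, so whether each would pass after adjustment over 8 tests is not shown. The difference in the share of reads fell from 8.903 points to 4.82 with reads from the printed percentage and to 2.62 for single-gene units with those reads, each with the smallest p the exact permutation test allows.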

Differences from the paper's values

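Among the 5 states, 1243 genes were called in edgeR against the paper's 2417, and the share of tested genes was 26.4% against the paper's 56%. The number 2417 is 51.4% of the genes tested here, so the paper's 56% rests on another number of genes. The shares are therefore not directly comparable. Of the alternatives set before the data were examined, DESeq2 (2417 genes, 51.4%), an adjusted p of 0.05 (2979 genes, 63.3%) and, for the number alone, units named for several genes counted too (1612) came within 1.5 times the paper's values, and the others did not. The methods of the paper name DESeq2.

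From SA to IBA 1 gene was called against the paper's 173, and from IBA to Ent 2 against the paper's 327. DESeq2 gave 175 and 329, and the other alternatives set before the data were examined did not close the gap. DESeq2 calls that also pass the test across the 5 states, a setting chosen after seeing the values, numbered 173 and 327.

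In Fig. 5B, read by eye, the paper's counts are about 400 higher and about 320 lower in ET from Ent, against 53 and 55 in edgeR. They are about 2 higher and about 31 lower in LT from ET, against 0 and 0, where 436 genes had an unadjusted p of 0.05 or less. From LT to IBA they are about 750 higher and about 740 lower in IBA, against 385 and 445. DESeq2 gave 397 and 326, 2 and 31, and 766 and 749. Of the other alternatives set before the data were examined, counting units named for several genes brought the number lower in IBA to 613. The scaling from the printed percentage, chosen after seeing the values, brought it to 614, and DESeq2 calls that also pass the test across the 5 states, likewise chosen after seeing the values, came within the paper's counts in all of these.

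In Fig. 5C, read by eye, the paper's patterns hold about 970 Cold_high and about 790 Cold_low genes, against 551 and 495 here. The other patterns hold about 140 IBA_high against 40, about 48 IBA_low against 21, about 130 SA_high against 48, about 40 SA_low against 19, about 20 Ent_high against 2 and about 9 Ent_low against 2. With DESeq2 the numbers were 921, 860, 124, 63, 105, 50, 16 and 9, all within 1.5 times the paper's. With any Ent value in the Cold patterns, set before the data were examined, Cold_low held 532. With the scaling from the printed percentage, chosen after seeing the values, Cold_high held 837. No other alternative closed these gaps.

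Of the paper's 770 genes in Supplementary Table 5, 427 were called among the 5 states. DESeq2 and an adjusted p of 0.05 called all 770.

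The paper names Arrdc3, Serpina7, A2m and Atp6v1b2 among the genes that differ between IBA and LT, and in edgeR their adjusted p-values were 0.002, 0.0011, 0.005 and 0.0014, past 0.05 and not past 0.001. It gives SCD_containing_gene16206 for SA and IBA, where the edgeR adjusted p was 0.0023. DESeq2 called these 5 genes. The paper states that the coverage of the MIR122 gene was under its filter, and the merged unit that holds it had at least 1731 counts in every library.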

Other observations

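The tests of other assignments of the libraries, of DESeq2's larger numbers, of the share of higher genes and of spliced reads were chosen only after the result was seen.

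With the states assigned anew within replicate numbers, 1 of the 100 assignments, the real one, gave as many genes as the 1243, and 95 gave 0. In pairs of states fitted alone, edgeR called 0 genes past 0.001 and the numbers at an unadjusted p of 0.05 or less were compared. The real split was the 1 of the 4 splits that part all same-numbered libraries with as many: 1044 genes from SA to IBA (36 to 349 in the others), 1788 from IBA to Ent (56 to 112) and 1836 from Ent to ET (54 to 143). The remaining 6 splits of each part only 1 same-numbered pair. With 4 splits the share cannot fall under 0.05 whatever the counts, so this test alone cannot tell these pairwise differences from a chance assignment. DESeq2, at an adjusted p of 0.001, called 200, 487 and 523 genes with the real splits and at most 5, 5 and 3 with any of the 9 other splits of each pair. The real split thus gave the most genes in each pair. With 10 splits the share cannot fall under 0.05 either, so these counts do not exclude a chance assignment.

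In simulated counts, the largest share of false genes among DESeq2's calls was 7.018%, while edgeR recovered 3.2% of 2-fold changes in ET and LT, where DESeq2 recovered 79.5%. Of 4-fold changes in ET and LT, edgeR recovered 93.1%. The low power of the quasi-likelihood test for 2-fold changes is therefore a candidate explanation for the larger numbers with DESeq2. Only 200 of the 6324 units were changed in the simulation. In the real counts 3193 tested genes had an unadjusted p at or under 0.05 in edgeR's test among the 5 states. Fewer changed units make the adjusted threshold stricter, so edgeR's power in the real counts may be higher than simulated. In the simulated counts, false calls were too few to account for such numbers alone. Their largest share was nevertheless above the threshold of 0.001, and a simulation cannot exclude more false calls in the real counts.

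The season of collection differed between IBA and LT in every animal. The log2 difference between the 2009 and 2007 seasons within SA had an r of -0.0236 with the change from LT to IBA across 4705 genes, and within Ent an r of -0.167. A shared effect of season would give a positive r. These comparisons rest on 3 libraries each. IBA and LT share no season, so that season can be separated from state between them only through SA and Ent, in a fit where the 2 add up. That fit called 272 genes from LT to IBA, against 830 without season. As a coefficient in the fit, season was past the threshold for 0 genes, and 333 had an unadjusted p of 0.05 or less, where 235 are expected by chance.

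Among the changes from LT to IBA, 30.2% of the genes past the threshold were higher in IBA with the scaling from the printed percentage, against 46.4% with TMM. The share was 23.2% with the reads as printed, whose number for IBA replicate 1 its percentage contradicts, and 59.2% with season as a covariate. The scaling from the printed percentage moved the median change of all genes by -0.18, so a lower share follows from it and does not tell which scaling is right. The percent of spliced reads did not differ between warm and torpid libraries (exact permutation p = 0.416), with means of 0.84% in ET and 0.51% in IBA. With 5 and 6 libraries this does not show that the shares are equal, and a share over the whole library cannot tell whether spliced RNA bears on single genes.

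Units behind a same-strand neighbour within 20 kb had a median log2 fold change higher by 0.071 from ET to LT and by 0.21 from IBA to LT than units behind an opposite-strand neighbour (p = 3e-05 and p = 0.00089, permutation tests). Reads running on from the upstream gene would give a difference in this direction, but the test cannot tell them from other causes, since merged units were left out and the sets were not matched on unit length. Genes are not independent replicates. Within 5 kb the difference was 0.13 from ET to LT (p = 7e-05, permutation test) and 0.05 from IBA to LT (p = 0.579, permutation test).

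Polymerase held on long genes would give a rise with unit length in torpor. The rho of unit length with the change was -0.163 from IBA to ET and -0.0714 from IBA to LT, both the other direction, and 0.263 from ET to LT. From IBA to LT the longest of 3 equal groups of units did not rise, with a median change of -0.197. Background reads in torpor would raise units of low density and lower those of high density. The rho of reads per kb in IBA with the change from SA to LT was -0.144, and the median was -0.45 in the densest of 5 equal groups of units and between -0.02 and 0.06 in the other 4. The relation is weak, and the group of lowest density, at -0.02, did not rise above the next 2, at 0.06 and 0.03, as background would have it. With libraries scaled to uniquely mapped reads from the printed percentage, the densest group fell, at -0.26. The other 4 then rose, at 0.17, 0.25, 0.22 and 0.17 from the lowest density upward. A fall of the densest units beside a rise of the others is a pattern that background could give. The medians depend on the scaling, so background is not excluded.

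The median change of the splicing factor genes from SA to LT lay at percentile 99.81 of 10000 sets matched on reads and unit length, and that of the 3′ end processing factors at 99.1. The proteasome subunit genes, of which 7 of 20 were Cold_high (Fisher's exact test, p = 0.0057, adjusted 0.017), lay at 85.2, with a median of 0.31 against 0.05 in the matched sets, so that chance for a set of 20 genes is not excluded. The medians of these 3 families kept their direction under each scaling. GC content was not examined, so that none of these is called biological.

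Without the SA library of the animal used for both assays, r between the changes in transcription and RNA from SA to IBA was 0.683 over the 770 genes. Over 148 genes of the readable RNA-seq table r was also 0.683, but 45 of these belong to the 770. Over the other 103 r was 0.234 (permutation p = 0.019). These 103 leave out every gene on the paper's list of changes in both datasets. Their changes in transcription had a smaller spread (SD 0.525, against 0.916 over the 770), which lowers r. They therefore cannot tell whether the choice of genes for a change in both datasets accounts for part of the correlation. For IBA against Ent, r over these 103 genes was 0.0288 (permutation p = 0.774).

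Adar, which the paper names, had a log2 fold change of 0.48 from IBA to LT (standard error 0.23, adjusted p = 0.097 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).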
